# *Cirbp* suppression compromises DHODH-mediated ferroptosis defense and attenuates hypothermic cardioprotection in an aged donor transplantation model

**DOI:** 10.1172/JCI175645

**Published:** 2024-03-12

**Authors:** Yifan Zhu, Chenyu Jiang, Jian He, Chen He, Xingliang Zhou, Xu Huang, Yi Shen, Liwei Wu, Yongnan Li, Bei Feng, Yi Yan, Jun Li, Hao Zhang, Yiwei Liu

**Keywords:** Transplantation, Cardiovascular disease

## Abstract

Hypothermia is commonly used to protect donor hearts during transplantation. However, patients transplanted with aged donor hearts still have severe myocardial injury and decreased survival rates, but the underlying mechanism remains unknown. Because aged hearts are not considered suitable for donation, the number of patients awaiting heart transplants is increasing. In this study, we examined whether hypothermic cardioprotection was attenuated in aged donor hearts during transplantation and evaluated potential therapeutic targets. Using a rat heart transplantation model, we found that hypothermic cardioprotection was impaired in aged donor hearts but preserved in young donor hearts. RNA-Seq showed that cold-inducible RNA-binding protein (*Cirbp*) expression was decreased in aged donor hearts, and these hearts showed severe ferroptosis after transplantation. The young donor hearts from *Cirbp*-KO rats exhibited attenuated hypothermic cardioprotection, but *Cirbp* overexpression in aged donor hearts ameliorated hypothermic cardioprotection. Cardiac proteomes revealed that dihydroorotate dehydrogenase (DHODH) expression was significantly decreased in *Cirbp*-KO donor hearts during transplantation. Consequently, DHODH-mediated ubiquinone reduction was compromised, thereby exacerbating cardiac lipid peroxidation and triggering ferroptosis after transplantation. A cardioplegic solution supplemented with CIRBP agonists improved hypothermic cardioprotection in aged donor hearts, indicating that this method has the potential to broaden the indications for using aged donor hearts in transplantation.

## Abstract 2

Aging-induced depression of CIRBP in donor hearts compromises DHODH-mediated ferroptosis defense and attenuates cardioprotective effects of hypothermia during heart transplantation.

## Introduction

Currently, advanced heart failure places a constant and heavy burden on clinical and public health systems (1). Treatment options for heart failure include medication, ventricular assistive devices, and heart transplantation. However, for patients with end-stage heart failure, heart transplantation is the ultimate therapy. With the increasing incidence of end-stage heart failure, the number of patients awaiting heart transplantation has increased considerably (2). In the first few years of heart transplantation, the maximum donor age was set at 35 years (3, 4). However, strict adherence to conventional donor criteria has led to a severe scarcity of available donor hearts, resulting in protracted waiting times for desired organs and significantly increased mortality for those on waiting lists (2). As a result, approximately 50% of patients on waiting lists do not receive a heart transplant (5). Faced with such a dilemma, the International Society for Heart and Lung Transplantation has been challenged to find ways to broaden the indications for the use of marginal donor hearts that are considered unsuitable for transplantation, especially those from aged donors (6, 7). In recent decades, the global median donor age has progressively increased from 30 to 45 years in Europe (6), but aged hearts, which are from donors older than 45 years of age, are still rarely considered suitable because previous studies have shown that patients transplanted with aged donor hearts have an increased risk of primary allograft dysfunction and a decreased survival rate after transplantation (8, 9), but the underlying mechanism is still largely unknown.

We posited that the root of this mechanism might lie in a protein that responds to both aging and another form of physiological stress: hypothermia. During heart transplantation, the donor heart needs to be transported to the recipient patient within 6 hours, and ischemic injury to the donor heart is inevitable (10). The degree of ischemic injury to the donor heart is an important factor that determines the early survival rate of recipient patients after heart transplantation (6). One common strategy to protect the donor heart from myocardial injury during transplantation is hypothermia. The general consensus is that a low temperature confers cardioprotection by reducing metabolic activity and oxygen demand. However, recent studies have revealed additional mechanisms of hypothermic cardioprotection; for example, cold shock proteins exert protective effects at low temperatures. As a member of the cold shock protein family, cold-inducible RNA-binding protein (CIRBP) has been reported to play an important role in hypothermic cardioprotection during cardiopulmonary bypass. It was shown that CIRBP could be activated by cold stress, translocate from the nucleus to the cytoplasm to regulate its target mRNAs, and protect cardiomyocytes from ischemic injury (11). Thus, CIRBP might also be an essential effector of hypothermic cardioprotection during heart transplantation. In addition to hypothermia, aging also regulates the expression of CIRBP. A previous study showed that cellular CIRBP expression decreased gradually with increasing age (12). Therefore, we hypothesized that aging-induced suppression of CIRBP attenuated hypothermic cardioprotection in aged donor hearts, leading to severe myocardial injury during heart transplantation.

In this study, we established a rat heart transplantation model in which hypothermia was used to protect the donor heart. The results showed that aging-induced suppression of *Cirbp* expression impaired the cardioprotective effect of hypothermia by attenuating dihydroorotate dehydrogenase–mediated (DHODH-mediated) ferroptosis defense, resulting in exacerbated ferroptosis in aged donor hearts after transplantation. Importantly, we found that supplementing the cardioplegic solution with a *Cirbp* agonist improved the cardioprotection of aged donor hearts and alleviated ferroptosis after transplantation. This approach may broaden the indications for the use of aged donor hearts for transplantation and potentially benefit the many patients on waiting lists.

## Results

### The hypothermic cardioprotection of aged donor hearts is attenuated during cold storage in transplantation.

To simulate the process of heart transplantation, we established a heart transplantation rat model as previously described (13). Prior to transplantation, cardiac function was comparable between young (10-week-old) and aged (1-year-old) rats (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI175645DS1). Donor hearts were harvested from the 2 groups, and arrest was induced with a cardioplegic solution (University of Wisconsin [UW] solution). Then, the donor hearts were immersed in UW solution, and hypothermia (4°C) was applied to protect the donor hearts. After 6 hours of cold storage, the donor hearts were transplanted into young rats (Figure 1A). Compared with those of young donor hearts, aged donor hearts required a significantly longer time to restore sinus rhythm and had a significantly decreased beating score after transplantation (Figure 1B), indicating that cardiac resuscitation was unsatisfactory in the aged donor hearts. On day 1 after transplantation, echocardiography showed that the aged donor hearts had lower left ventricular ejection fraction (EF), fractional shortening (FS), and heart rate (HR) values than did the young donor hearts (Figure 1C). Moreover, cardiac catheterization was performed and showed that aged donor hearts had reductions in maximum (max) dp/dt (rate of left ventricular pressure change with time), minimum (min) dp/dt, and the contractility index (CI) and increased left ventricular end-diastolic pressure (LVEDP) compared with young donor hearts (Figure 1D). Consistently, 7 days after transplantation, aged donor hearts also exhibited significantly decreased cardiac function compared with young donor hearts (Supplemental Figure 2). Moreover, 14 days after transplantation, the cardiac function of aged donor hearts was still lower than that of young donor hearts, although some cardiac functional parameters were not significantly different between the 2 groups (Supplemental Figure 3). These results suggested that aged donor hearts had more severe impairment of cardiac function after transplantation.

Furthermore, the levels of serum cardiac enzymes, including creatine kinase (CK), cardiac troponin I (cTnI), and cardiac troponin T (cTnT), were significantly higher in recipients that were transplanted with aged donor hearts than in those that were transplanted with young donor hearts (Figure 1E). In addition, myeloperoxidase (MPO) staining revealed more neutrophil infiltration in aged donor hearts than in young donor hearts (Figure 1F). Hematoxylin and eosin (H&E) and phosphotungstic acid–hematoxylin (PTAH) staining also revealed that aged donor hearts had more frequent sarcolemmal rupture, reduced clarity of nuclei in myocardial fibers, and prominent myocardial contraction band necrosis compared with young donor hearts (Figure 1G). These results indicated the occurrence of profound myocardial injury and a severe inflammatory response in aged donor hearts after transplantation.

Taken together, our findings suggested that the cardioprotective effects of hypothermia were attenuated in aged donor hearts during cold storage, leading to decreased cardiac function after transplantation.

### Ferroptosis is the major form of cell death in aged donor hearts after transplantation.

To clarify the major form of cell death in aged donor hearts after transplantation, we collected cardiac tissues from young and aged donor hearts on day 1 after transplantation and analyzed postoperative gene expression by RNA-Seq. 

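The RNA-Seq libraries came from 3 young donor hearts (animals 3, 13 and 15) and 3 aged donor hearts (animals 3, 4 and 7). Young donors were rats of 10 weeks and aged donors rats of 1 year, and the hearts had been stored for 6 hours at 4 °C before transplantation. Animal numbers count within each group, so young animal 3 and aged animal 3 are different hearts. The authors deposited the number of reads counted on each of 22250 rat genes in each heart, without normalization, together with FPKM values, which divide the count by gene length and by the reads counted in the library. The paper's text does not name the aligner, the counting method or the genome build. The reads counted on genes ranged from 21457509 to 22277905 in young donor hearts (median 21465391) and from 22508040 to 24560869 in aged donor hearts (median 23330158). Of the 22250 genes, 4664 had no read in any heart. The 13 genes of the mitochondrial genome took 18.4% ± 5.66 (SD, n = 3) of the counts in young donor hearts and 8.3% ± 1.89 (SD, n = 3) in aged donor hearts. These genes take reads from all others, so library sizes were scaled by the trimmed mean of M values (TMM), which gives the scaled counts written CPM here, and the scaling factors ran from 0.733 in young animal 13 to 1.24 in aged animal 3. Counts of the most similar pair, young animals 3 and 13, differed by more than sampling noise (chi-square of 10.2 per degree of freedom over 13357 genes), and all 6 hearts were kept as separate replicates. Aged donor hearts were compared with young donor hearts by edgeR's quasi-likelihood test on the counts, over the 13784 genes that passed its filter on low counts. With 3 hearts against 3, a two-sided exact permutation test of a single value cannot give a p-value below 0.1.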

A total of 3,415 genes showed significant differences between the 2 groups (fold change <0.67 or >1.5; *P* < 0.05). 

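With the fold change limits and the unadjusted p-value limit of the paper, 4436 of the 13784 genes tested differed between aged and young donor hearts, 1815 of them higher and 2621 lower in aged donor hearts. The unadjusted p-value was under 0.05 for 4731 genes, whatever their fold change. After Benjamini-Hochberg adjustment in edgeR, 0 genes had an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.0916. The 3 aged donor hearts all lay above or all below the 3 young donor hearts in 5737 genes, which is 41.6% of those tested. Without ties, the average over the 10 ways to split the hearts into groups of 3 is 10%. Genes that change together favour the same split, so the 41.6% does not measure how far the result is from chance. Of the alternatives tried, the Benjamini-Hochberg adjusted p-value in place of the unadjusted one moved the count past the fold change limits most, to 0. The count ran from 2432 to 7214 genes across the 6 fits that each left out 1 heart, and the highest came when young animal 15 was left out.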

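The principal components were computed from log2 CPM of the 13784 genes, centred by gene. The first component carried 77.1% of the variance and the second 12.1%. On the first component, young animals 3 and 13 lay at -113.7 and -120.7, young animal 15 at 10.4, and aged animals 4, 7 and 3 at 49.9, 58.1 and 116.1, so the 2 groups did not overlap along it. In the plane of the 2 components, the distance between hearts averaged 157.6 between the groups and 86.3 within them, a ratio of 1.83. This was the largest ratio among the 10 ways to split the 6 hearts into groups of 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 hearts against 3 allow). Distances within the young group were uneven. Young animals 3 and 13 lay 6.99 apart, whereas young animal 15 lay 135.6 and 141.8 from them and 39.7 and 50.8 from aged animals 4 and 7. Across the 6 fits that each left out 1 heart, the ratio ran from 1.49 to 3.28, and another split of the hearts gave a ratio as large in each fit except that without young animal 15 (exact permutation test, one-sided, p = 0.2 in those 5 fits).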

Principal component analysis (PCA) revealed obvious separation between the clusters in the 2 groups (Supplemental Figure 4). 

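The deposited table assigns KEGG pathways to 7990 genes, and 38 of them belong to the ferroptosis pathway. Of these, 34 passed the filter on low counts. The other 4 were Gpx4, with 0 to 3 reads in each heart, and Fth1, Ftmt and Slc40a1, with 0 reads in every heart. Among the 34 genes, 12 were past the paper's limits and higher in aged donor hearts, and in each of the 12 all 3 aged donor hearts lay above all 3 young donor hearts. They included Slc7a11, Hmox1, Ftl1, LOC100360087, Acsl4, Atg7, Gclc, Slc3a2, Tf, Sat1 and Slc39a14, and the log2 fold changes of the 12 ran from 0.76 to 3.67. Another 8 genes were past the limits and lower, with log2 fold changes from -5.27 to -1.0. They were Acsl6, Alox15, Acsl1, Sat2, Map1lc3a, Tfrc, Vdac3 and Vdac2, and the groups did not overlap in 4 of the 8. The largest rise among these genes was that of Slc7a11 (ENSRNOG00000010210), whose log2 fold change was 3.67 (standard error 1.10, adjusted p = 0.0949 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rests on few reads, as the counts were 1, 3 and 31 in young and 124, 79 and 360 in aged donor hearts. Hmox1 (ENSRNOG00000014117) rose from 98.0 ± 138.4 CPM (SD, n = 3) in young to 1016 ± 425.7 (SD, n = 3) in aged donor hearts, a log2 fold change of 3.37 (standard error 1.20, adjusted p = 0.115 from the same edgeR test with Benjamini-Hochberg adjustment). Acsl1 (ENSRNOG00000010633) fell from 1198 ± 872.8 to 88.2 ± 40.7 CPM (SD, n = 3 each). Ftl1 and LOC100360087 are near-identical ferritin light chain genes, and their separate values are uncertain because reads could have been divided between them. Against the 5499 tested genes with any pathway annotation, 844 of them higher in aged donor hearts and past the limits, the 12 ferroptosis genes gave an odds ratio of 3.04 (Fisher's exact test, one-sided, p = 0.00329). Over the 340 pathways tested the Benjamini-Hochberg adjusted p was 0.0431. The 12 held Ftl1 and LOC100360087 as separate genes, and counting the pair once was not tested. A hand-written list of ferroptosis genes, with 11 of 33 higher, gave an odds ratio of 2.78 (Fisher's exact test, one-sided, p = 0.00788). By the same test, the malaria pathway had a p-value of 0.00807 and an adjusted p of 0.0878. The adjusted p for ferroptosis may therefore depend on counting the pair as separate genes. The 8 lower genes were not significantly over-represented (odds ratio 1.30, Fisher's exact test, one-sided, p = 0.318). Limma's camera test, which needs no limit on single genes, gave a mean log2 fold change of 0.27 over all 34 genes, and its p-value was 0.118. Genes of a pathway are not independent replicates. Of the alternatives tried, the mean of the cardiomyocyte marker genes in each heart as a covariate moved the odds ratio most, to 0, with 331 genes of all those tested left higher and past the limits. With so few genes left, that 0 says little about enrichment. Random covariates with the same correlation to donor age left as few genes past the limits, in either direction, in 6 of 50 draws. Scaling by library totals alone gave an odds ratio of 1.63 (Fisher's exact test, p = 0.122). The marker covariate and the scaling by totals were chosen after the data were seen.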

Interestingly, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes between the 2 groups revealed that the ferroptosis signaling pathway was significantly perturbed in aged donor hearts (Figure 2A).

Ferroptosis is the consequence of lipid peroxidation, which is triggered by the accumulation of polyunsaturated fatty acids; this process is characterized by dense and compact mitochondria with a loss of cristae (14). Thus, we performed ultraperformance liquid chromatography tandem mass spectrometry (UPLC-MS/MS) analysis to evaluate the arachidonic acid metabolite, a kind of polyunsaturated fatty acid, in young and aged donor hearts after transplantation. The results showed that the levels of arachidonic acid metabolites were higher in aged donor hearts than in young donor hearts, and for several of the metabolites, the differences were significant (Figure 2B). Furthermore, we analyzed the levels of lipid peroxidation and iron overload after transplantation and found that malondialdehyde (MDA), cardiac 4-hydroxy-2-nonenal (4-HNE), and iron levels were significantly increased in aged donor hearts compared with young donor hearts (Figure 2C). Prussian blue staining also showed that iron deposition was increased in aged donor hearts compared with young donor hearts (Figure 2D). Moreover, Western blot analysis and immunofluorescence staining revealed that the expression of cardiac prostaglandin endoperoxide synthase 2 (PTGS2), which is a putative molecular marker of ferroptosis (15), was significantly higher in aged donor hearts than in young donor hearts after transplantation (Figure 2, E and F). Finally, electron microscopy revealed that mitochondrial shrinkage was more apparent in aged donor hearts than in young donor hearts and was accompanied by exacerbated cristae loss and increased membrane rupture (Figure 2G). The Seahorse assay also revealed that mitochondrial function was significantly lower in aged donor hearts than in young donor hearts (Supplemental Figure 5). These results demonstrated that aged donor hearts exhibited severe ferroptosis after transplantation. Importantly, we further evaluated the levels of other forms of cell death, such as apoptosis and pyroptosis, in young and aged donor hearts after transplantation, and the results showed that these forms of cell death were comparable between the 2 groups (Supplemental Figure 6).

To explore whether ferroptosis impairs cardiac function in aged donor hearts after transplantation, we added a ferroptosis inhibitor (liproxstatin-1, 10 μM) to the UW solution and evaluated its cardioprotective effects (Figure 3A). Compared with those in the control group, the addition of liproxstatin-1 significantly shortened the time needed to restore sinus rhythm and improved the beating score of aged donor hearts after transplantation (Figure 3B). Notably, echocardiography and cardiac catheterization showed that postoperative cardiac function was significantly improved in aged donor hearts, as indicated by the significant increases in EF, FS, max dp/dt, min dp/dt, and CI and a decrease in LVEDP (Figure 3, C and D). Moreover, the addition of liproxstatin-1 to the cardioplegic solution significantly alleviated the changes in serum cardiac enzymes in the recipients of aged donor hearts (Figure 3E). MPO, H&E, and PTAH staining revealed that neutrophil infiltration and myocardial contraction band necrosis were alleviated after the addition of liproxstatin-1 (Figure 3, F and G). Furthermore, the addition of liproxstatin-1 significantly decreased the levels of MDA, 4-HNE, and iron in aged donor hearts after transplantation (Figure 3H). Prussian blue staining also showed that iron deposition was decreased in aged donor hearts after liproxstatin-1 supplementation (Figure 3I). Finally, liproxstatin-1 significantly decreased the expression of PTGS2 in aged donor hearts (Figure 3, J and K), and electron microscopy showed that the ferroptosis-related mitochondrial changes in aged donor hearts were mitigated by the addition of liproxstatin-1 (Figure 3L). These results indicated that liproxstatin-1 inhibited ferroptosis in aged donor hearts, which significantly improved cardiac function after transplantation. Consistently, we added another ferroptosis inhibitor (ferrostatin-1, 10 μM) to the cardioplegic solution and found that postoperative cardiac function was significantly improved in aged donor hearts as well (Supplemental Figure 7).

In conclusion, these data suggest that ferroptosis was the major form of cell death in aged donor hearts after transplantation caused by the attenuation of hypothermic cardioprotection during cold storage.

### Decreased Cirbp expression underlies the attenuated hypothermic cardioprotection of aged donor hearts during cold storage in transplantation.

Previous studies have shown that cold shock proteins play a critical role in cellular protection under low temperature conditions (16). Because hypothermic cardioprotection was impaired in aged donor hearts, we hypothesized that this effect could be attributed to aging-induced suppression of a certain cold shock protein. Thus, we analyzed the expression levels of cold shock proteins by RNA-Seq. 

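The table lists a gene for each of the 4 major cold shock proteins, with coordinates on a genome build that the paper's text does not name. Cirbp (ENSRNOG00000015999), which encodes cold-inducible RNA-binding protein, is placed on chromosome 7 from 12401207 to 12405022 on the minus strand. Rbm3 (ENSRNOG00000005387) is placed on chromosome X from 15098904 to 15102340, Rtn3 (ENSRNOG00000021202) on chromosome 1 from 222677365 to 222734241, and Srsf5 (ENSRNOG00000005513) on chromosome 6 from 104611026 to 104615302. Each had at least 459 reads in every heart, the lowest being Cirbp in young animal 15. Cirbp was read 933, 819 and 459 times in young animals 3, 13 and 15, and 501, 493 and 579 times in aged animals 3, 4 and 7. In aged animal 3, the deposited FPKM of Cirbp, 15.1, corresponds to 523 reads in place of 501. It was the only cell of 133500 in the table where FPKM and count differed. The reads of that library sum to 340 fewer than its FPKM values imply, and in the other 5 libraries the sums were equal.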

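Scaled by TMM, Cirbp was at 42.5 ± 20.5 CPM (SD, n = 3) in young donor hearts and at 19.1 ± 2.89 (SD, n = 3) in aged donor hearts. Its log2 fold change was -1.15 (standard error 0.416). The unadjusted p from edgeR was 0.0304. The adjusted p was 0.117 with Benjamini-Hochberg adjustment in edgeR over all genes tested, and 0.0608 over the 4 cold shock genes alone. Young animals 3 and 13 were at 56.4 and 52.1 CPM, but young animal 15, at 19.0, lay between aged animals 4 and 7, at 18.7 and 22.2 (exact permutation test, two-sided, p = 0.2). Rbm3 changed the other way, from 118 ± 33.0 to 256 ± 64.5 CPM (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.302). Its unadjusted p from edgeR was 0.00888 and its Benjamini-Hochberg adjusted p 0.0919 over all genes and 0.0355 over the 4. Every aged donor heart was above every young donor heart for Rbm3 (exact permutation test, two-sided, p = 0.1). Rtn3 differed by less than the spread between hearts, with a log2 fold change of -0.031 (standard error 0.181). It ran from -0.11 to 0.039 across the 6 fits that each left out 1 heart, so its sign is not determined. Srsf5 had a log2 fold change of -0.43 (standard error 0.283, exact permutation test, two-sided, p = 0.3), which was 0.078 when libraries were scaled by their totals alone, a setting chosen after the data were seen that moved the median of all genes to 0.46.

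**Figure D1:**
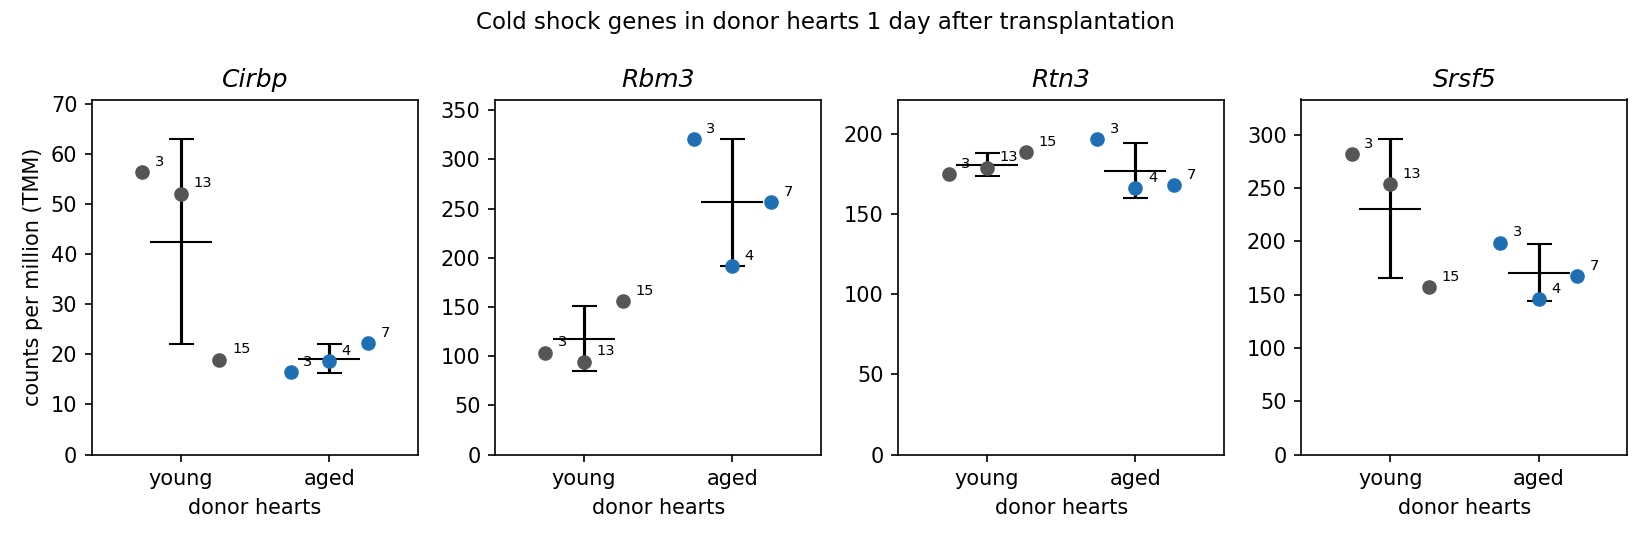
TMM-scaled CPM of Cirbp, Rbm3, Rtn3 and Srsf5 in 3 young and 3 aged donor hearts, each point labelled with its animal number and bars giving mean ± SD. For Cirbp, young animal 15 sits at 19.0 among the aged donor hearts, while for Rbm3 the groups do not overlap.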

Among the major cold shock proteins, including CIRBP, RNA-binding motif protein 3 (RBM3), reticulon 3 (RTN3), and serine and arginine rich splicing factor 5 (SRSF5), only the expression of *Cirbp* was significantly downregulated in aged donor hearts compared with young donor hearts (Figure 4A). Western blot analysis further verified that postoperative CIRBP expression was significantly lower in aged donor hearts than in young donor hearts (Figure 4B). Therefore, we selected CIRBP as the target gene in subsequent studies.

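Across the 6 fits that each left out 1 heart, the log2 fold change of Cirbp stayed negative, from -1.47 without young animal 15 to -0.89 without young animal 3. The unadjusted p from edgeR was under 0.05 in 1 of these 6 fits, that without young animal 15. With all 6 hearts, the unadjusted p for Cirbp was 0.0147 from DESeq2's Wald test and 2.2e-04 from limma-voom with quality weights. Those weights let hearts count unequally, and the log2 fold change there, -1.42, was near that without young animal 15. The limma-voom p may therefore repeat that fit in part. In edgeR with all hearts the unadjusted p was 0.0301 with DESeq2's size factors, and 0.0261 and 0.0296 with the other filters on low counts. Counting all 340 reads missing from aged animal 3's library on Cirbp gave a log2 fold change of -0.89 (unadjusted p from edgeR 0.0753). The FPKM would then be 24.3. The deposited FPKM, 15.1, matches neither that count nor the deposited one, so it does not decide between them. With the count that the deposited FPKM implies, the log2 fold change of Cirbp was -1.13. With the mean of the cardiomyocyte marker genes in each heart as a covariate, the log2 fold change was -0.47 (standard error 0.631) for Cirbp and 0.53 for Rbm3. The 2 changed counts of Cirbp and the covariate, 3 settings in all, were chosen after the data were seen.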

It has been reported that CIRBP translocates from the nucleus to the cytoplasm in response to cold stress and subsequently exerts its biological effects (11, 17). Thus, we analyzed cardiac CIRBP expression at baseline (before transplantation) and its response to cold stress in young and aged donor hearts during transplantation. At baseline, real-time quantitative PCR (qPCR) revealed that cardiac *Cirbp* mRNA levels were significantly lower in aged donor hearts than in young donor hearts (Figure 4C). Furthermore, Western blotting and immunofluorescence staining revealed that the nuclear abundance of CIRBP was significantly lower in aged donor hearts at baseline than in young donor hearts (Figure 4, D and E). Notably, we found that aged human donor hearts also had significantly decreased nuclear abundance of CIRBP at baseline compared with young human donor hearts (Supplemental Figure 8, A and B and Supplemental Table 1). Next, we evaluated the abundance of nuclear and cytoplasmic CIRBP in young and aged donor hearts after transplantation. We found that both nuclear and cytoplasmic CIRBP levels were significantly lower in aged donor hearts than in young donor hearts after transplantation (Figure 4, F and G). Immunofluorescence staining also revealed that more CIRBP had translocated from the nucleus to the cytoplasm in young donor hearts than in aged donor hearts after transplantation (Figure 4H).

Specificity protein 1 (SP1) is a transcription factor that regulates the transcription of the *Cirbp* gene in the nucleus (18), and a study showed that cellular SP1 expression decreases with age (19). Therefore, we hypothesized that the decrease in *Cirbp* expression in aged donor hearts was due to the decrease in SP1 expression. To investigate this hypothesis, we measured cardiac SP1 expression at baseline in young and aged donor hearts by Western blotting and immunofluorescence staining and found significantly lower nuclear levels of SP1 in aged donor hearts than in young donor hearts (Figure 4, I and J). Furthermore, the nuclear abundance of SP1 was also lower in aged human donor hearts than in young human donor hearts (Supplemental Figure 8, C and D). Next, we performed a chromatin immunoprecipitation (ChIP) assay to evaluate the binding of SP1 to the *Cirbp* promoter region in aged donor hearts. The ChIP-Seq results showed considerable enrichment of SP1 at its binding site within the promoter region in the 5′-UTR of *Cirbp* (Figure 4K), and ChIP-qPCR showed that aging caused a significant decrease in SP1 binding to the *Cirbp* promoter region (Figure 4L). In addition, we used adeno-associated virus serotype 9 (AAV9) to induce overexpression of myocardial *Sp1* in aged rats (AAV9-*Sp1*) (Supplemental Figure 9A). Western blot analysis revealed that CIRBP expression was significantly increased in aged donor hearts harvested from rats treated with AAV9-*Sp1* compared with those harvested from vector-treated rats (AAV9-null) (Supplemental Figure 9B), indicating that the decrease in SP1 expression was responsible for CIRBP suppression in aged donor hearts. Moreover, *Sp1*-overexpressing aged donor hearts exhibited less myocardial ferroptosis and improved cardiac function after transplantation, suggesting that the SP1/CIRBP axis could mediate hypothermic cardioprotection during cold storage (Supplemental Figure 9, C–L).

Notably, we further evaluated the dynamic changes in the expression of SP1 and CIRBP in donor hearts from older rats, and the results showed that donor hearts from rats older than 1 year also had decreased SP1 and CIRBP levels (Supplemental Figure 10), indicating that *Cirbp* suppression progressed in the donor heart with increasing age.

Collectively, these results showed that aging-induced decreases in SP1 expression reduced its binding to the *Cirbp* promoter, leading to decreased *Cirbp* expression at baseline as well as decreased CIRBP translocation from the nucleus to the cytoplasm during cold storage in heart transplantation.

### The hypothermic cardioprotection of young Cirbp-KO donor hearts is attenuated during cold storage in transplantation.

To further explore the role of CIRBP in hypothermic cardioprotection during cold storage, we generated *Cirbp*-KO rats and confirmed the KO of *Cirbp* (Supplemental Figure 11, A and B). At baseline, *Cirbp*-KO rats exhibited no developmental defects or inherent physiological abnormalities. Histological and echocardiographic analyses revealed no pathological changes or abnormalities in cardiac function in the *Cirbp*-KO rats (Supplemental Figure 11, C and D). Young donor hearts were subsequently harvested from WT (10-week-old) and *Cirbp*-KO (10-week-old) rats and transplanted into WT (10-week-old) rats after 6 hours of cold storage (Figure 5A). Western blot analysis revealed that CIRBP was not expressed in young *Cirbp*-KO donor hearts (Figure 5B). Compared with young WT donor hearts, young *Cirbp*-KO donor hearts took a longer time to regain sinus rhythm and had decreased beating scores after transplantation (Figure 5C), indicating that young *Cirbp*-KO donor hearts had a prolonged recovery time after transplantation. On day 1 after transplantation, echocardiography and cardiac catheterization showed that young *Cirbp*-KO donor hearts had significantly decreased EF, FS, max dp/dt, min dp/dt, and CI and significantly increased LVEDP compared with young WT donor hearts (Figure 5, D and E). Consistently, 7 days after transplantation, young *Cirbp*-KO donor hearts also exhibited significantly decreased cardiac function compared with young WT donor hearts (Supplemental Figure 12). These results suggested that young *Cirbp*-KO donor hearts exhibited more severe impairment of cardiac function after transplantation. Furthermore, compared with those in the control group, the recipient rats that were transplanted with young *Cirbp*-KO donor hearts showed significantly increased levels of serum cardiac enzymes (Figure 5F). In addition, immunofluorescence staining with MPO showed that young *Cirbp*-KO donor hearts had greater infiltration of neutrophils than did young WT donor hearts (Figure 5G). Moreover, H&E and PTAH staining revealed more myocardial contraction band necrosis in young *Cirbp*-KO donor hearts than in young WT donor hearts (Figure 5H). These results indicated the occurrence of profound myocardial injury and a severe inflammatory response in young *Cirbp*-KO donor hearts after transplantation.

Notably, after transplantation, arachidonic acid metabolite levels were significantly increased in young *Cirbp*-KO donor hearts compared with young WT donor hearts (Figure 5I). Moreover, MDA, 4-HNE and iron levels were significantly increased in young *Cirbp*-KO donor hearts (Figure 5J). In addition, Prussian blue staining revealed that iron deposition was increased in young *Cirbp*-KO donor hearts compared with WT donor hearts (Figure 5K). Furthermore, Western blot analysis and immunofluorescence staining revealed that myocardial expression of PTGS2 was significantly increased in young *Cirbp*-KO donor hearts compared with young WT donor hearts (Figure 5, L and M). Finally, electron microscopy revealed that mitochondrial shrinkage and crista loss were greater in young *Cirbp*-KO donor hearts than in young WT donor hearts (Figure 5N). These results indicated that ferroptosis was triggered in young *Cirbp*-KO donor hearts after transplantation.

Additionally, we used AAV9-*Sp1* to overexpress myocardial *Sp1* in aged *Cirbp*-KO donor hearts, but overexpression of *Sp1* failed to improve their cardiac functions after transplantation in the condition of *Cirbp* KO, suggesting that CIRBP is an essential downstream effector of SP1 in hypothermic cardioprotection (Supplemental Figure 13).

Taken together, these results suggested that hypothermic cardioprotection was attenuated in the young *Cirbp*-KO donor hearts, resulting in aggravated ferroptosis after transplantation.

### Cirbp KO exacerbates ferroptosis in cardiomyocytes after cold ischemia.

To further examine the effect of CIRBP on ferroptosis susceptibility in cardiomyocytes during heart transplantation, we established an in vitro model of cold ischemia to simulate cold storage in heart transplantation and evaluated ferroptosis-related markers during this process (Figure 6A).

Cardiomyocytes were isolated from WT or *Cirbp*-KO neonatal rats and subjected to cold ischemia. Mito-BODIPY staining revealed significantly increased C11 oxidation in *Cirbp*-KO cardiomyocytes compared with WT cardiomyocytes. Moreover, the levels of 4-HNE and MDA were significantly increased in *Cirbp*-KO cardiomyocytes compared with WT cardiomyocytes. These results suggested that cellular lipid peroxidation was increased in *Cirbp*-KO cardiomyocytes after cold ischemia (Figure 6, B–D). Western blot analysis revealed that the expression of ferroptosis-related molecular markers, including acyl-CoA synthetase long chain family member 4 (ACSL4) and PTGS2, was significantly increased in *Cirbp*-KO cardiomyocytes compared with WT cardiomyocytes (Figure 6E), indicating that ferroptosis was triggered in *Cirbp*-KO cardiomyocytes after cold ischemia. Finally, *Cirbp*-KO cardiomyocytes exhibited significantly decreased viability and increased cell death after cold ischemia compared with WT cardiomyocytes (Figure 6, F–H).

In addition, we isolated cardiac fibroblasts from WT or *Cirbp*-KO neonatal rats and evaluated their susceptibility to ferroptosis after cold ischemia. Ferroptosis-related marker expression and cell viability were comparable between the 2 groups, which suggested that the effect of CIRBP on ferroptosis susceptibility after cold ischemia was more specific to cardiomyocytes (Supplemental Figure 14).

Furthermore, we treated *Cirbp*-KO cardiomyocytes with a ferroptosis inhibitor (liproxstatin-1, 5 μM) during cold ischemia (Figure 6I), and the levels of C11 oxidation, 4HNE and MDA, as well as the expression of ferroptosis-related molecular markers were significantly lower in the treatment group than in the control group. These findings indicated that ferroptosis was alleviated in *Cirbp*-KO cardiomyocytes after liproxstatin-1 treatment (Figure 6, J–M). Importantly, compared with the control group, the treatment group exhibited significantly increased cell viability and decreased cell death, which demonstrated a causal relationship between ferroptosis and cellular injury after cold ischemia in *Cirbp*-KO cardiomyocytes (Figure 6, N–P).

Taken together, these in vitro results suggested that CIRBP played an important role in protecting cardiomyocytes from ferroptosis after cold ischemia.

### Cirbp overexpression enhances the hypothermic cardioprotection of aged donor hearts during cold storage in transplantation.

To demonstrate that reduced *Cirbp* expression is responsible for the attenuation of hypothermic cardioprotection in aged donor hearts during cold storage, we used AAV9 to induce overexpression of myocardial *Cirbp* in aged rats (1 year old). An AAV9 vector carrying the cTNT promoter to drive the expression of *Cirbp* and firefly luciferase (AAV9-*Luc*-*Cirbp*) was injected into aged rats, and an AAV9 vector carrying firefly luciferase (AAV9-*Luc*) was used as a control. After 4 weeks, bioluminescence imaging confirmed the successful transfection of AAV9 in the heart of aged rats. Then, the hearts were harvested and transplanted into young rats (10 weeks old) after 6 hours of cold storage (Figure 7, A and B). Compared with the controls, aged AAV9-*Luc*-*Cirbp* donor hearts took less time to return to sinus rhythm and had increased beating scores after transplantation (Figure 7C). Moreover, compared with the controls, aged AAV9-*Luc*-*Cirbp* donor hearts had increases in EF, FS, max dp/dt, min dp/dt, CI and a decrease in LVEDP on day 1 after transplantation (Figure 7, D and E). In addition, 7 days after transplantation, aged AAV9-*Luc*-*Cirbp* donor hearts also exhibited significantly improved cardiac function compared with that of the controls (Supplemental Figure 15). These results suggested that significant improvements in postoperative cardiac function were achieved by overexpressing *Cirbp* in aged donor hearts. In addition, the serum levels of cardiac enzymes were significantly lower in recipients transplanted with aged AAV9-*Luc*-*Cirbp* donor hearts than in those transplanted with aged AAV9-*Luc* donor hearts (Figure 7F). Furthermore, MPO, H&E, and PTAH staining revealed that neutrophil infiltration and myocardial contraction band necrosis were alleviated in aged AAV9-*Luc*-*Cirbp* donor hearts (Figure 7, G and H), indicating that overexpression of CIRBP in aged donor hearts could mitigate myocardial injury during transplantation.

Notably, *Cirbp* overexpression reduced MDA, 4-HNE, and iron levels in aged donor hearts after transplantation compared with the controls (Figure 7I). Prussian blue staining also showed that iron deposition was decreased in aged AAV9-*Luc*-*Cirbp* donor hearts compared with aged AAV9-*Luc* donor hearts (Figure 7J). Western blotting and immunofluorescence staining showed that PTGS2 expression was significantly lower in aged AAV9-*Luc*-*Cirbp* donor hearts than in the controls (Figure 7, K and L). Electron microscopy suggested that ferroptosis-related mitochondrial changes were mitigated in aged AAV9-*Luc*-*Cirbp* donor hearts compared with aged AAV9-*Luc* donor hearts (Figure 7M). These results indicated that ferroptosis was partially alleviated in aged donor hearts after *Cirbp* overexpression.

Taken together, these findings suggested that *Cirbp* overexpression could improve hypothermic cardioprotection and ameliorate ferroptosis in aged donor hearts after transplantation.

### CIRBP facilitates the translation of Dhodh mRNA to protect the donor heart against ferroptosis after transplantation.

To determine how hypothermic cardioprotection is impaired in young *Cirbp*-KO donor hearts during cold storage, we collected heart tissues from the WT and *Cirbp*-KO donor hearts after transplantation and analyzed their proteomes. The results revealed that a total of 378 proteins had significant differences between the 2 groups (fold change < 0.83 or > 1.20; *P* < 0.05) (Supplemental Table 2). PCA revealed the apparent separation of clusters in the *Cirbp*-KO and WT groups (Supplemental Figure 16). Ingenuity Pathway Analysis (IPA) revealed that the ferroptosis signaling pathway was significantly perturbed in young *Cirbp*-KO donor hearts (Figure 8A). On the basis of these results, we performed further analysis of differentially expressed proteins and identified 4 proteins involved in the ferroptosis signaling pathway. Although proteomics analysis revealed significant differences in the expression of these 4 proteins in the *Cirbp*-KO group compared with the WT group, Western blot analysis revealed a significant decrease in the expression of only DHODH (Figure 8, B and C). Additionally, we isolated cardiomyocytes from young and aged human donor hearts and subjected them to cold ischemia. Aged human cardiomyocytes also had significantly decreased levels of DHODH after cold ischemia compared with levels in young human donor hearts (Supplemental Figure 17).

A recent study reported that *Dhodh* depletion could lead to ferroptosis in the presence of low glutathione peroxidase 4 (GPX4) expression (20). Thus, we evaluated the expression of GPX4 in donor hearts during transplantation. Western blot analysis revealed that GPX4 expression was significantly lower in both young and aged donor hearts after transplantation than before transplantation (Supplemental Figure 18, A and B), although its expression after transplantation was comparable between the 2 groups (Supplemental Figure 18C). In addition, GPX4 stands for GPX4 expression was lower in cardiomyocytes after cold ischemia than before cold ischemia (Supplemental Figure 18D). These results suggested that transplantation disrupted GPX4 expression, which permitted DHODH to induce ferroptosis in aged donor hearts.

We used AAV9 to drive overexpression of *Dhodh* (AAV9-*Luc*-*Dhodh*) in young *Cirbp*-KO donor hearts and found that cardiac function and myocardial ferroptosis were partially rescued after transplantation compared with donor hearts treated with the vector (AAV9-*Luc*) (Supplemental Figure 19), indicating that DHODH was a major downstream effector of CIRBP that protected donor hearts from ferroptosis after transplantation.

Next, using real-time qPCR, we measured *Dhodh* mRNA expression in donor hearts after transplantation. Interestingly, we found no significant differences between the WT and *Cirbp*-KO groups (*P* = 0.90) (Figure 8D), indicating that CIRBP modulated *Dhodh* mRNA at the posttranscriptional level. Because CIRBP belongs to the RNA-binding protein family (21), and we identified 4 sequences that matched with the CIRBP-binding motif in the 3′-UTR region of *Dhodh* mRNA (Supplemental Table 3), we investigated whether CIRBP could bind *Dhodh* mRNA by performing an RNA immunoprecipitation (RIP) assay. Compared with expression in the negative control group, the enrichment of *Dhodh* mRNA expression was significantly greater in ribonucleoprotein complexes that immunoprecipitated with the anti-CIRBP antibody, demonstrating that CIRBP could specifically bind *Dhodh* mRNA in vivo (Figure 8E). The interaction between CIRBP and *Dhodh* mRNA was further validated by RNA-pulldown analysis with a biotin-conjugated probe and whole-tissue lysates, and the results revealed that a probe bearing 3′-UTR *Dhodh* mRNA fragments interacted with CIRBP (Figure 8F). We used qPCR to analyze translating mRNAs (ribosome-nascent chain complex–bound mRNA [RNC mRNAs]) in the donor hearts after transplantation. *Dhodh* mRNA levels were significantly lower in RNC mRNAs from the *Cirbp*-KO group than from the WT group (Figure 8G). These results indicated that CIRBP could bind *Dhodh* mRNA and facilitate its translation.

DHODH can reduce ubiquinone (CoQ) to ubiquinol (CoQH_2_), which suppresses mitochondrial lipid peroxidation and prevents subsequent ferroptosis (20). Thus, we measured the ratio of CoQH_2_ to CoQ in donor hearts after transplantation by ultra-high-performance liquid chromatography–multiple reaction monitoring–MS/MS (UHPLC-MRM-MS/MS) analysis. Compared with that in the WT donor hearts, the ratio in young *Cirbp*-KO donor hearts was significantly decreased (Figure 8H). Similarly, compared with WT cardiomyocytes, *Cirbp*-KO cardiomyocytes exhibited significantly decreased expression of DHODH and a significantly reduced ratio of CoQH_2_ to CoQ after cold ischemia (Figure 8, I and J). Similar results were found in aged donor hearts after transplantation compared with young donor hearts (Figure 8, K and L). Moreover, compared with the vector control group, the expression of DHODH and the ratio of CoQH_2_ to CoQ was significantly increased in *Cirbp*-overexpressing aged donor hearts after transplantation (Supplemental Figure 20).

In conclusion, these data suggested that CIRBP promotes the translation of *Dhodh* mRNA and increases the proportion of CoQH_2_ in the myocardium, which protects donor hearts from ferroptosis after transplantation.

### Cirbp agonist treatment improves the hypothermic cardioprotection of aged donor hearts during cold storage in transplantation.

On the basis of the finding that the decrease in *Cirbp* expression was responsible for the attenuation of hypothermic cardioprotection in aged donor hearts during cold storage, we added a *Cirbp* agonist (Zr17-2, 36 μg/100 mL) to the UW solution and evaluated its cardioprotective effects. Donor hearts were harvested from aged (1-year-old) rats, and arrest was induced with UW solution or a Zr17-2–supplemented UW solution. Then, the donor hearts were transplanted into young rats (10 weeks old) after 6 hours of cold storage (Figure 9A). Western blot analysis revealed that CIRBP expression was significantly increased in aged donor hearts after the addition of Zr17-2 (Figure 9B).

In aged donor hearts, the addition of Zr17-2 to the cardioplegic solution significantly shortened the time to restore sinus rhythm and improved the beating score after transplantation (Figure 9C). This agonist also significantly improved the postoperative cardiac function of aged donor hearts 1 day and 7 days after transplantation, as indicated by the significant increases in EF, FS, max dp/dt, min dp/dt, and CI and the decrease in LVEDP (Figure 9, D and E, and Supplemental Figure 21). Moreover, the addition of Zr17-2 to the cardioplegic solution significantly alleviated the changes in serum cardiac enzymes in the recipients that were transplanted with aged donor hearts (Figure 9F). Furthermore, MPO, H&E, and PTAH staining revealed that neutrophil infiltration and myocardial contraction band necrosis were alleviated after the addition of Zr17-2 (Figure 9, G and H), indicating that Zr17-2 mitigated myocardial injury in aged donor hearts after transplantation.

In addition, Zr17-2 significantly increased the expression of DHODH and the ratio of CoQH_2_ to CoQ in aged donor hearts after transplantation (Figure 9, I and J). As a result, the levels of MDA, 4-HNE, iron, and arachidonic acid metabolites were significantly decreased in aged donor hearts after transplantation (Figure 9, K and L). Prussian blue staining also showed that iron deposition was decreased in aged donor hearts after Zr17-2 supplementation (Figure 9M). Finally, Zr17-2 significantly decreased the expression of PTGS2 in aged donor hearts (Figure 9, N and O), and electron microscopy showed that ferroptosis-related mitochondrial changes in aged donor hearts were mitigated by the addition of Zr17-2 (Figure 9P). Notably, the Seahorse assay showed that Zr17-2 significantly increased mitochondrial function in aged donor hearts (Supplemental Figure 22). These results indicated that ferroptosis was alleviated in aged donor hearts after Zr17-2 supplementation.

Taken together, these results indicated that applying a cardioplegic solution supplemented with Zr17-2 could improve the cardioprotective effects of hypothermia on aged donor hearts during cold storage in transplantation.

## Discussion

Numerous studies have reported unsatisfactory outcomes in recipient patients who were transplanted with aged donor hearts (6, 8), but the mechanisms underlying these outcomes have remained unclear. Here, we identified a mechanism that links aging with compromised hypothermic cardioprotection and exacerbated ferroptosis in aged donor hearts after transplantation (Figure 10). At baseline, aging suppressed the expression of SP1 and inhibited its binding to the *Cirbp* promoter region, leading to decreased CIRBP expression in the aged myocardium. Under cold stress, CIRBP translocated from the nucleus to the cytoplasm in donor hearts during cold storage in transplantation. It could bind *Dhodh* mRNAs and facilitate their translation, which increased the reduction of CoQ to CoQH_2_ to prevent myocardial ferroptosis after transplantation. However, *Cirbp* expression was suppressed in aged donor hearts, and the abundance of translocated CIRBP was also decreased during cold storage, resulting in the attenuation of hypothermic cardioprotection; moreover, *Cirbp* overexpression in aged donor hearts could ameliorate this cardioprotection.

The aged heart undergoes a series of changes at the molecular level that leave it vulnerable to myocardial injury in cardiovascular diseases such as myocardial infarction and cardiomyopathy (22, 23). In our study, we found that the expression of SP1, which is a transcription factor that is upstream of *Cirbp*, was decreased in aged donor hearts, leading to the attenuation of hypothermic cardioprotection. Previous studies have shown that a decrease in SP1 in aged cells is associated with the age-related increases in ROS (19). Moreover, another study reported that SP1 downregulation during cellular senescence is due to an increase in the rate of SP1 protein degradation (24). These studies might explain the decreased levels of SP1 in aged donor hearts. Notably, the proteasome inhibitor ALLN can block SP1 degradation in aged cells (24). Thus, this inhibitor might also have the potential to improve the cardioprotective effect of hypothermia on aged donor hearts.

In our study, we found that decreasing the expression of SP1 suppressed CIRBP expression in aged donor hearts. Using *Cirbp*-KO and *Cirbp*-overexpressing donor hearts, we further demonstrated the pivotal role of CIRBP in hypothermic cardioprotection during cold storage in heart transplantation. A previous study showed that CIRBP could enhance CoQ biosynthesis to protect the heart from apoptosis during cardiopulmonary bypass (11), but our study showed that CIRBP protected the donor heart by reducing CoQ to CoQH_2_ during transplantation, indicating the multiple mechanisms by which CIRBP regulates CoQ. Interestingly, a recent study reported that CIRBP promotes ferroptosis during renal ischemia-reperfusion injury, but our study showed that CIRBP inhibited ferroptosis during heart transplantation, suggesting that CIRBP might play distinct roles in the regulation of ferroptosis under different pathophysiological conditions. Importantly, we found that the CIRBP agonist Zr17-2 could enhance CIRBP expression in aged donor hearts, thereby increasing the reduction of CoQ to protect cardiomyocytes against ferroptosis. Therefore, Zr17-2 supplementation might be a promising strategy to protect aged donor hearts during transplantation.

Ferroptosis has become a popular research topic in the field of cardiovascular diseases, but its role in heart transplantation has not been fully elucidated. The DHODH and GPX4 systems are 2 major ferroptosis defense systems; deficiencies in either system can cause a cell to become dependent on the other, and disabling both systems can trigger ferroptosis induced by mitochondrial lipid peroxidation (20). In our study, in both young and aged donor hearts, we found that GPX4-mediated ferroptosis defense was compromised during transplantation. Importantly, we found that DHODH expression was decreased in aged donor hearts because of aging-induced CIRBP suppression. Therefore, ferroptosis exacerbation was evident in aged donor hearts after transplantation. Notably, we found that the ferroptosis inhibitors liproxstatin-1 and ferrostatin-1 could attenuate myocardial injury in aged donor hearts during transplantation, suggesting that these inhibitors could also be a therapeutic tool in the future.

This study has several limitations. First, it was based on a heterotopic heart transplantation model because orthotopic heart transplantation is still hardly performed on rats due to limitations in surgical technology. Although echocardiography and cardiac catheterization were used to evaluate cardiac functions of heterotopic transplanted hearts, we were unable to evaluate their functions in a normal loading state because blood flow from the pulmonary vein to the left atrium in the heterotopic transplanted heart is absent, resulting in its unloading state. Second, the human myocardial specimens used in this study were harvested from nontransplanted human donor hearts because postoperative samples are difficult to acquire due to ethical concerns. Third, the aged donor hearts used in this study were harvested from 1-year-old rats. One-year-old rats physiologically correspond to the 30- to 40-year-old human age range, which is consistent with the previously reported age limit for decreased donor heart performance (25). Although we found that *Cirbp* suppression was progressive in older donor hearts, further exploration is needed to determine whether the attenuation of hypothermic cardioprotection will persist as age increases. Finally, we used syngeneic rats to establish a heart transplantation model; therefore, transplant rejection was not significant, and we did not use immunosuppressants. Whether transplant rejection is related to severe myocardial injury in aged donor hearts and whether the effectiveness of immunosuppression is compromised in aged donor hearts are important questions that require further research.

Our findings have strong clinical implications. According to a report from the Organ Procurement Transplant Network (2), approximately 4,000 new candidates are added to the heart transplant waiting list every year in the United States, and the number of candidates awaiting a heart transplant has increased tremendously in the past 10 years. Therefore, we must increase the donor age to meet the growing demand for heart transplantations. Although normothermic preservation has been used in heart transplantation, traditional cold storage continues to be a prevalent method for this surgery, especially in developing countries, due to its accessibility and cost effectiveness (26). Our findings can improve hypothermic cardioprotection in aged donor hearts and broaden the indications for the use of aged donor hearts for transplantation. Moreover, hypothermia is also used in other clinical scenarios, including the protection of donor livers and donor kidneys during organ transplantation. For patients who undergo transplantation with these organs from aged donors, the protective effects of hypothermia might also be compromised. Therefore, our findings could be extended to these contexts and improve the hypothermic protection of other organs from aged donors.

## Methods

Detailed methods are available in the Supplemental Methods.

### Sex as a biological variable.

The animal study exclusively examined male rat to reduce the confounding influence of sex hormones. It is unknown whether the findings are similar for female rat.

### Study design.

The purpose of this study was to explore the mechanism of the attenuation of hypothermic cardioprotection in aged donor hearts during cold storage in heart transplantation and to investigate its translational value. Using a rat model of heart transplantation, we performed RNA-Seq to attempt to identify the most relevant protein to explain the attenuation of hypothermic cardioprotection in aged donor hearts. Moreover, changes in expression of the identified protein were verified in aged human donor hearts. Furthermore, we used genetically modified rats to validate the central role of the identified protein and its downstream effectors. In the animal study, the grouping criteria were based on the age and genotype of the donor rats. The sample size was determined on the basis of previous reports and our past experience using this animal model. The detailed experimental design is shown in the flowchart (Supplemental Figure 23).

### Statistics.

Statistical analysis was performed using SPSS 22.0 software (SPSS Inc.). The normality of the distributions was evaluated with the Shapiro-Wilk test. For 2-group comparisons, Student’s *t* test was used for normally distributed data, and the Mann-Whitney *U* test was used for non-normally distributed data. To evaluate the differences among 3 or more groups, 1-way ANOVA followed by a Tukey-Kramer multiple-comparison test was used. All *P* values are 2 sided, and *P* values of less than 0.05 were considered to indicate statistical significance. The data are expressed as the mean ± standard deviation.

### Study approval.

Informed consent was obtained from the families of all the donors. The human studies conformed to the principles outlined in the Declaration of Helsinki and were approved by the Shanghai Children’s Medical Center Research Ethics Committee (SCMCIRB-K2022119-1). All experiments involving animals were conducted in accordance with the *Guide for the Use and Care of Laboratory Animals* (National Academies Press, 2011), and all animal protocols were approved by the Shanghai Children’s Medical Center Animal Care and Use Committee (SCMC-LAWEC-2020-010).

### Data availability.

The RNA-Seq and ChIP-Seq data are available from the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE227005). The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the iProX partner repository with the data set identifier PXD044088. All data supporting the graphs and tables are provided in the Supporting Data Values file. The other data and study materials are available to researchers for the purposes of reproducing the results or replicating the procedure upon request to the corresponding authors.

## Author contributions

YZ, HZ, and Y Liu conceived and designed the study. YZ and CJ performed the animal study and analyzed the data. JH performed sequencing experiments, bioinformatics analyses, and statistical analyses. CH and XH collected the human samples. XZ and YS were responsible for visualization. LW, Y Li, and BF provided technical advice and performed the rat histopathology. YY and JL provided consultation and material support. YZ and CJ drafted the manuscript. Y Liu and HZ are the principal investigators, obtained funding, and assisted with the drafting of the manuscript. All the authors reviewed, contributed to, and approved the final manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
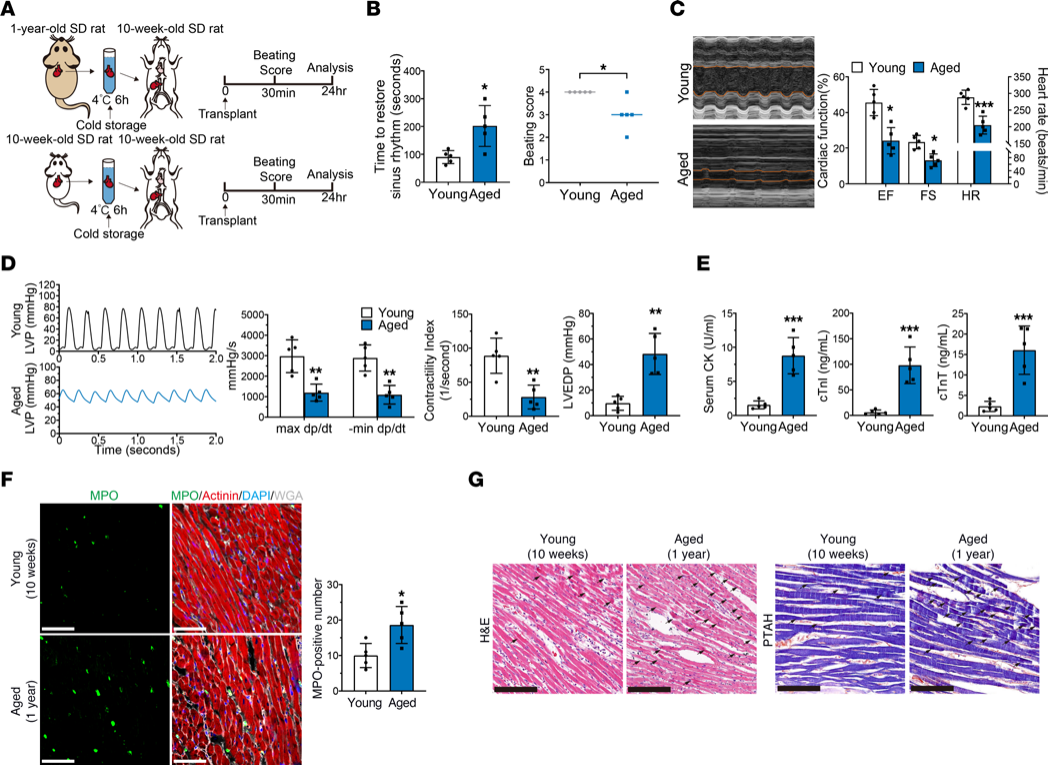
Hypothermic cardioprotection is attenuated in aged donor hearts during cold storage in transplantation. (**A**) Experimental design. Young and aged donor hearts were harvested and transplanted into young rats (*n* = 5 in each group). Hypothermia was used to protect donor hearts during cold storage. SD, Sprague-Dawley. (**B**) Assessment of cardiac resuscitation after transplantation. (**C**) Cardiac function of donor hearts measured by echocardiography after transplantation. (**D**) Representative left ventricular pressure (LVP) traces and cardiac function parameters of donor hearts determined via cardiac catheterization after transplantation. (**E**) Serum cardiac enzyme levels in recipients after transplantation. (**F**) MPO staining of donor hearts after transplantation. Scale bars: 50 μm. WGA, wheat germ agglutinin. (**G**) H&E and PTAH staining of donor hearts after transplantation. Arrows indicate myocardial contraction band necrosis. Scale bars: 100 μm (H&E); 50 μm (PTAH). Quantitative data are shown as the mean ± standard deviation with individual values presented as a dot plot. Statistical significance of the beating score was determined with the Mann-Whitney *U* test. Statistical significance of the other parameters was determined with the Student’s *t* test (*P < 0.05, **P < 0.01, and ***P < 0.001).

**Figure 2:**
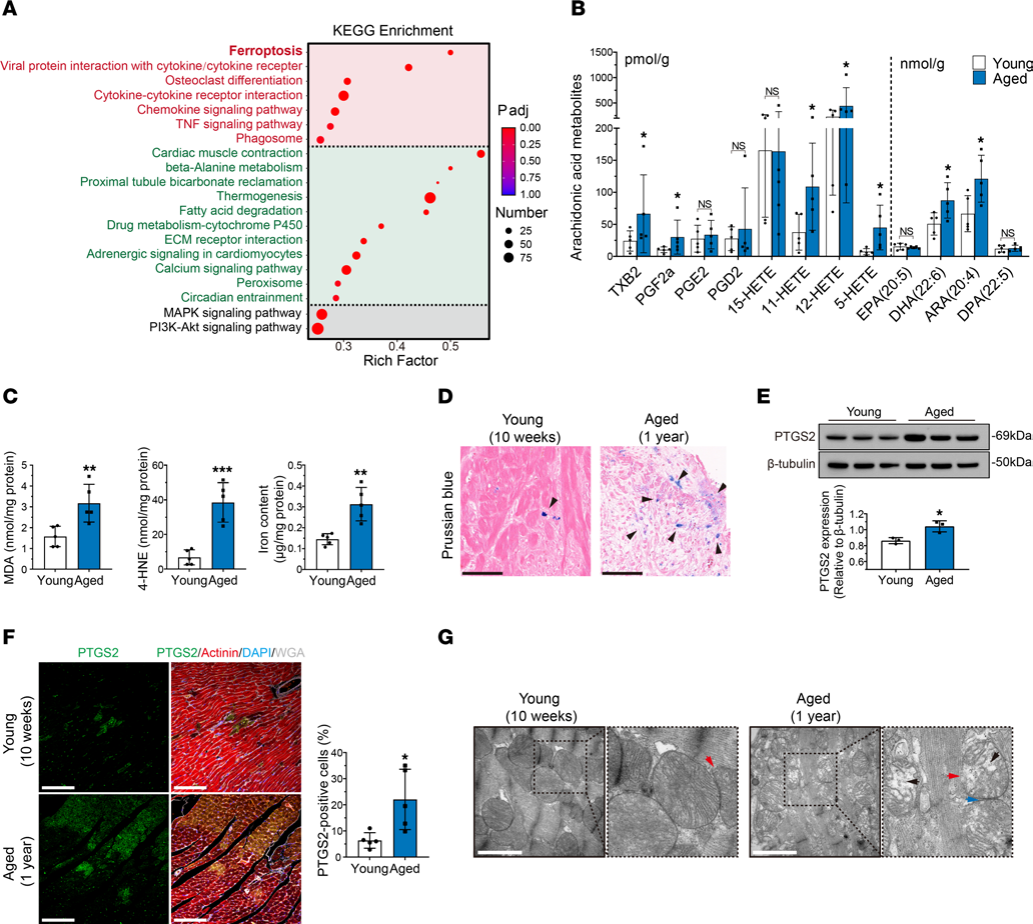
Ferroptosis is exacerbated in aged donor hearts after transplantation. (**A**) KEGG pathway enrichment analysis of upregulated (red) and downregulated (green) genes between the 2 groups. The young donor hearts were the denominators for comparison. The rich factor indicates the ratio of differentially expressed gene numbers annotated in this pathway term to all gene numbers annotated in this pathway term. *P* adj, adjusted *P* value. (**B**) Levels of arachidonic acid metabolites in donor hearts after transplantation. (**C**) Peroxidation parameters and iron overload in donor hearts after transplantation. (**D**) Prussian blue staining of donor hearts after transplantation. Arrowheads indicate iron deposition in myocardium. Scale bars: 50 μm. (**E**) Western blotting and quantification of PTGS2 in donor hearts after transplantation. (**F**) Immunofluorescence staining for PTGS2 in donor hearts after transplantation. Scale bars: 100 μm. (**G**) Transmission electron microscopy (TEM) images of donor hearts after transplantation. Arrowheads indicate mitochondrial shrinkage (blue), crista loss (black), and membrane rupture (red). Scale bars: 1 μm. Original magnification (enlarged insets), ×100,000. Quantitative data are shown as the mean ± standard deviation, with individual values presented as a dot plot. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-sided Student’s *t* test.

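The rich factor was computed as the share past the limits of all genes that the deposited table assigns to a pathway, tested or not. For the 38 genes of ferroptosis it was 0.316 for the higher genes, 0.211 for the lower genes and 0.526 for both together. Enrichment was tested for the 340 pathways with at least 10 tested genes, on their tested genes. By p-value, ferroptosis ranked 26 of 340 among the higher genes, with Ftl1 and LOC100360087 counted as separate genes. The pathway with the smallest p-value among the higher genes was cytokine-cytokine receptor interaction, where 62 of 170 genes were higher (Fisher's exact test, Benjamini-Hochberg adjusted p = 1.77e-09), and ribosome biogenesis in eukaryotes followed with 30 of 71. Among the lower genes, oxidative phosphorylation had the smallest p-value, with 78 of 105 genes lower (Fisher's exact test, Benjamini-Hochberg adjusted p = 6.33e-33). In all, 27 pathways were over-represented among the higher genes and 47 among the lower genes at an adjusted p-value under 0.05. From its enrichment of differentially expressed genes in KEGG pathways, the paper concludes that ferroptosis signaling was perturbed in aged donor hearts.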

**Figure 3:**
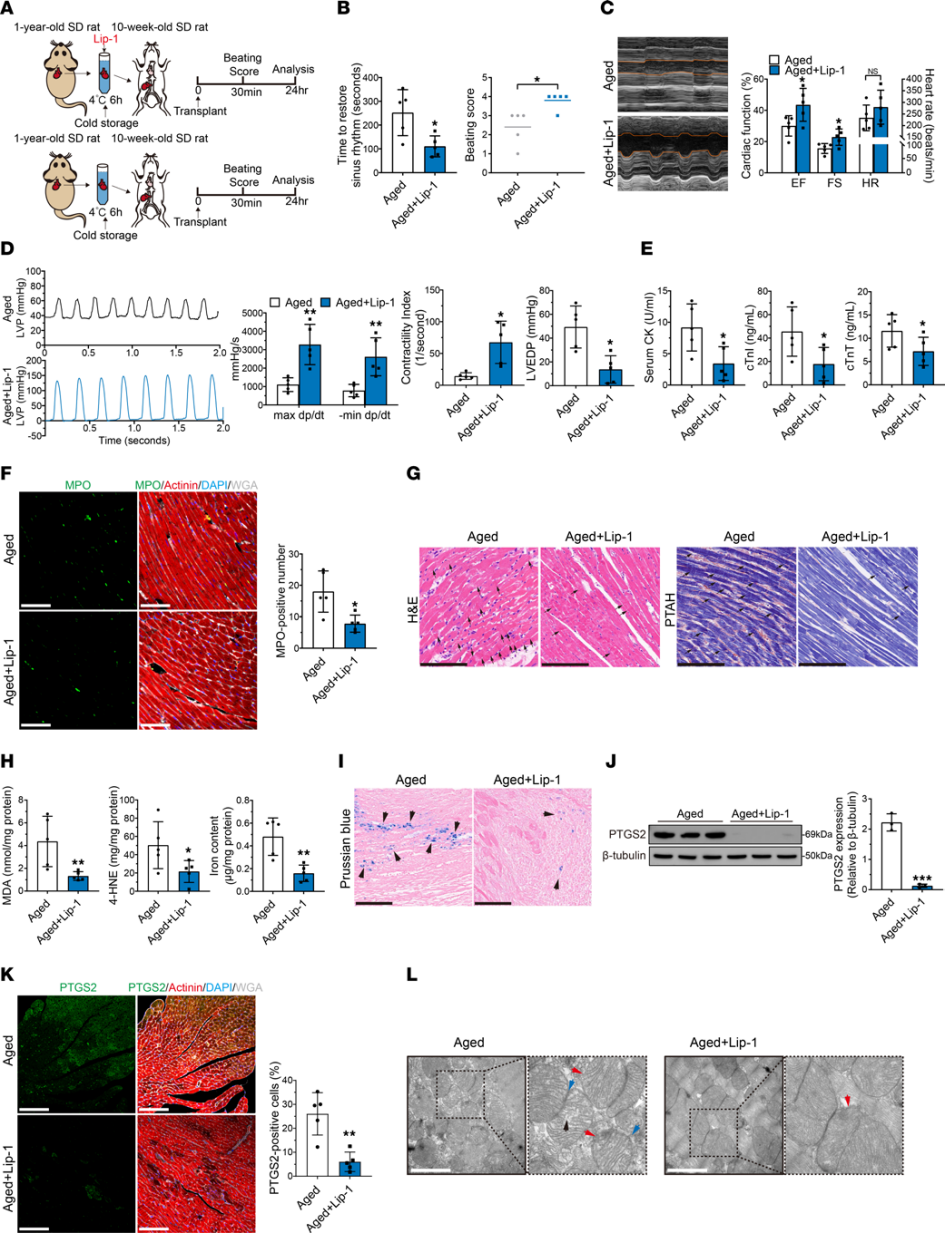
Cardioplegic solution supplemented with liproxstatin-1 could improve cardioprotection of aged donor heart during cold storage in transplantation. (**A**) Experimental design. Aged donor hearts were harvested and transplanted into young rats. UW solution was used to induce cardiac arrest in the control rats, and UW solution supplemented with liproxstatin-1 (Lip-1) was used in the experimental group (*n* = 5 in each group). Hypothermia was used to protect the donor heart during cold storage. (**B**) Assessment of cardiac resuscitation after transplantation. (**C**) Cardiac function of donor hearts measured by echocardiography after transplantation. (**D**) Representative LVP traces and cardiac function parameters of donor hearts determined via cardiac catheterization after transplantation. (**E**) Serum cardiac enzymes in recipients after transplantation. (**F**) MPO staining of donor hearts after transplantation. Scale bars: 50 μm. (**G**) H&E and PTAH staining of donor hearts after transplantation. Arrows indicate myocardial contraction band necrosis. Scale bars: 100 μm (H&E); 50 μm (PTAH). (**H**) Peroxidation parameters and iron overload in donor hearts after transplantation. (**I**) Prussian blue staining of donor hearts after transplantation. Arrowheads indicate iron deposition in myocardium. Scale bars: 50 μm. (**J**) Western blotting and quantification of PTGS2 in donor hearts after transplantation. (**K**) Immunofluorescence staining of PTGS2 in donor hearts after transplantation. Scale bars: 100 μm. (**L**) TEM images of donor hearts after transplantation. Arrowheads indicate mitochondrial shrinkage (blue), crista loss (black), and membrane rupture (red). Scale bars: 1 μm. Original magnification (enlarged insets), ×100,000. Quantitative data are shown as the mean ± standard deviation, with individual values presented as a dot plot. Statistical significance of the beating score was determined with the Mann-Whitney *U* test. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-sided Student’s *t* test.

**Figure 4:**
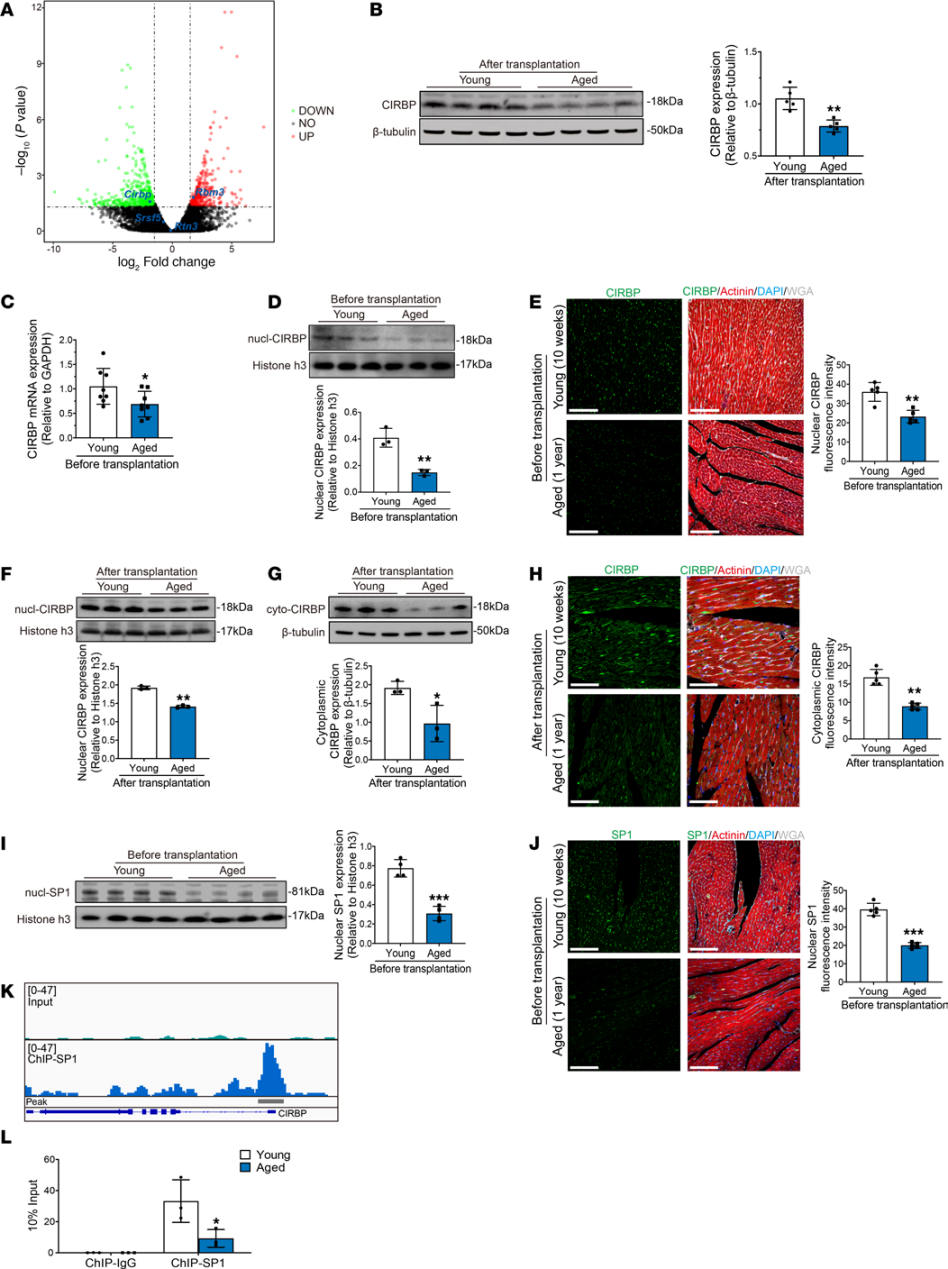
Decreased expression of SP1 suppresses CIRBP expression in aged donor heart. (**A**) Volcano plots showing the differentially expressed genes between young and aged donor hearts after transplantation. Green dots represent genes whose expression was significantly decreased (DOWN) in aged donor hearts. Red dots represent genes whose expression was significantly increased (UP) in aged donor hearts. Gray dots represent genes whose expression did not reach statistical significance (NO). (**B**) Western blotting and quantification of CIRBP in young and aged donor hearts after transplantation. (**C**) Real-time qPCR analysis of *Cirbp* mRNA expression in young and aged donor hearts before transplantation. (**D**) Western blotting and quantification of nuclear CIRBP in young and aged donor hearts before transplantation. (**E**) Immunofluorescence staining for CIRBP in young and aged donor hearts before transplantation and fluorescence intensity of nuclear CIRBP. Scale bars: 100 μm. (**F**) Western blotting and quantitation of nuclear CIRBP in young and aged donor hearts after transplantation. (**G**) Western blotting and quantitation of cytoplasmic CIRBP in young and aged donor hearts after transplantation. (**H**) Immunofluorescence staining for CIRBP in young and aged donor hearts after transplantation and fluorescence intensity of CIRBP. Scale bars: 50 μm. (**I**) Western blotting and quantitation of nuclear SP1 in young and aged donor hearts before transplantation. (**J**) Immunofluorescence staining for SP1 in young and aged donor hearts before transplantation and fluorescence intensity of SP1. Scale bars: 100 μm. (**K**) Integrative Genomics Viewer (IGV) screenshot of SP1 ChIP-Seq data for the *Cirbp* gene. (**L**) The degree to which SP1 binds the *Cirbp* promoter region was determined by ChIP-qPCR (*n* = 3 in each group). Quantitative data are shown as the mean ± standard deviation, with individual values presented as a dot plot. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-sided Student’s *t* test.

**Figure 5:**
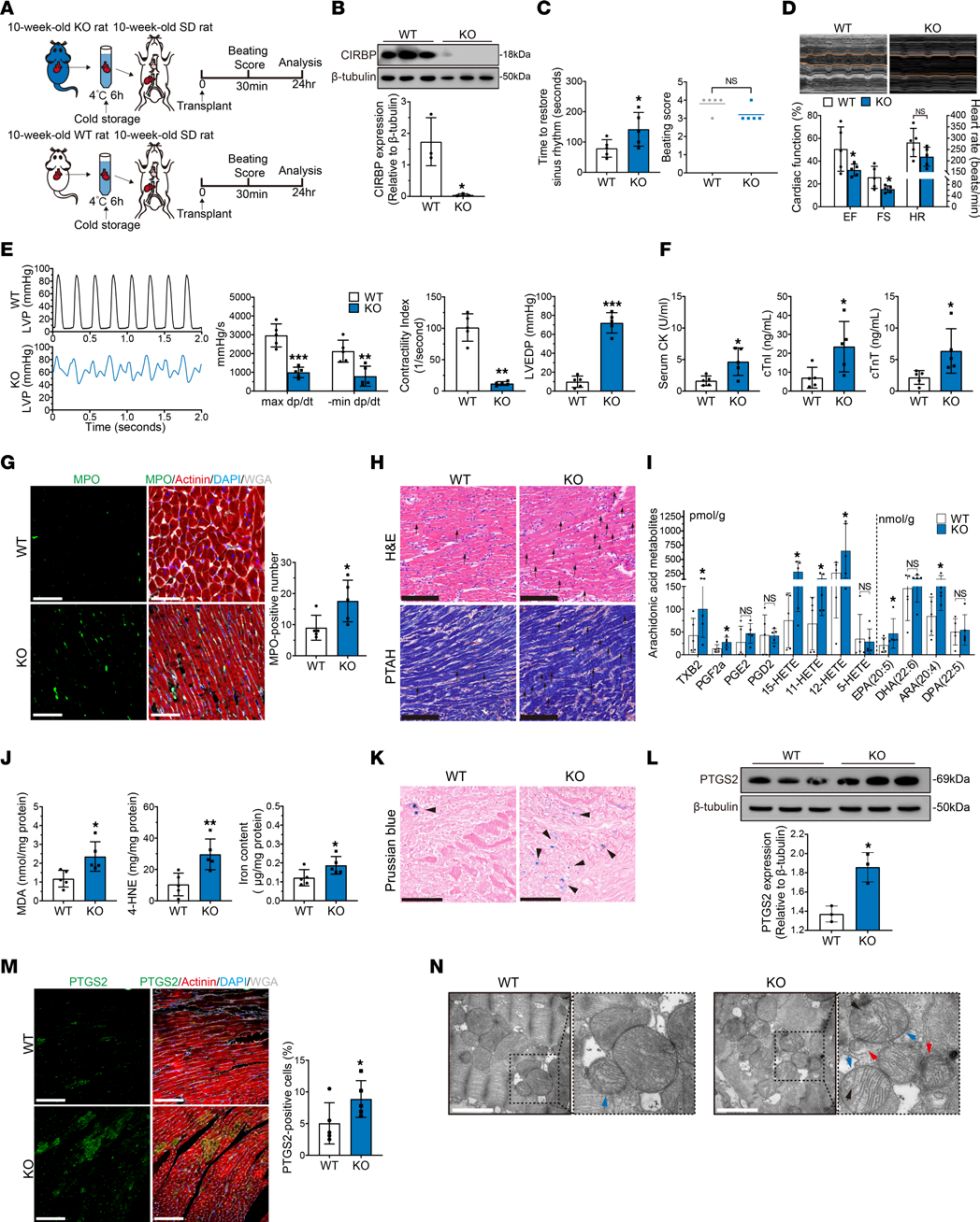
*Cirbp* deficiency impairs hypothermic cardioprotection in young donor hearts during cold storage in transplantation. (**A**) Experimental design. Young donor hearts were harvested from WT or *Cirbp*-KO rats and transplanted into young WT rats (*n* = 5 in each group). Hypothermia was used to protect donor hearts during cold storage. (**B**) Western blotting and quantification of CIRBP in donor hearts after transplantation. (**C**) Assessment of cardiac resuscitation after transplantation. (**D**) Cardiac function of donor hearts measured by echocardiography after transplantation. (**E**) Representative LVP traces and cardiac function parameters of donor hearts determined via cardiac catheterization after transplantation. (**F**) Serum cardiac enzymes in recipients after transplantation. (**G**) MPO staining of donor hearts after transplantation. Scale bars: 50 μm. (**H**) H&E and PTAH staining of donor hearts after transplantation. Arrows indicate myocardial contraction band necrosis. Scale bars: 100 μm (H&E); 50 μm (PTAH). (**I**) Levels of arachidonic acid metabolites in donor hearts after transplantation. (**J**) Peroxidation parameters and iron overload in donor hearts after transplantation. (**K**) Prussian blue staining of donor hearts after transplantation. Arrowheads indicate iron deposition in myocardium. Scale bars: 50 μm. (**L**) Western blotting and quantification of PTGS2 in donor hearts after transplantation. (**M**) Immunofluorescence staining of PTGS2 in donor hearts after transplantation. Scale bars: 100 μm. (**N**) TEM images of donor hearts after transplantation. Arrowheads indicate mitochondrial shrinkage (blue), crista loss (black), and membrane rupture (red). Scale bars: 1 μm. Data shown are the mean ± standard deviation, with individual values presented as a dot plot. Statistical significance of the beating score was determined with the Mann-Whitney *U* test. Statistical significance of the other parameters was determined by Student’s *t* test (*P < 0.05, **P < 0.01, and ***P < 0.001).

**Figure 6:**
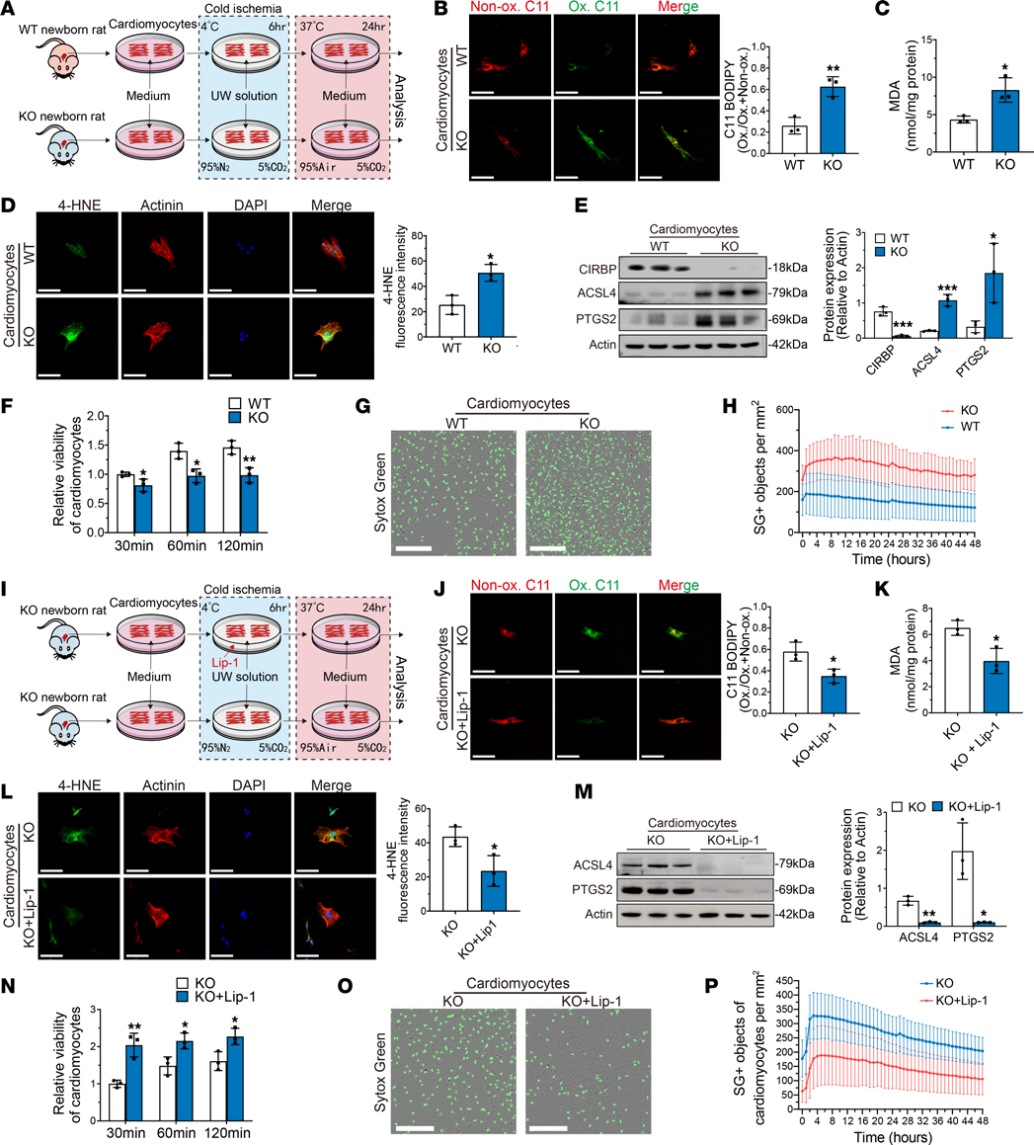
Ferroptosis is exacerbated in *Cirbp*-KO cardiomyocytes after cold ischemia. (**A**) Experimental design of the first part. The cardiomyocytes were isolated from WT or *Cirbp*-KO neonatal rats and subjected to cold ischemia. Both groups were treated with UW solution during cold ischemia. (**B**) Cardiomyocytes labeled with BODIPY 581/591 C11 after cold ischemia. The graph shows the ratio of oxidized–to–total BODIPY 581/591 C11. Ox., oxidized; Non-ox., nonoxidized. Scale bars: 25 μm. (**C**) MDA levels in cardiomyocytes after cold ischemia. (**D**) 4-HNE staining of cardiomyocytes after cold ischemia. Scale bars: 25 μm. (**E**) Western blotting and quantification of CIRBP, ACSL4, and PTGS2 in cardiomyocytes after cold ischemia. (**F**) Cell viability of cardiomyocytes after cold ischemia. (**G**) Live-cell imaging of cardiomyocytes incubated with SYTOX Green after cold ischemia. Scale bars: 300 μm. (**H**) Time-lapse analysis of cell death in cardiomyocytes after cold ischemia. (**I**) Experimental design of the second part. The cardiomyocytes were isolated from *Cirbp*-KO neonatal rats and subjected to cold ischemia. One group is treated with UW solution and the other group is treated with UW solution supplemented with liproxstatin-1. (**J**) Cardiomyocytes labeled with BODIPY 581/591 C11 after cold ischemia. Scale bars: 25 μm. (**K**) Levels of MDA in cardiomyocytes after cold ischemia. (**L**) 4-HNE staining of cardiomyocytes after cold ischemia. Scale bars: 25 μm. (**M**) Western blotting and quantification of ACSL4 and PTGS2 in cardiomyocytes after cold ischemia. (**N**) Cell viability of cardiomyocytes after cold ischemia. (**O**) Live-cell imaging of cardiomyocytes incubated with SYTOX Green after cold ischemia. Scale bars: 300 μm. (**P**) Time-lapse analysis of cell death in cardiomyocytes after cold ischemia. SG, SYTOX green. Data shown are the mean ± standard deviation, with individual values presented as a dot plot. *P < 0.05, *P < 0.01, and ***P < 0.001, by Student’s *t* test.

**Figure 7:**
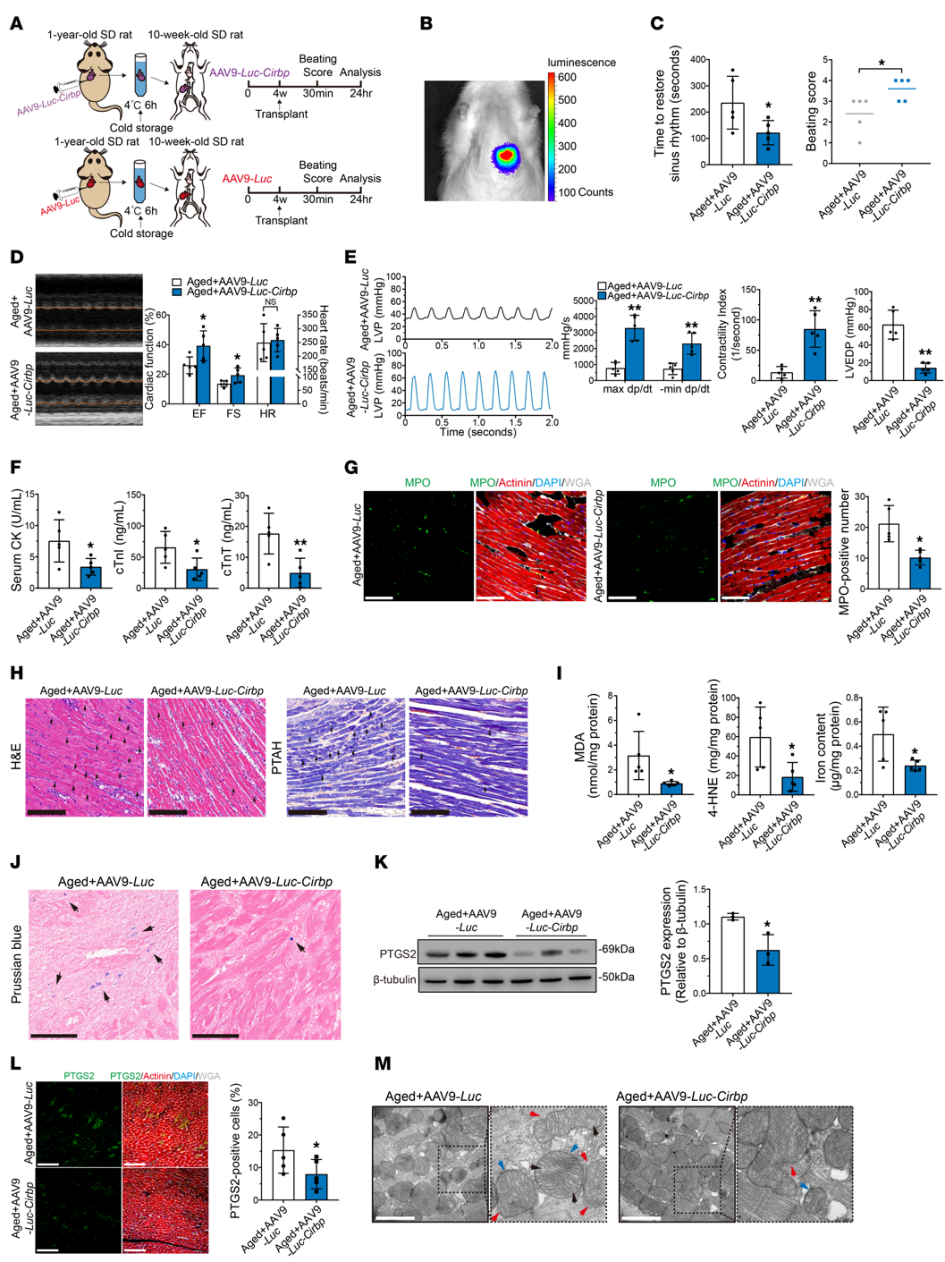
Overexpression of *Cirbp* enhances hypothermic cardioprotection in aged donor hearts during cold storage in transplantation. (**A**) Experimental design. Donor hearts were harvested from aged rats injected with AAV9-*Luc*-*Cirbp* or AAV9-*Luc* (*n* = 5 in each group) and transplanted into young rats. Hypothermia was used to protect the donor heart during cold storage. (**B**) In vivo imaged of luciferase in aged rats after AAV9 transfection. (**C**) Assessment of cardiac resuscitation after transplantation. (**D**) Cardiac function of donor hearts measured by echocardiography after transplantation. (**E**) Representative LVP traces and cardiac function parameters of donor hearts determined via cardiac catheterization after transplantation. (**F**) Serum cardiac enzymes in recipients after transplantation. (**G**) MPO staining of donor hearts after transplantation. Scale bars: 50 μm. (**H**) H&E and PTAH staining of donor hearts after transplantation. Arrows indicate myocardial contraction band necrosis. Scale bars: 100 μm (H&E); 50 μm (PTAH). (**I**) Peroxidation parameters and iron overload in donor hearts after transplantation. (**J**) Prussian blue staining of donor hearts after transplantation. Arrows indicate iron deposition in myocardium. Scale bars: 50 μm. (**K**) Western blotting and quantification of PTGS2 in donor hearts after transplantation. (**L**) Immunofluorescence staining of PTGS2 in donor hearts after transplantation. Scale bars: 100 μm. (**M**) TEM images of donor hearts after transplantation. Arrows indicate mitochondrial shrinkage (blue), crista loss (black), and membrane rupture (red). Scale bars: 1 μm. Quantitative data are shown as the mean ± standard deviation, with individual values presented as a dot plot. Statistical significance of beating score was determined with Mann-Whitney *U* test. Statistical significance of the other parameters was determined with a 2-sided Student’s *t* test (*P < 0.05 and **P < 0.01).

**Figure 8:**
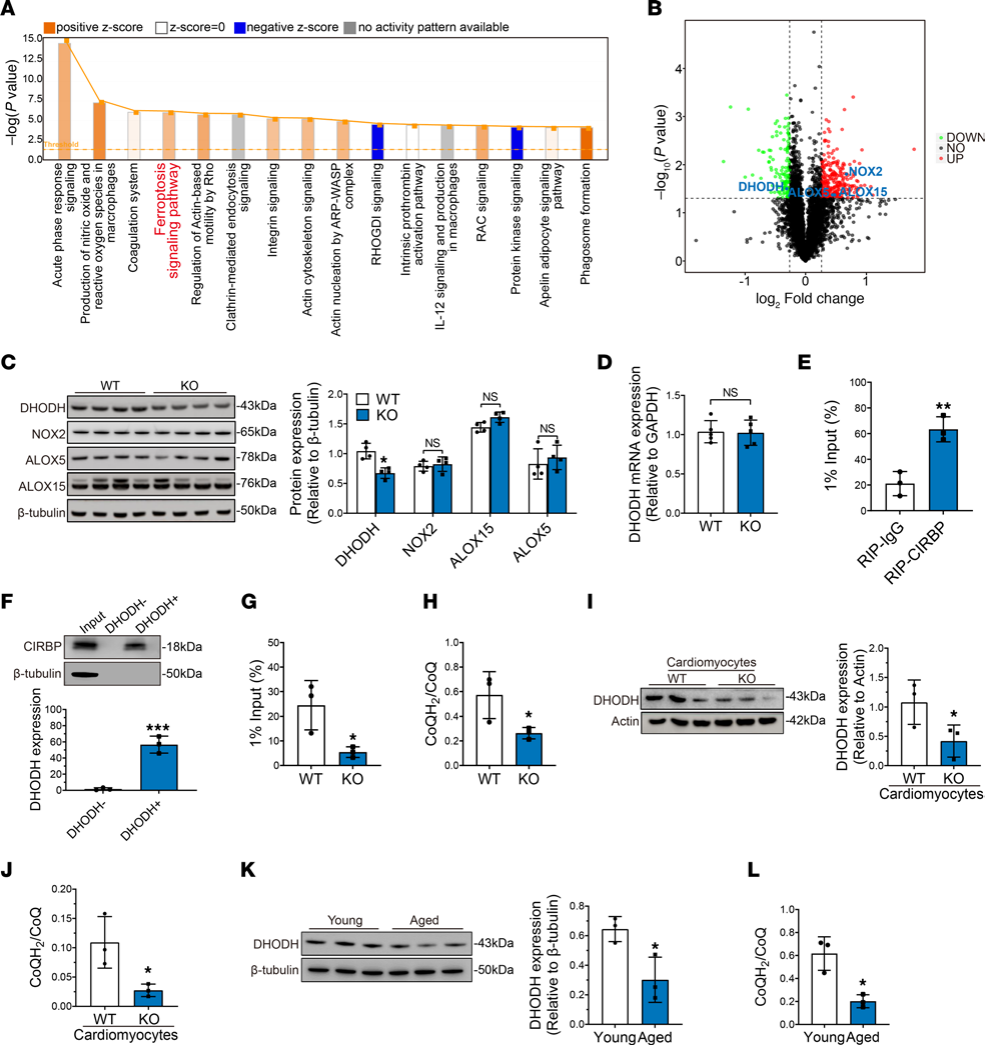
CIRBP binds *Dhodh* mRNA and enhances its translation. (**A**) Proteomics analysis of donor hearts harvested from WT rats and *Cirbp*-KO rats was performed. IPA of differentially expressed proteins between the WT and KO groups. (**B**) Volcano plots showing the differentially expressed proteins between the WT and KO groups. Green dots represent genes whose expression were significantly decreased in KO groups. Red dots represent genes whose expression were significantly increased in KO groups. Gray dots represent genes whose expression did not reach the statistical significance. (**C**) Verification of significantly differentially expressed proteins that are involved in the ferroptosis signaling pathway between WT and KO groups after transplantation. (**D**) Real-time qPCR analysis of *Dhodh* mRNA expression in donor hearts from the WT and KO groups after transplantation. (**E**) The binding of CIRBP to *Dhodh* mRNA was investigated by ultraviolet cross-link RIP assay. (**F**) Biotin-pulldown assays were performed using biotinylated fragments of *Dhodh* mRNA to detect bound cellular CIRBP. (**G**) RNC mRNA and total RNA were isolated from donor hearts after transplantation and were both subjected to real-time qPCR analysis to assess the presence of *Dhodh* mRNA. The *Dhodh* mRNA in total RNA was used as input. (**H**) CoQH_2_/CoQ ratios in donor hearts from the WT and KO groups after transplantation. (**I**) Western blotting and quantification of DHODH in WT and *Cirbp*-KO cardiomyocytes after cold ischemia. (**J**) CoQH_2_/CoQ ratios in WT and *Cirbp*-KO cardiomyocytes after cold ischemia. (**K**) Western blotting and quantification of DHODH in young and aged donor hearts after transplantation. (**L**) CoQH_2_/CoQ ratios in young and aged donor hearts after transplantation. Quantitative data are shown as the mean ± standard deviation, with individual values presented in a dot plot. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-sided Student’s *t* test.

**Figure 9:**
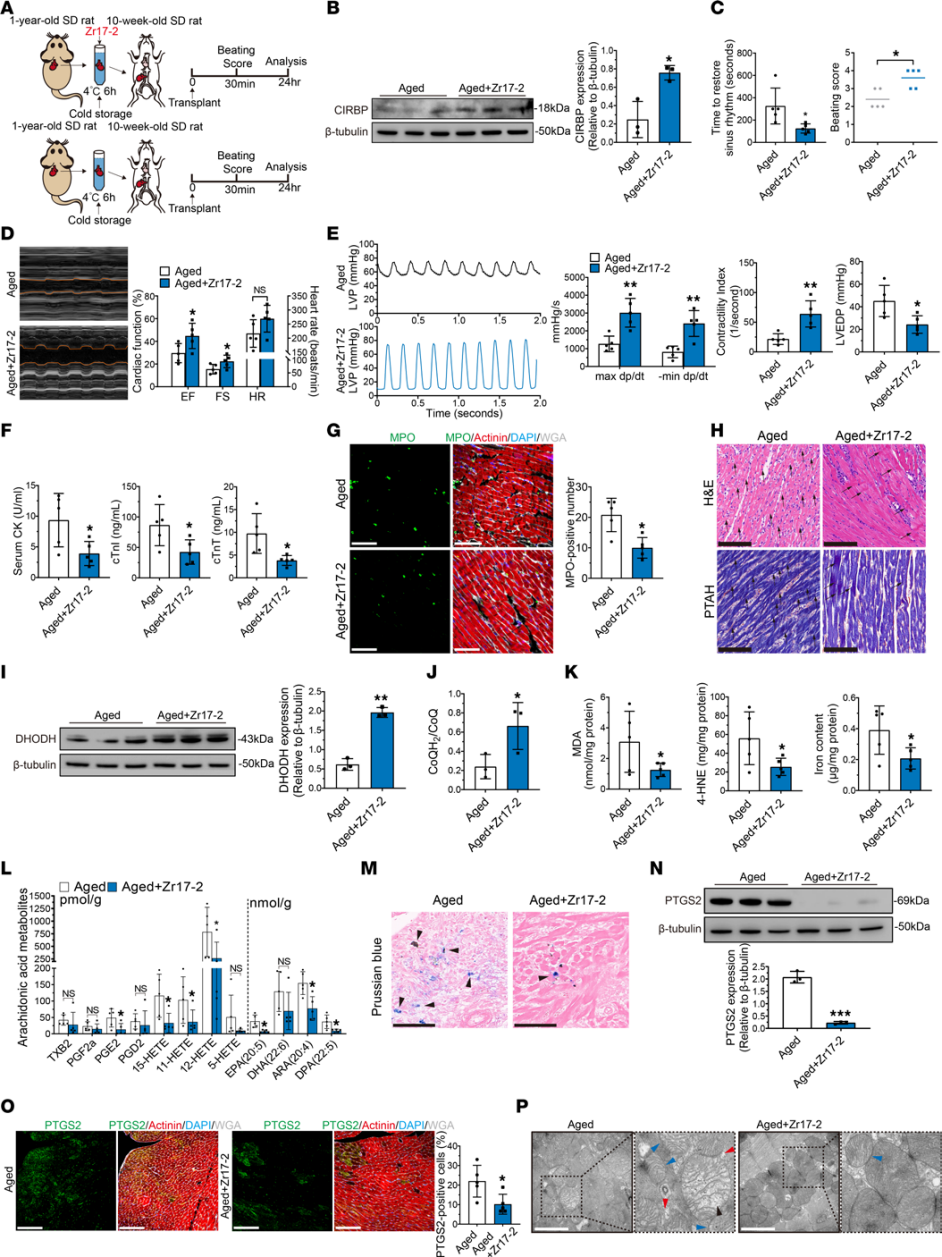
Cardioplegic solution supplemented with *Cirbp* agonist improves hypothermic cardioprotection of aged donor hearts during cold storage in transplantation. (**A**) Experimental design. Aged donor hearts were harvested and transplanted into young rats. UW solution was used to induce cardiac arrest in the control group, and UW solution supplemented with the *Cirbp* agonist Zr17-2 was used in the experimental group (*n* = 5 in each group). Hypothermia was used to protect donor hearts during cold storage. (**B**) Western blotting and quantification of CIRBP in donor hearts after transplantation. (**C**) Assessment of cardiac resuscitation after transplantation. (**D**) Cardiac function of donor hearts measured by echocardiography after transplantation. (**E**) Representative LVP traces and cardiac function parameters of donor hearts determined via cardiac catheterization after transplantation. (**F**) Serum cardiac enzymes in recipients after transplantation. (**G**) MPO staining of donor hearts after transplantation. Scale bars: 50 μm. (**H**) H&E and PTAH staining of donor hearts after transplantation. Arrows indicate myocardial contraction band necrosis. Scale bars: 100 μm (H&E images); 50 μm (PTAH images). (**I**) Western blotting and quantification of DHODH in donor hearts after transplantation. (**J**) CoQH_2_/CoQ ratio in donor hearts after transplantation. (**K**) Peroxidation parameters and iron overload in donor hearts after transplantation. (**L**) Arachidonic acid metabolite levels in donor hearts after transplantation. (**M**) Prussian blue staining of donor hearts after transplantation. Arrows indicate iron deposition in myocardium. Scale bars: 50 μm. (**N**) Western blotting and quantification of PTGS2 in donor hearts after transplantation. (**O**) Immunofluorescence staining for PTGS2 in donor hearts after transplantation and quantification. Scale bars: 100 μm. (**P**) TEM images of donor hearts after transplantation. Arrowheads indicate mitochondrial shrinkage (blue), crista loss (black), and membrane rupture (red). Scale bars: 1 μm. Original magnification (enlarged insets), ×100,000. Data shown are the mean ± standard deviation, with individual values presented as a dot plot. *P < 0.05, **P < 0.01, and ***P < 0.001, by 2-sided Student’s *t* test.

**Figure 10:**
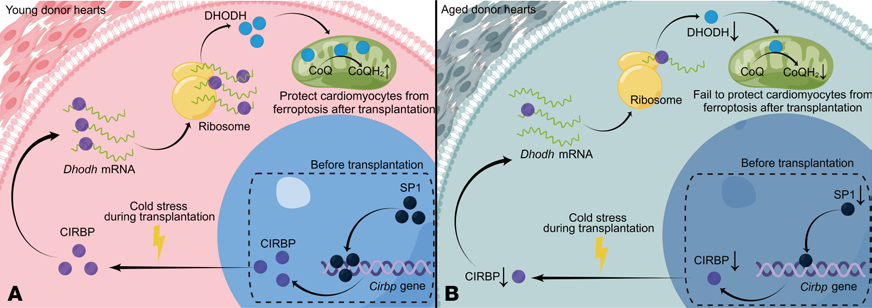
Suppression of *Cirbp* compromises DHODH-mediated ferroptosis defense and attenuates hypothermic cardioprotection during transplantation of aged donor hearts. (**A**) In the young donor heart, nuclear SP1 binds to the promoter region of *Cirbp* and induce *Cirbp* expression in cardiomyocytes at baseline. Then, during cold storage in heart transplantation, CIRBP is activated by cold stress and translocates from the nucleus to the cytoplasm. CIRBP binds to *Dhodh* mRNA and facilitates its translation. Thereafter, increased DHODH enhances the reduction of CoQ to CoQH_2_, which protects the donor heart against ferroptosis after transplantation. (**B**) In the aged donor heart, nuclear abundance of SP1 is decreased, which inhibits *Cirbp* expression in cardiomyocytes. Consequently, DHODH-mediated ferroptosis defense is compromised during heart transplantation, resulting in attenuated hypothermic cardioprotection in the aged donor heart.

## References

[1] Tanai E (2015). Pathophysiology of heart failure. Compr Physiol.

[2] Colvin M (2022). OPTN/SRTR 2020 annual data report: heart. Am J Transplant.

[3] Axtell AL (2019). The effect of donor age on posttransplant mortality in a cohort of adult cardiac transplant recipients aged 18-45. Am J Transplant.

[4] Sathianathan S (2022). Heart transplant donor selection guidelines: review and recommendations. Curr Cardiol Rep.

[5] Khasati NH (2007). Donor heart selection: the outcome of “unacceptable” donors. J Cardiothorac Surg.

[6] Khush KK (2020). International Society for HeartLung Transplantation. The International Thoracic Organ Transplant Registry of the International Society for Heart and Lung Transplantation: 37th adult heart transplantation report-2020; focus on deceased donor characteristics. J Heart Lung Transplant.

[7] DeFilippis EM (2022). Evolving characteristics of heart transplantation donors and recipients: JACC focus seminar. J Am Coll Cardiol.

[8] John MM (2019). Interaction between ischemic time and donor age on adult heart transplant outcomes in the modern era. Ann Thorac Surg.

[10] Copeland H (2020). Donor heart and lung procurement: A consensus statement. J Heart Lung Transplant.

[11] Liu Y (2019). Chronic hypoxia-induced *Cirbp* hypermethylation attenuates hypothermic cardioprotection via down-regulation of ubiquinone biosynthesis. Sci Transl Med.

[12] Jackson TC (2018). Infants uniquely express high levels of RBM3 and other cold-adaptive neuroprotectant proteins in the human brain. Dev Neurosci.

[13] Ono K (1969). Improved technique of heart transplantation in rats. J Thorac Cardiovasc Surg.

[14] Dixon SJ (2012). Ferroptosis: an iron-dependent form of nonapoptotic cell death. Cell.

[15] Yang WS (2014). Regulation of ferroptotic cancer cell death by GPX4. Cell.

[16] Liao Y (2017). The role of cold-inducible RNA binding protein in cell stress response. Int J Cancer.

[17] Zhang HT (2015). Cold-inducible RNA-binding protein inhibits neuron apoptosis through the suppression of mitochondrial apoptosis. Brain Res.

[18] Araki R (2015). DNA methylation of the GC box in the promoter region mediates isolation rearing-induced suppression of srd5a1 transcription in the prefrontal cortex. Neurosci Lett.

[19] Chhunchha B (2018). Sumoylation-deficient Prdx6 repairs aberrant Sumoylation-mediated Sp1 dysregulation-dependent Prdx6 repression and cell injury in aged and oxidative stress. Aging (Albany NY).

[20] Mao C (2021). DHODH-mediated ferroptosis defence is a targetable vulnerability in cancer. Nature.

[21] Sui M (2021). CIRBP promotes ferroptosis by interacting with ELAVL1 and activating ferritinophagy during renal ischaemia-reperfusion injury. J Cell Mol Med.

[22] Dhalla NS (2012). Cardiac remodeling and subcellular defects in heart failure due to myocardial infarction and aging. Heart Fail Rev.

[23] Yáñez-Bisbe L (2021). Aging impairs reverse remodeling and recovery of ventricular function after isoproterenol-induced cardiomyopathy. Int J Mol Sci.

[24] Oh JE (2007). Downregulation of transcription factor, Sp1, during cellular senescence. Biochem Biophys Res Commun.

[25] Khush KK (2020). The International Thoracic Organ Transplant Registry of the International Society for Heart and Lung Transplantation: 37th adult heart transplantation report – 2020 focus on deceased donor characteristics. J Heart Lung Transplant.

[26] Lechiancole A (2023). Graft preservation in heart transplantation: current approaches. Front Cardiovasc Med.

# Supplementary material for: Cirbp suppression compromises DHODH-mediated ferroptosis defense and attenuates hypothermic cardioprotection in an aged donor transplantation model
**Source:** J Clin Invest. 2024 Mar 12;134(9):e175645. doi: 10.1172/JCI175645

Figure 2E

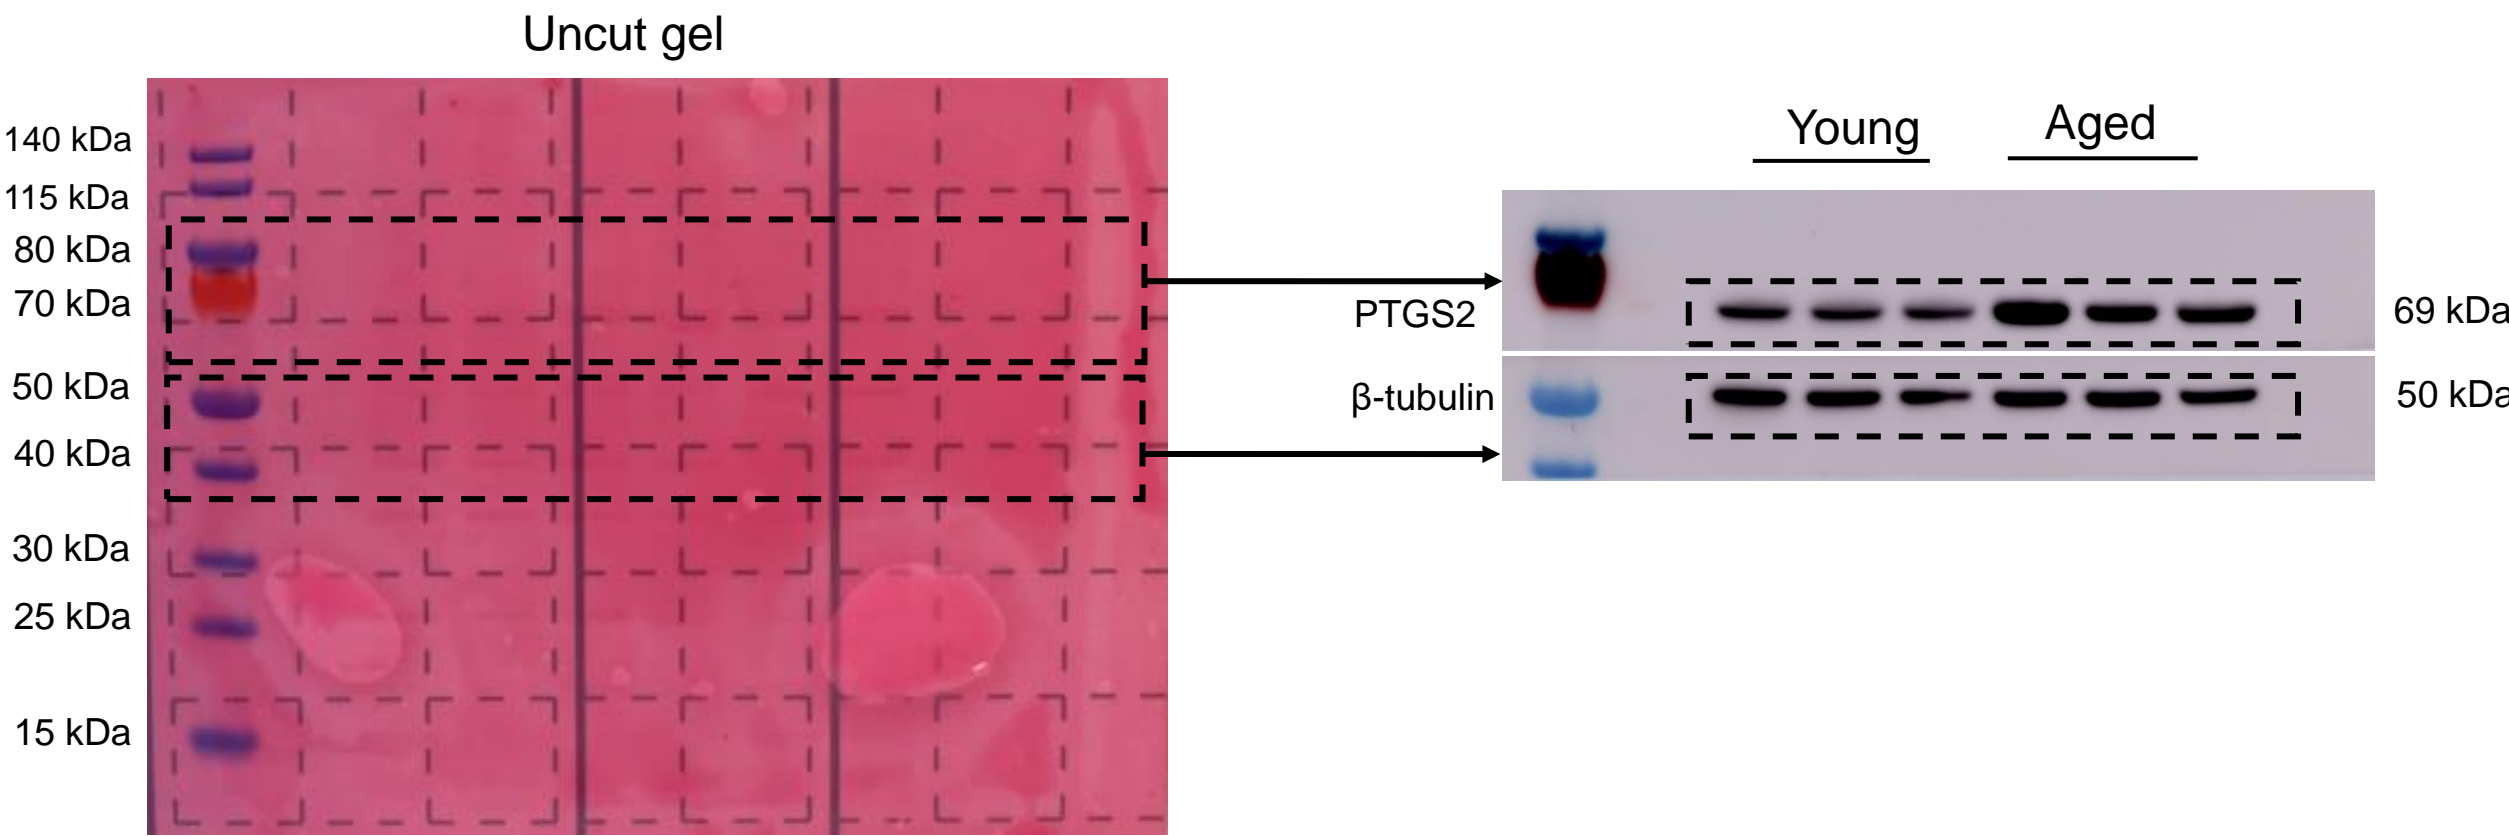

Figure 3J

Uncut gel

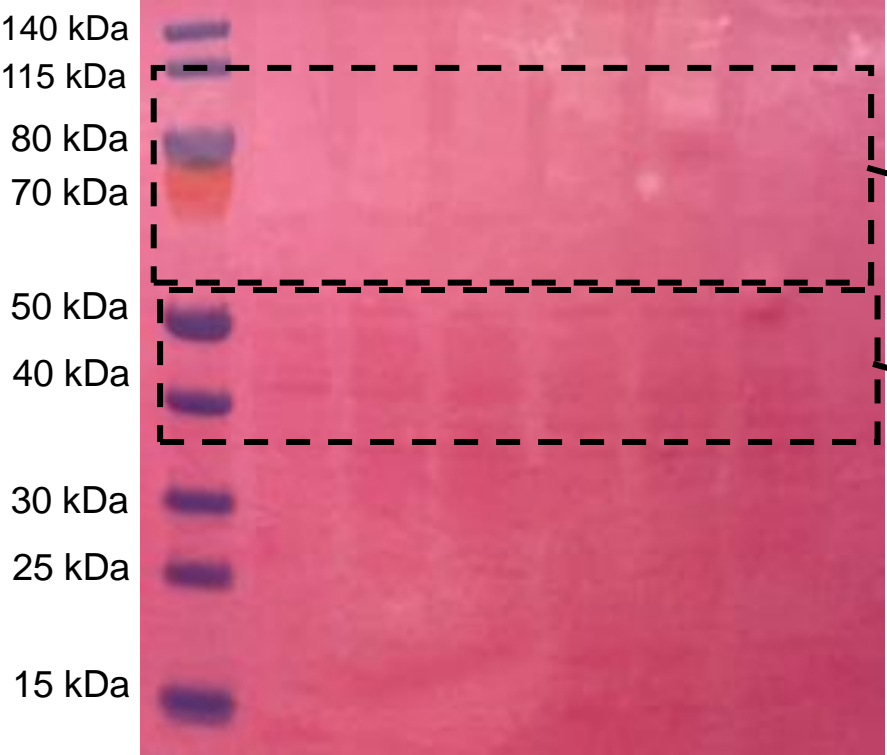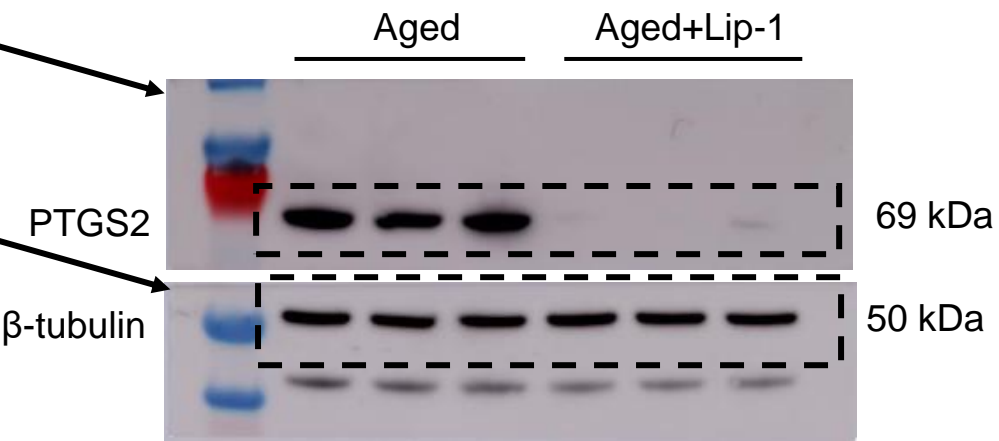

Figure 4B

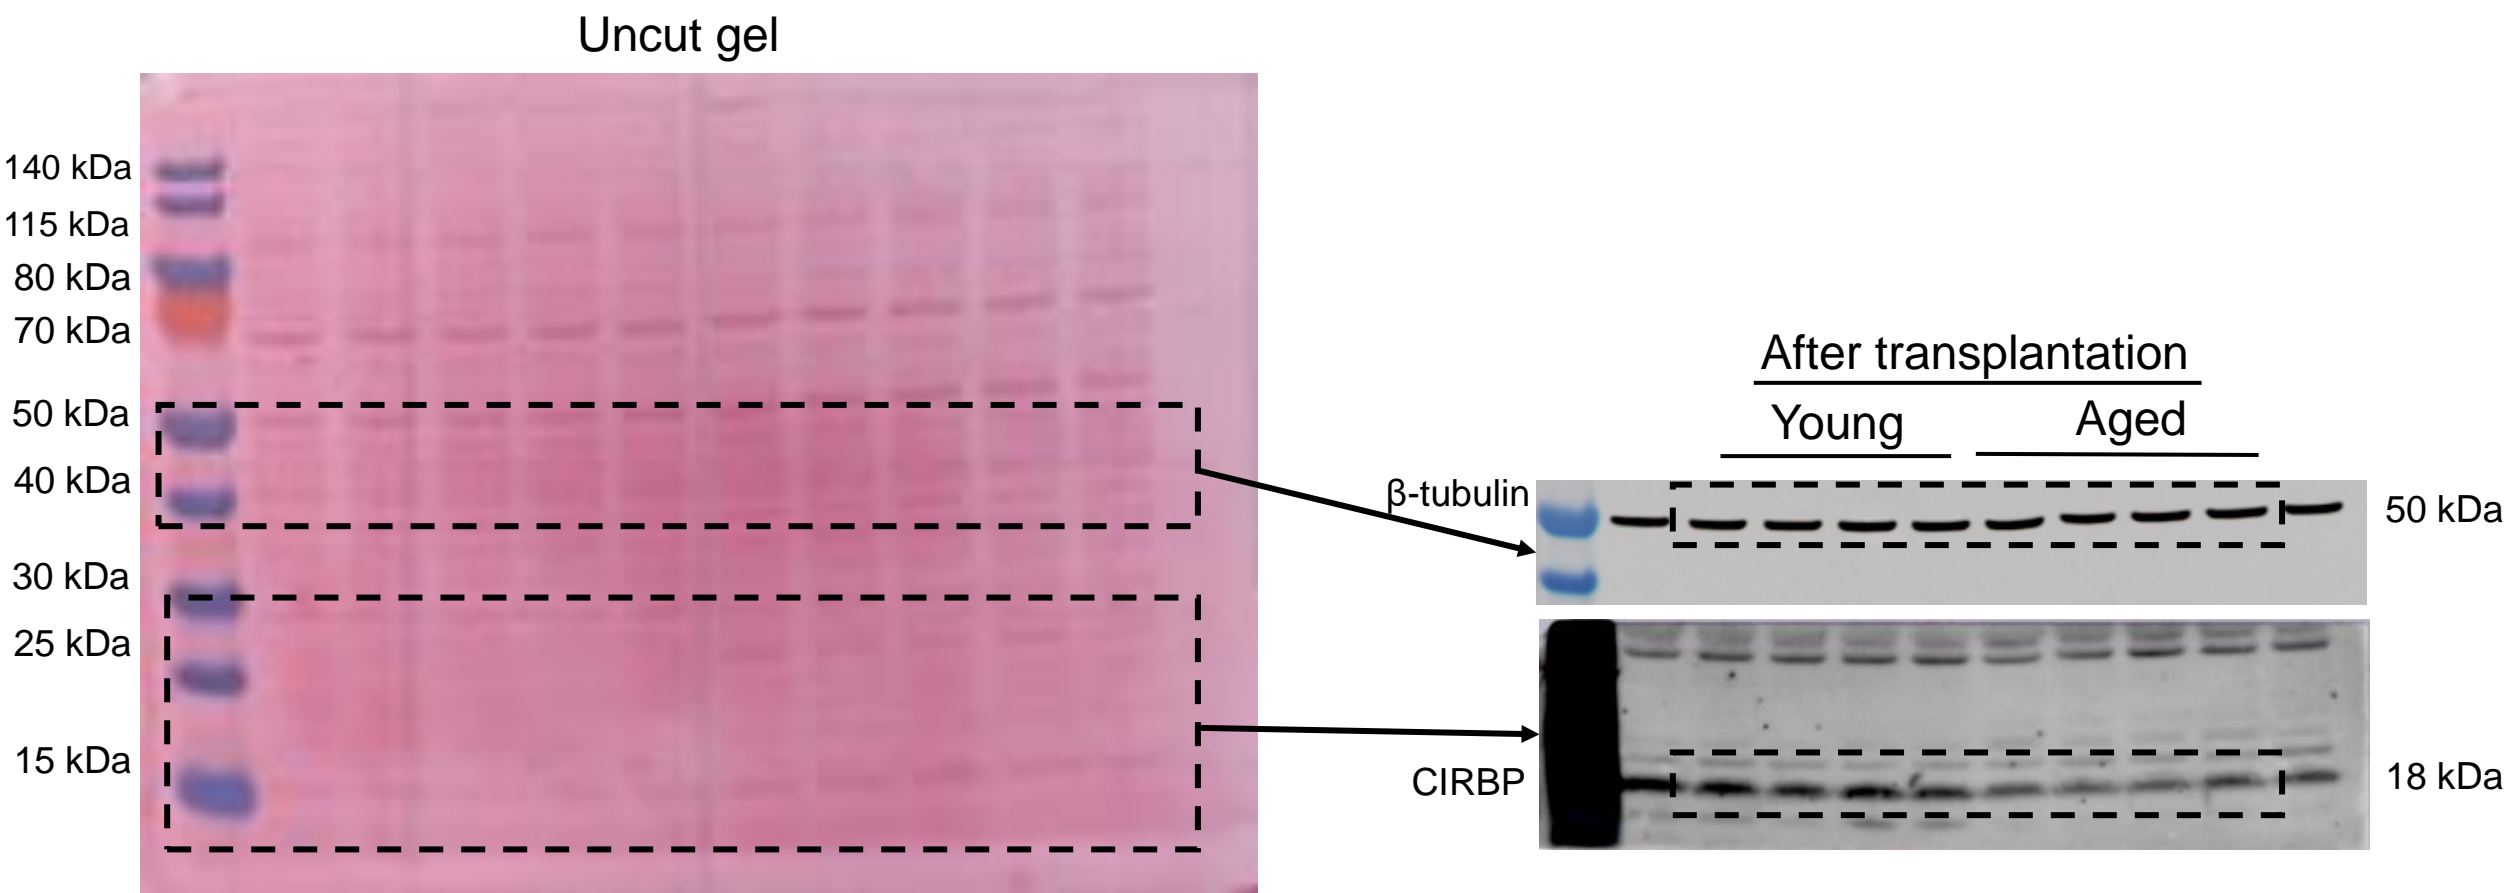

Figure 4D

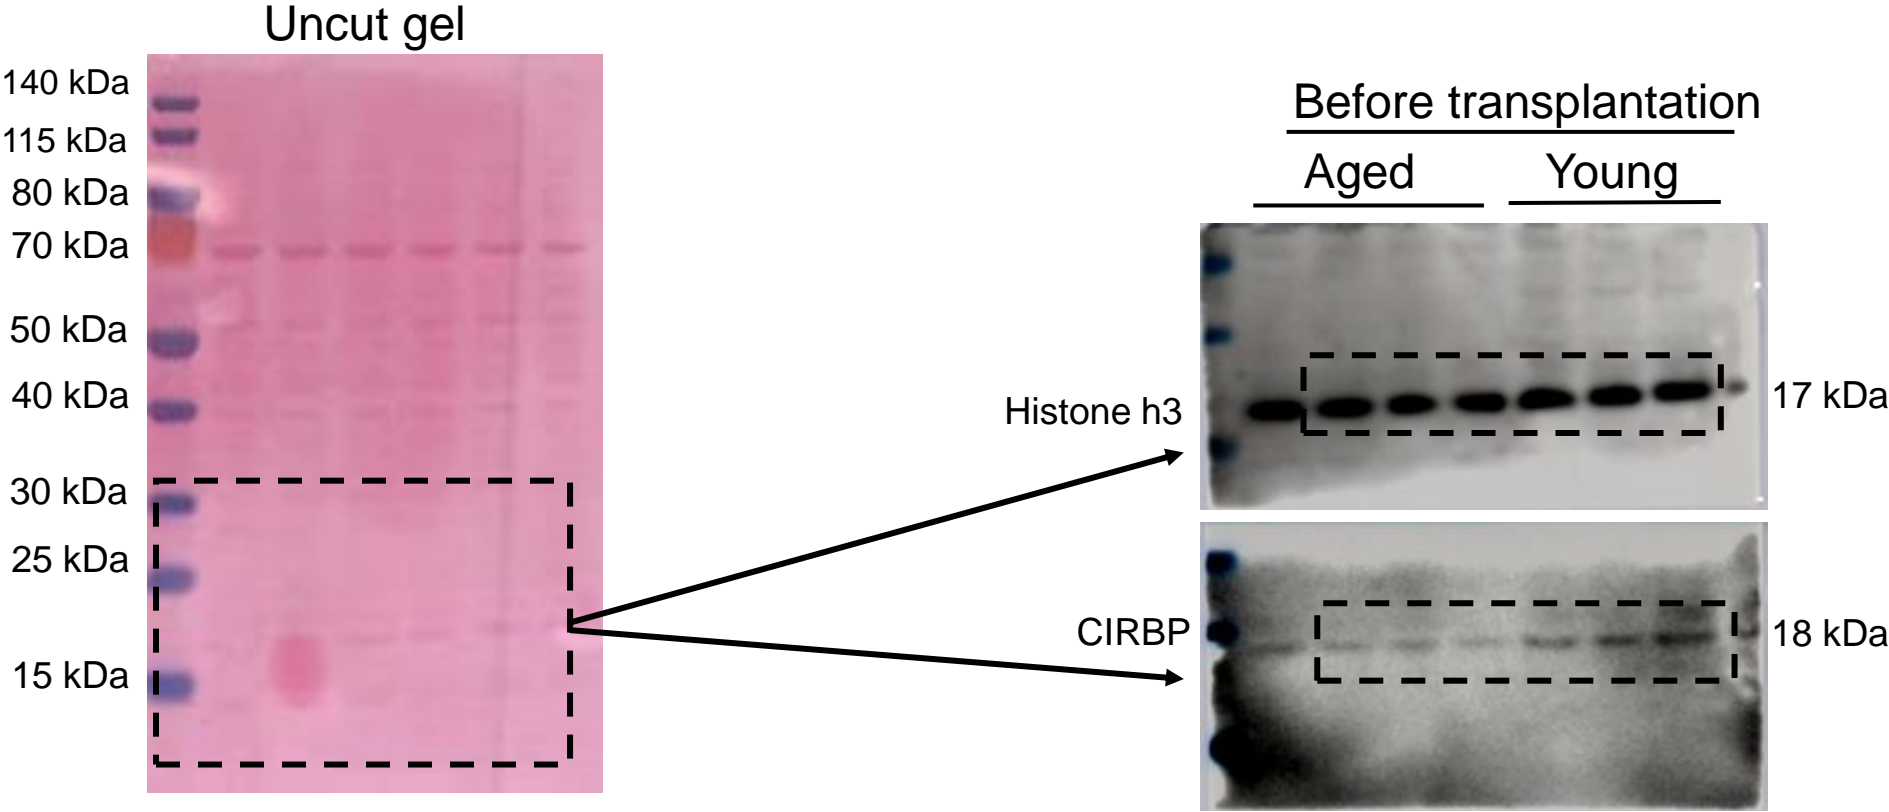

Figure 4F

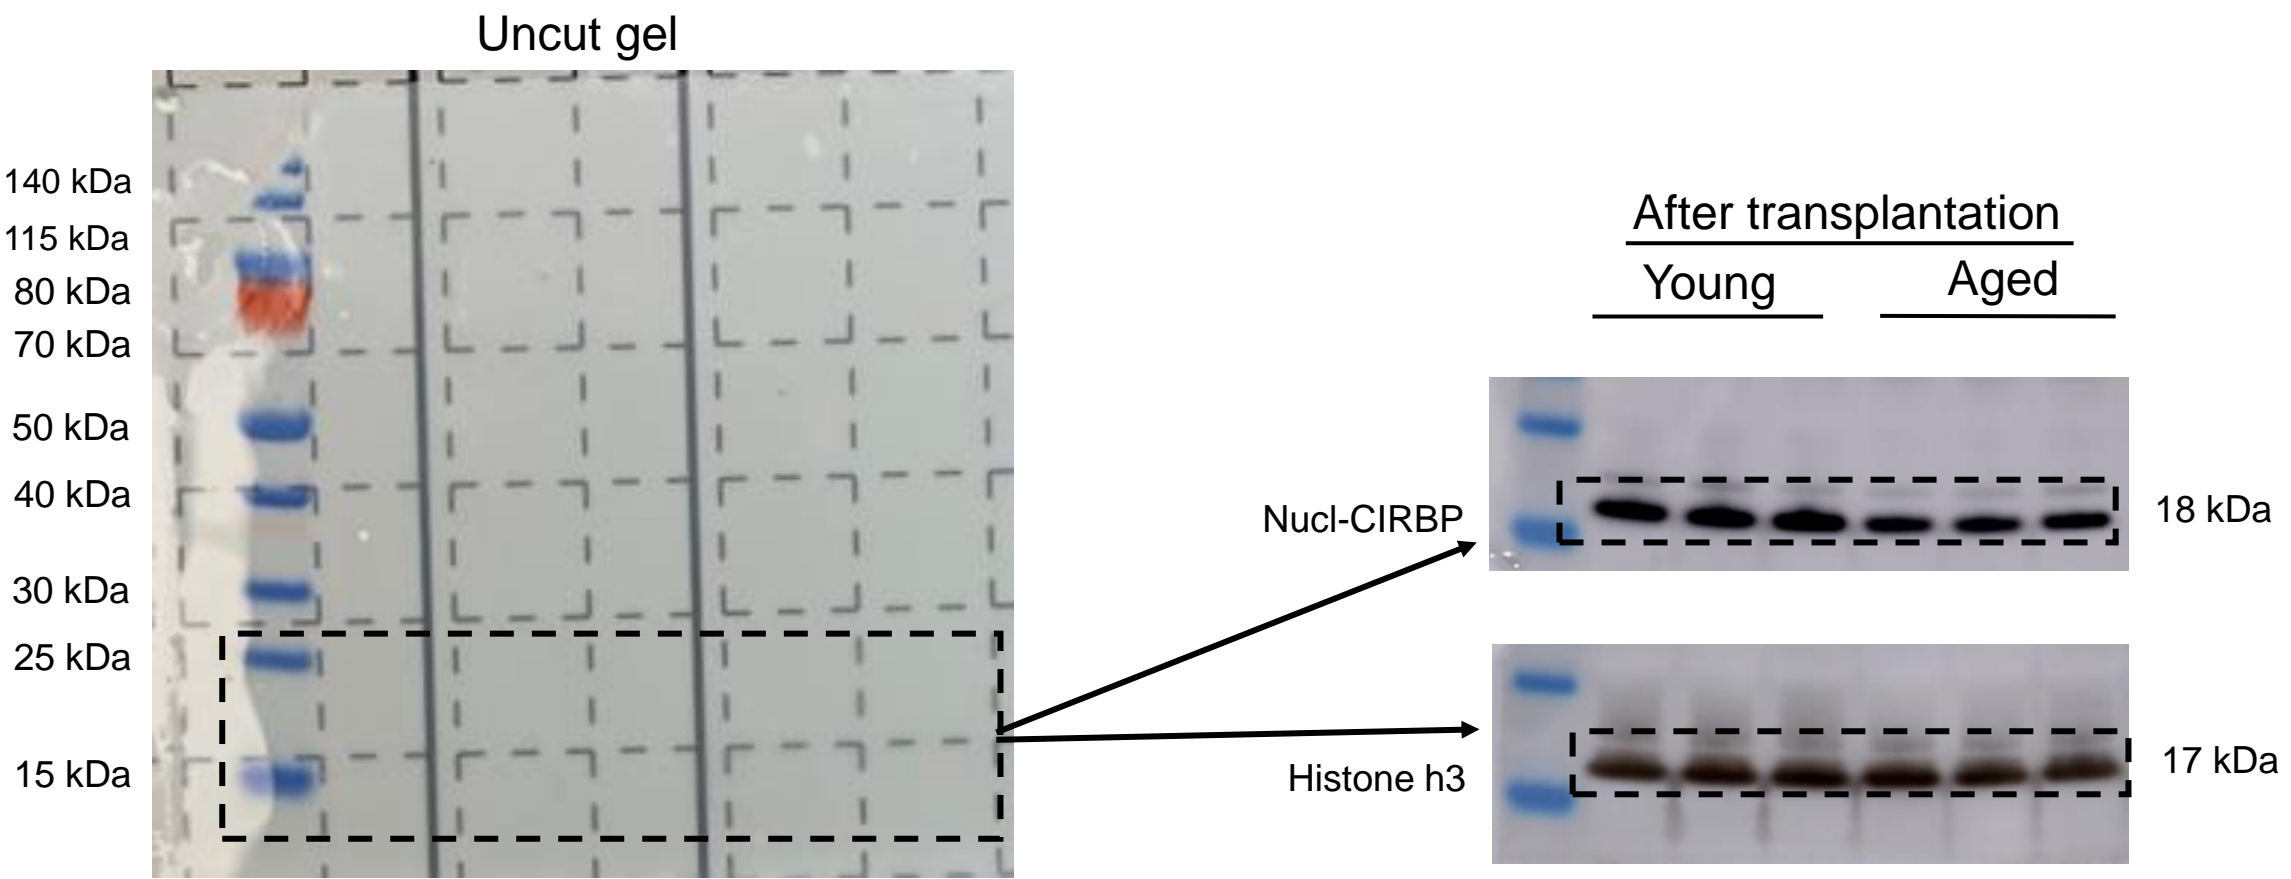

Figure 4G

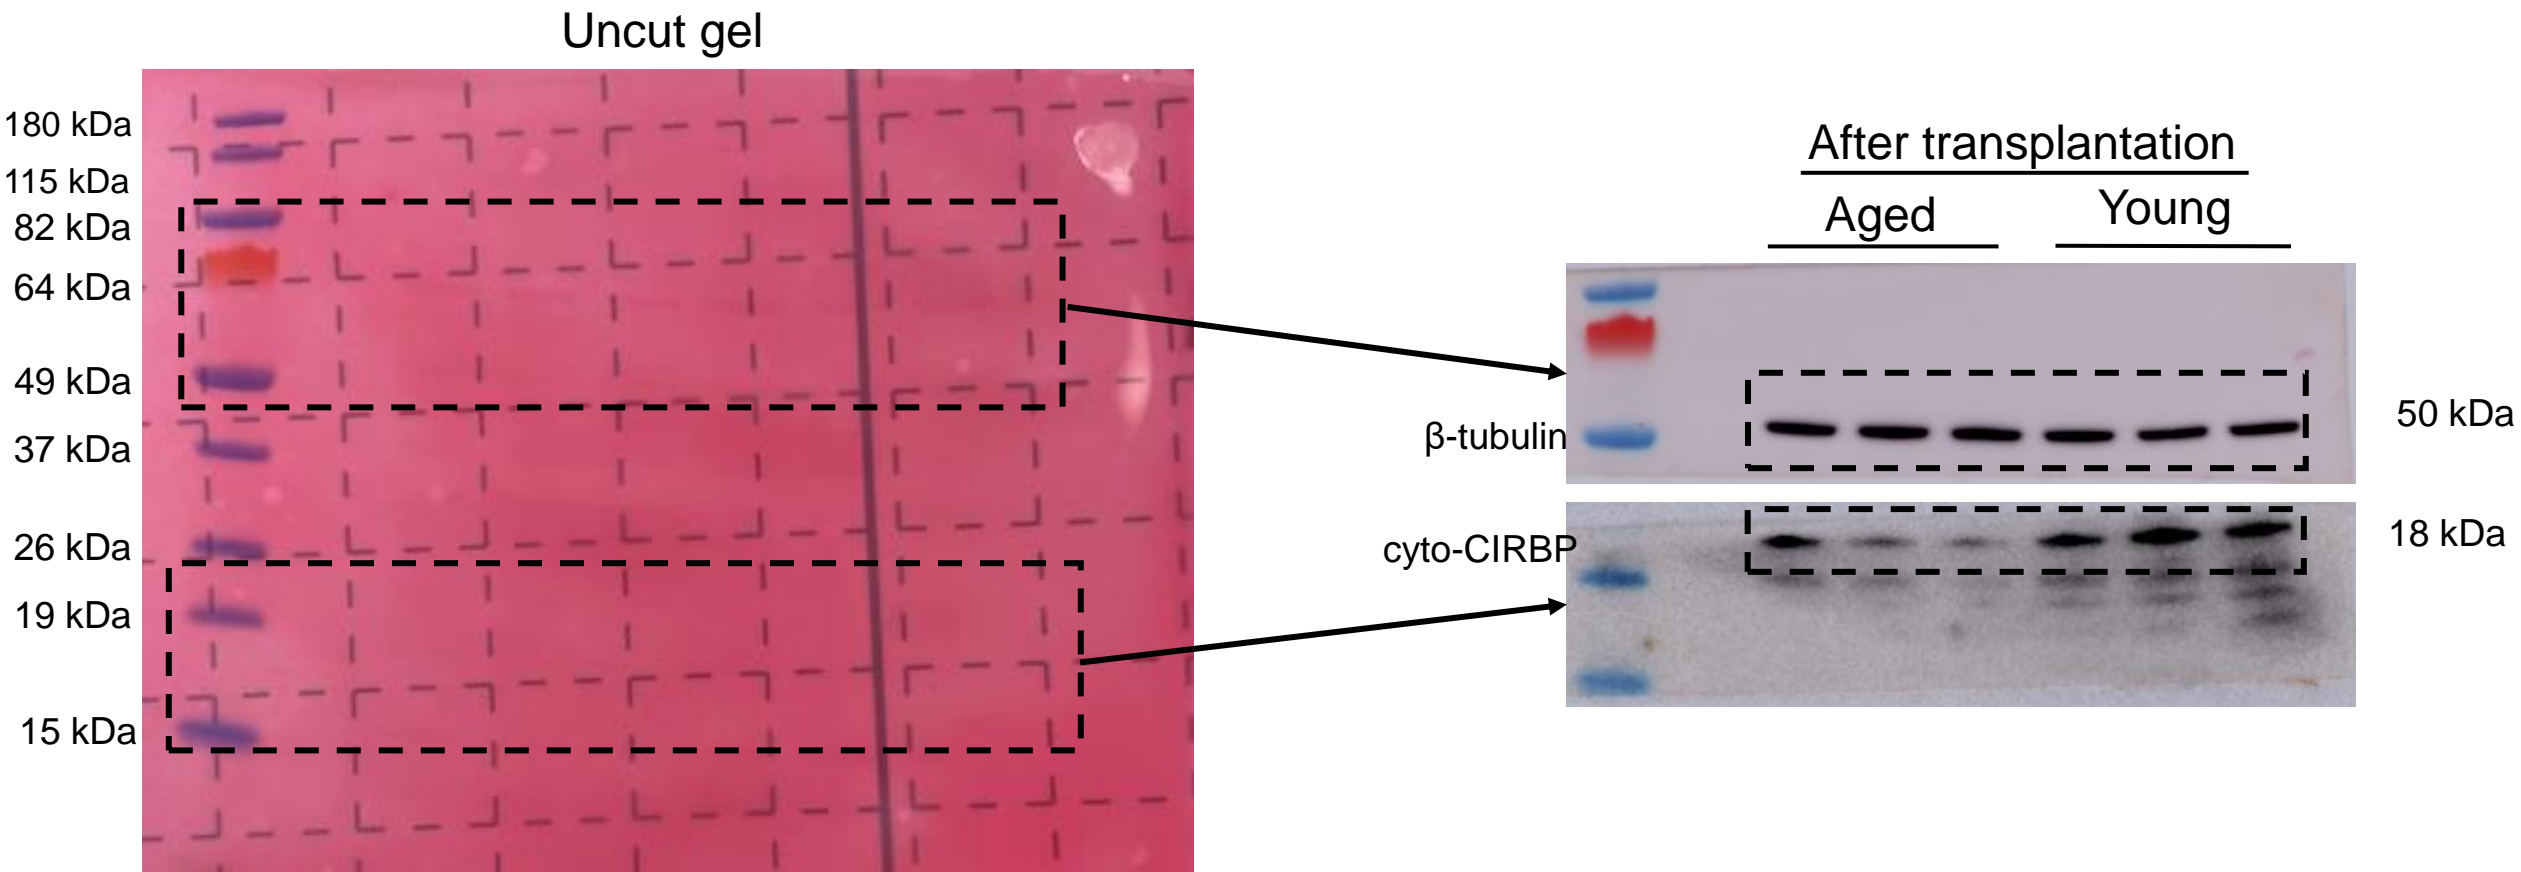

Figure 4I

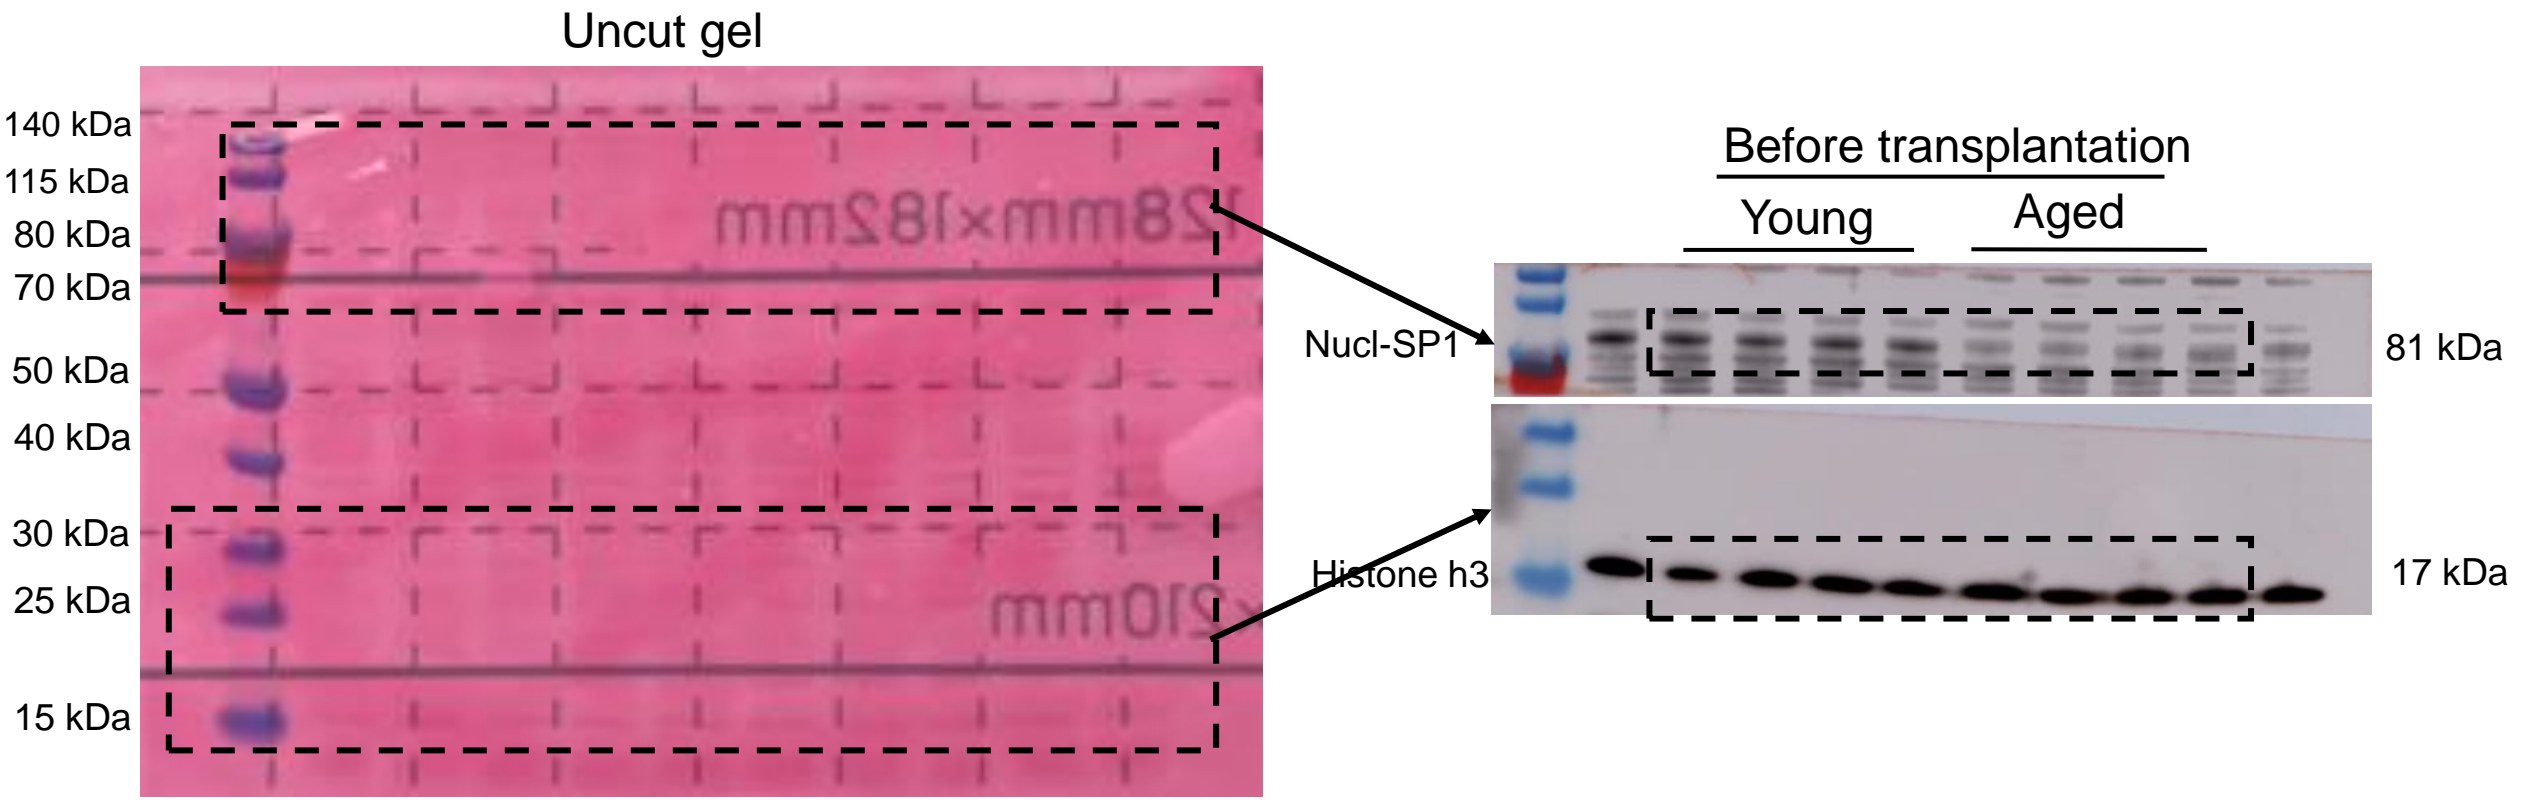

Figure 5B

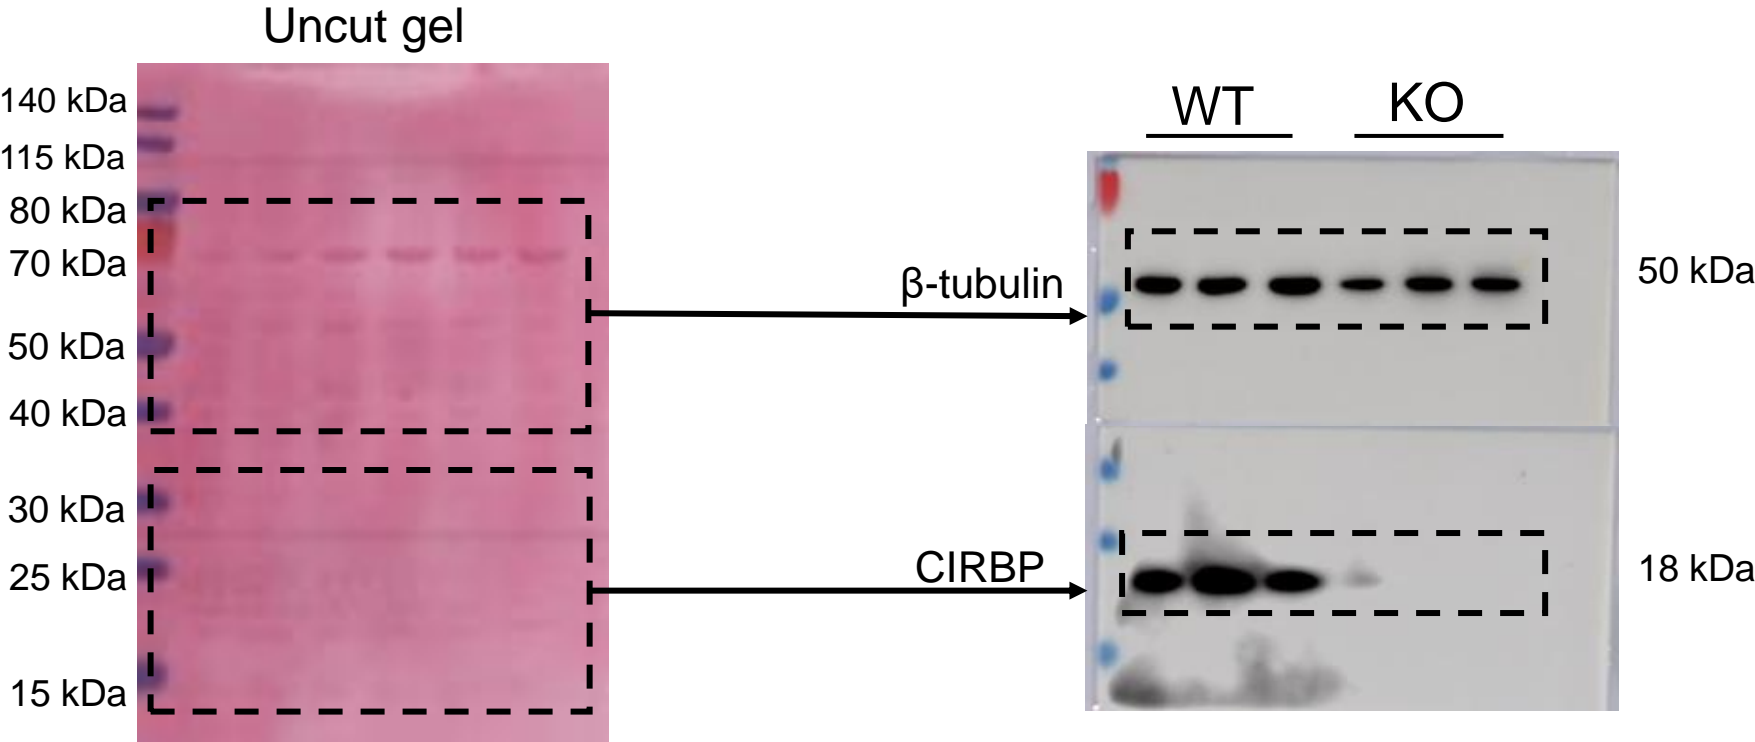

Figure 5L

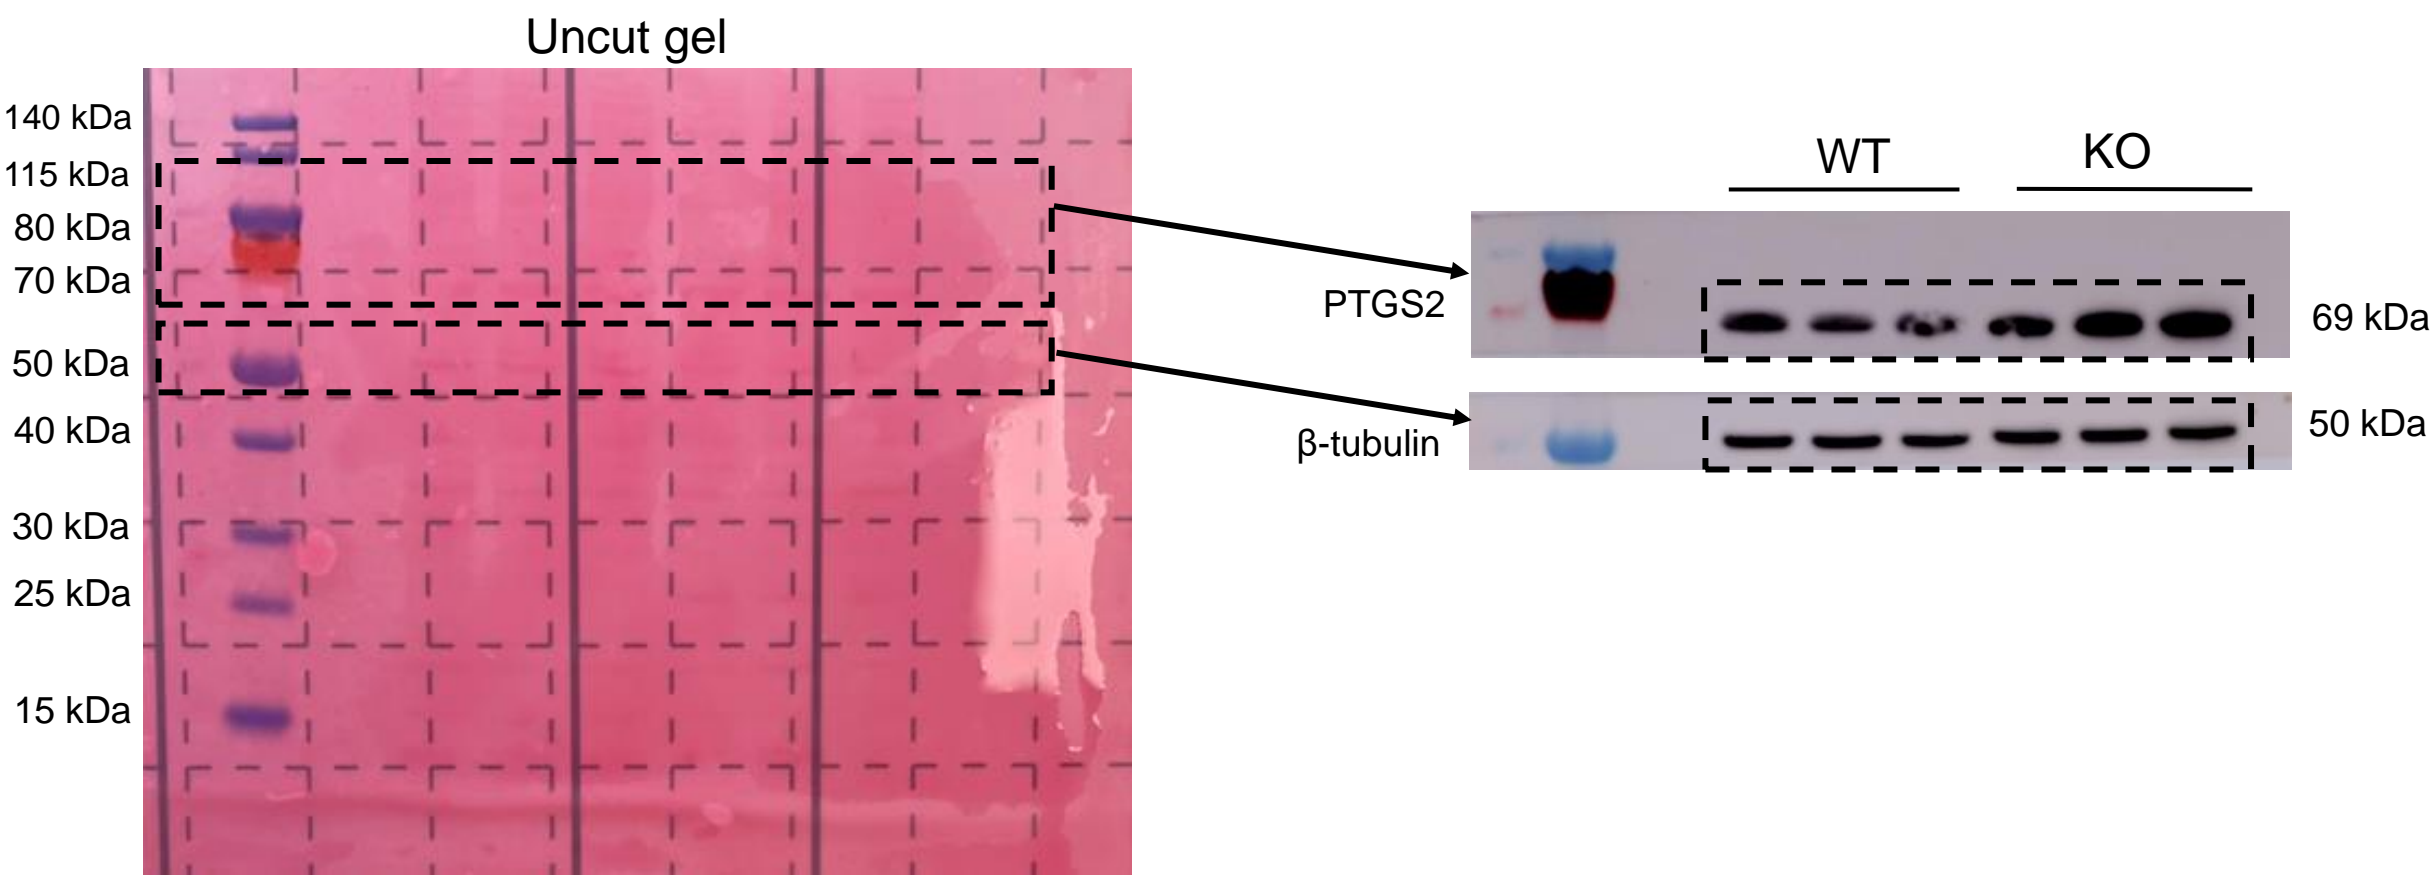

Figure 6E

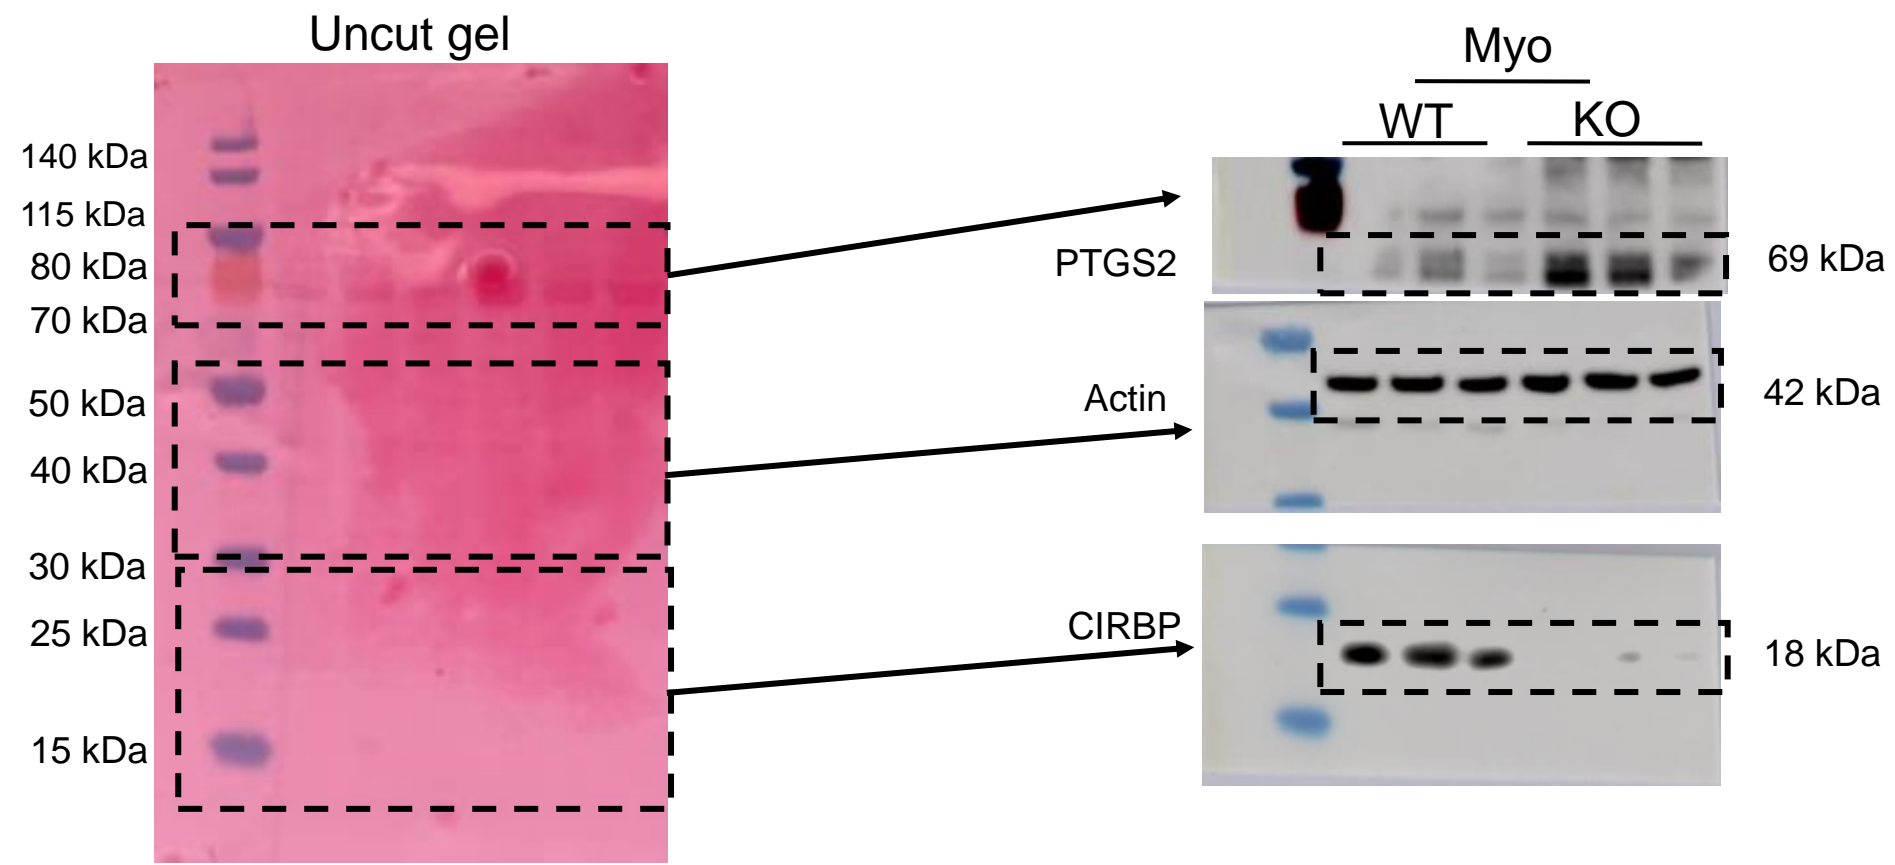

Figure 6E

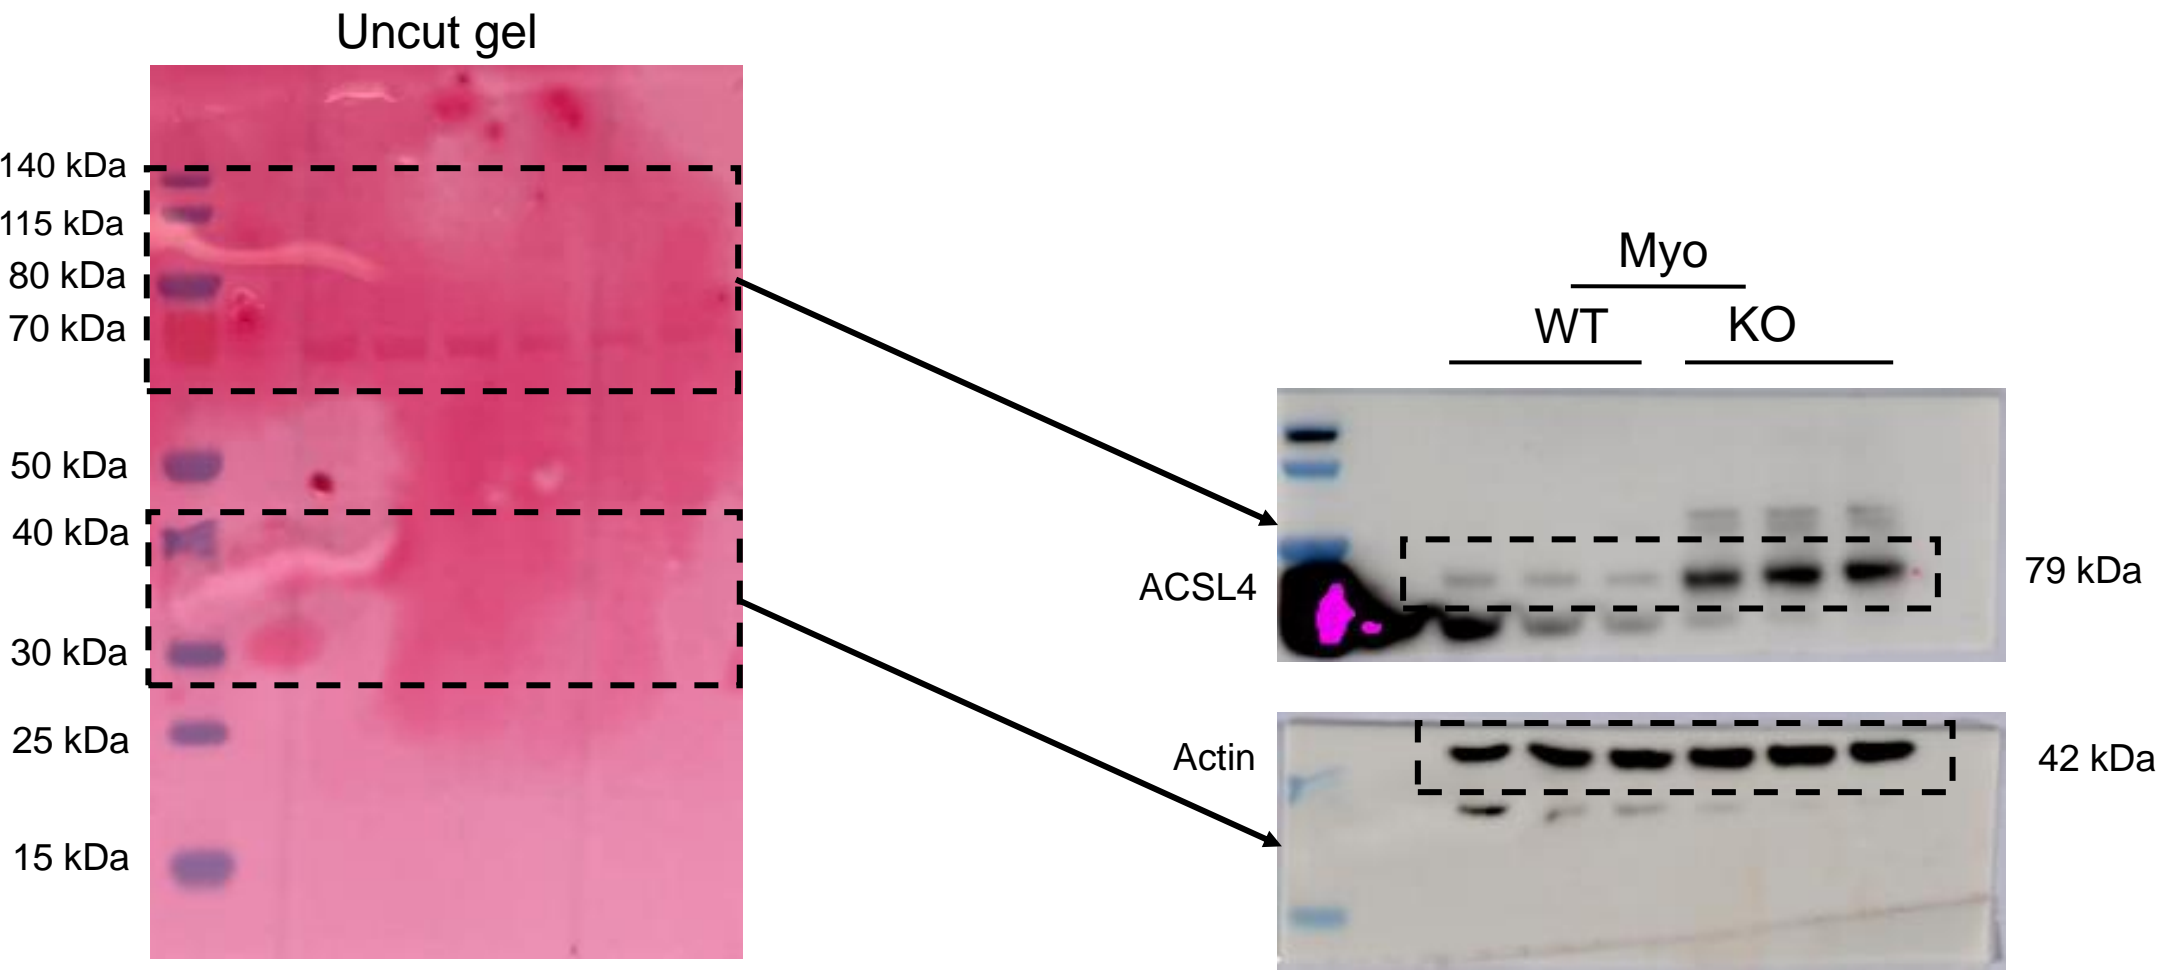

Figure 6M

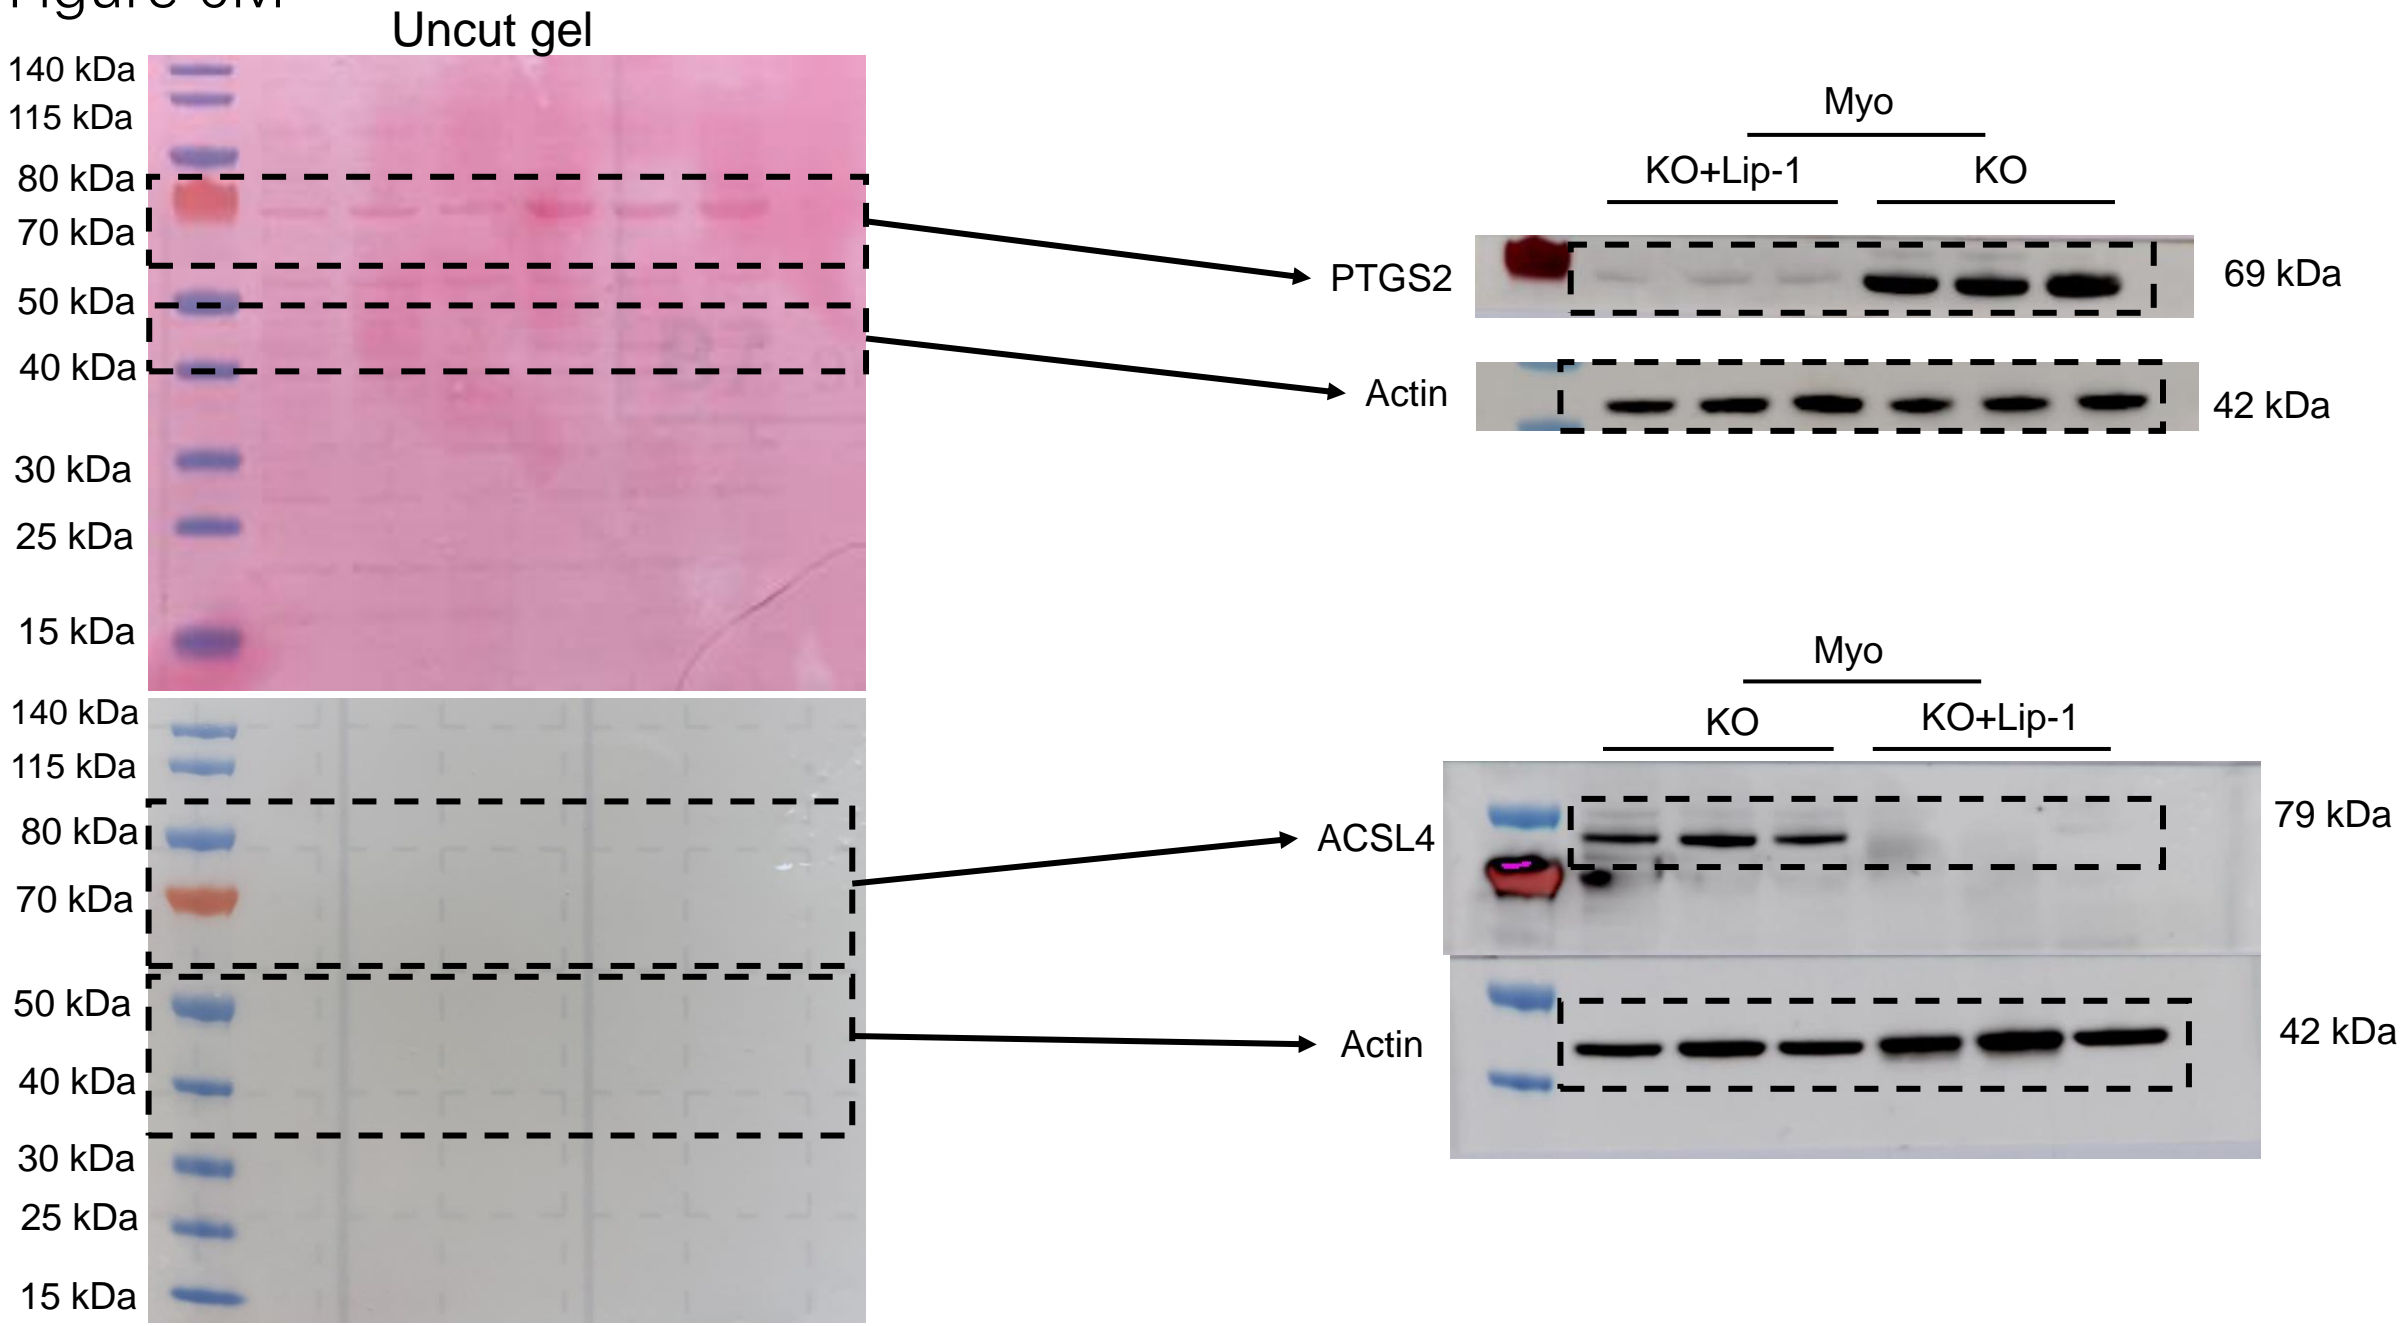

Figure 7K

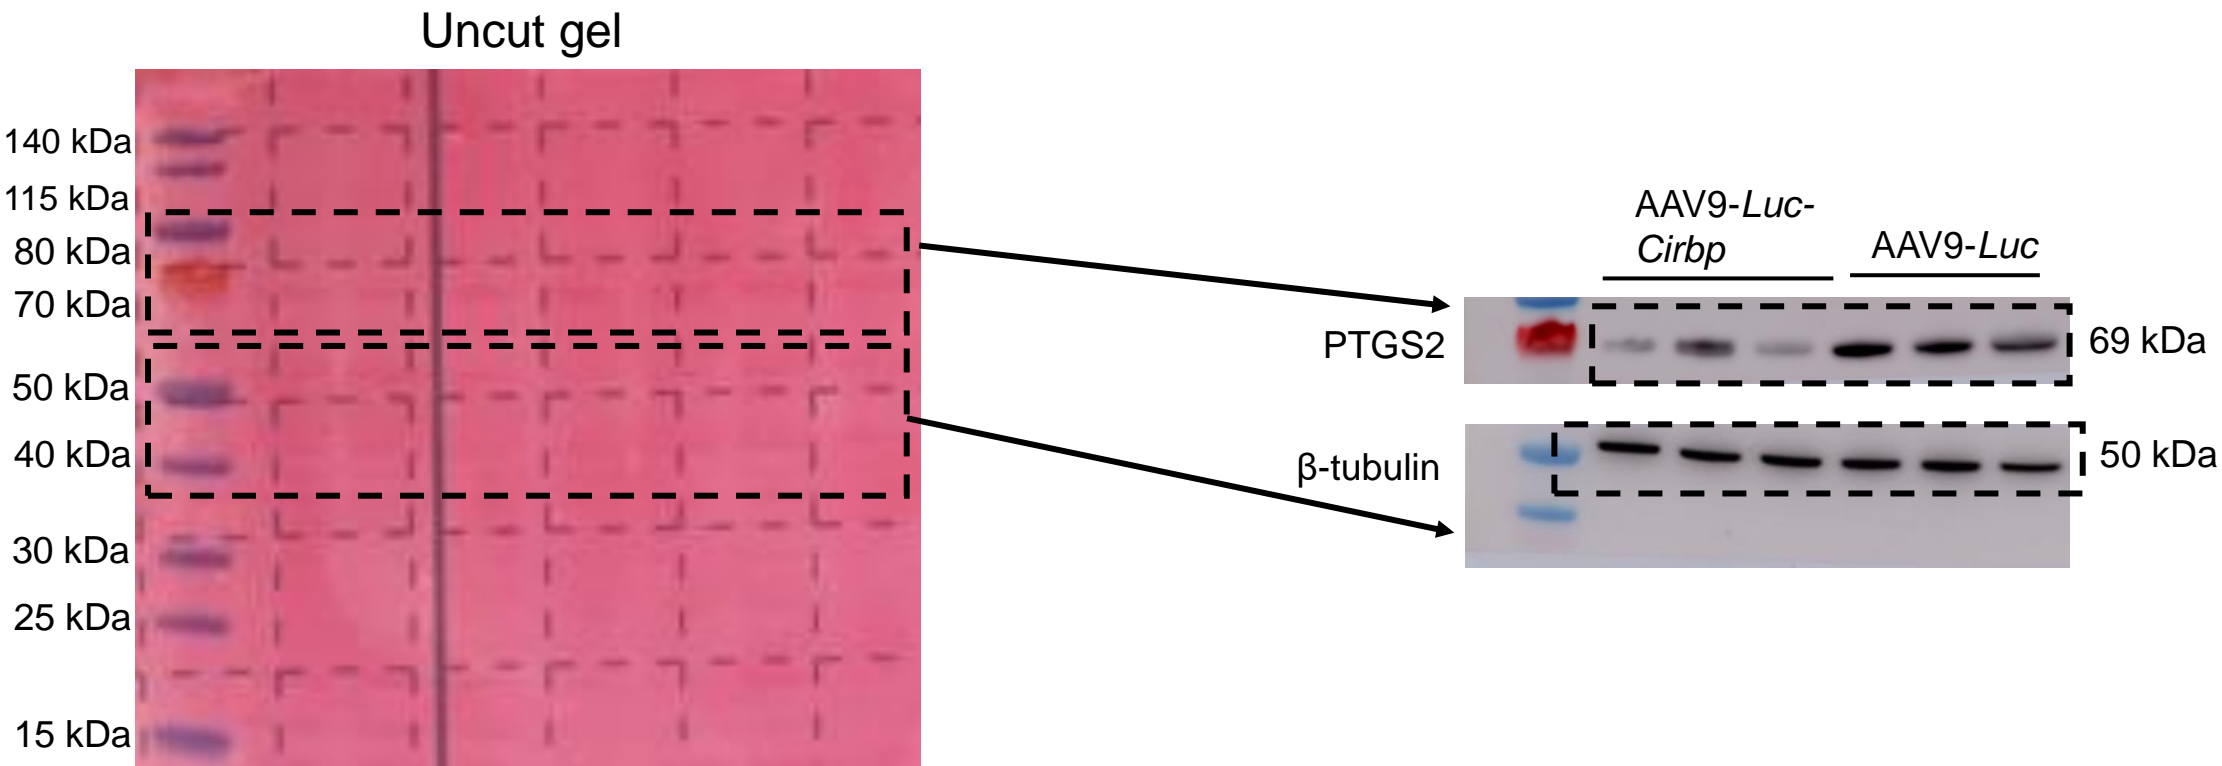

Figure 8C

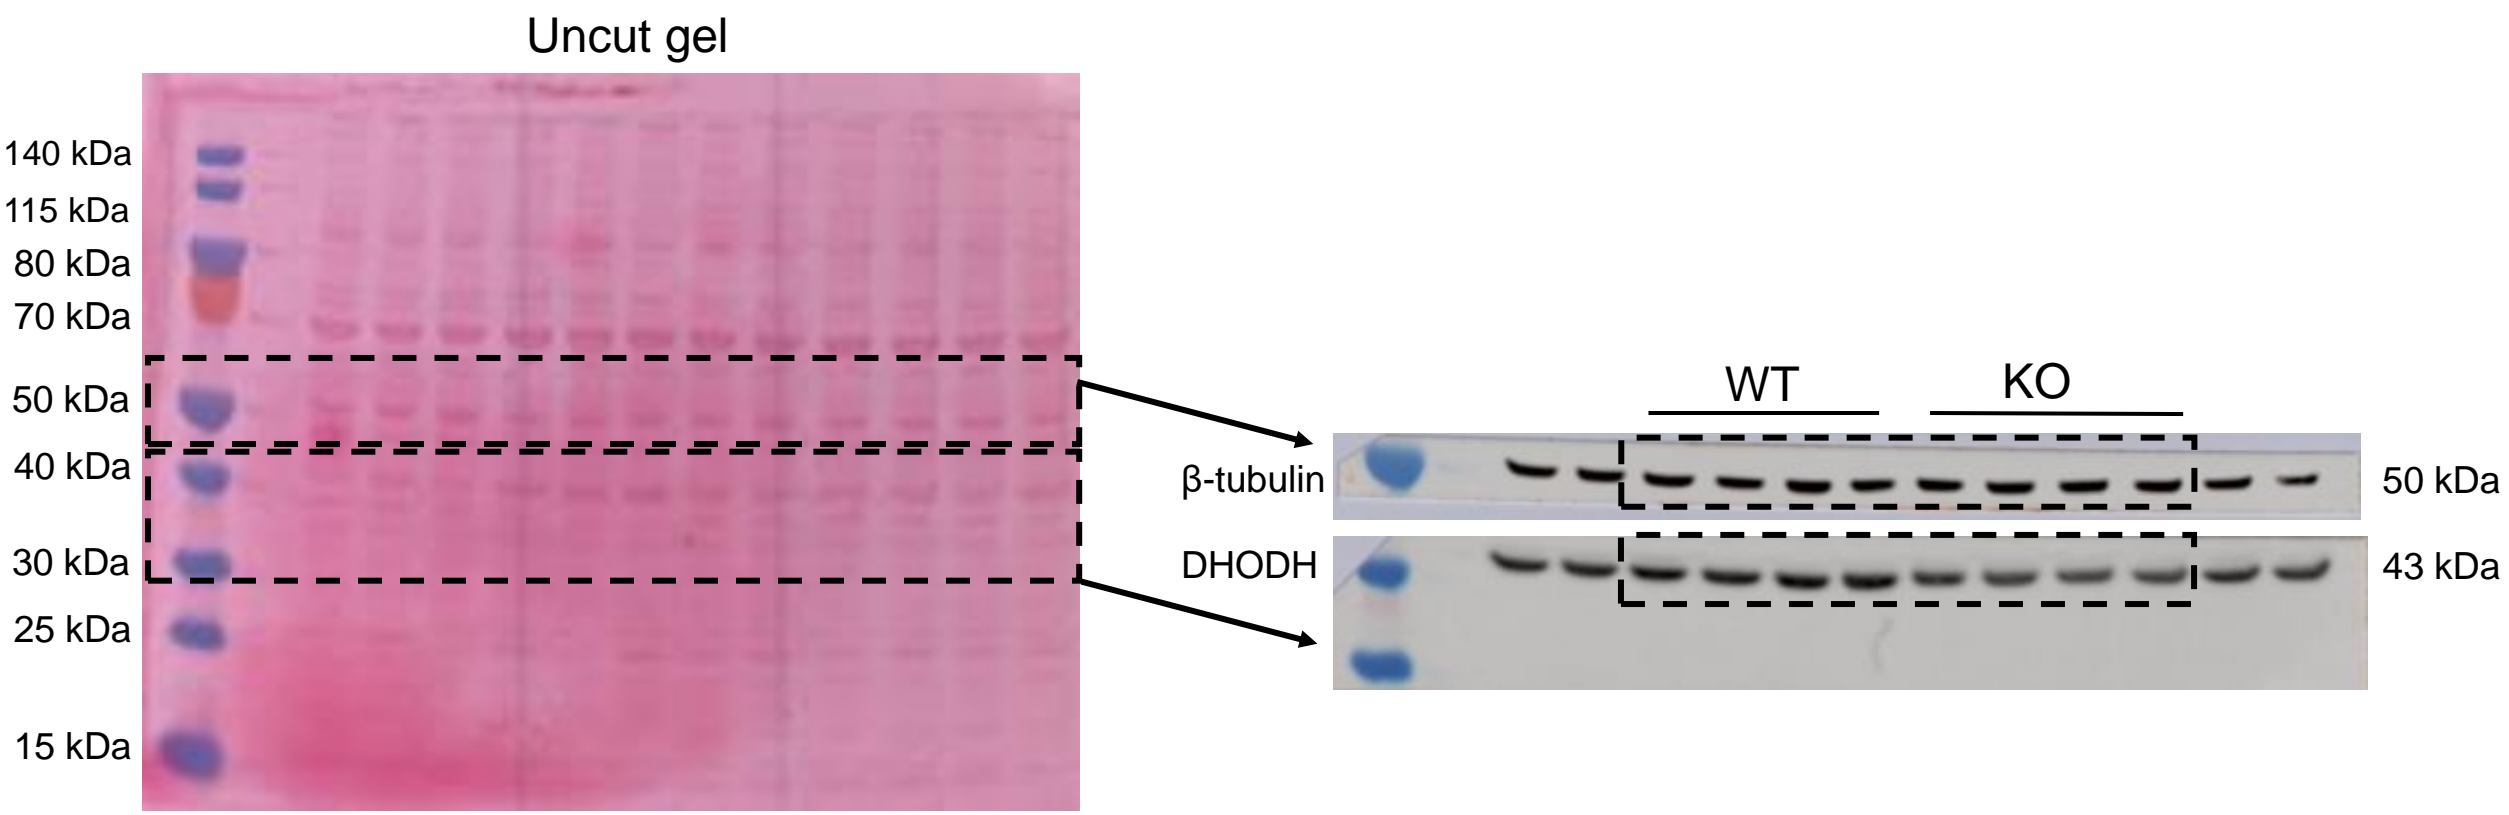

Figure 8C

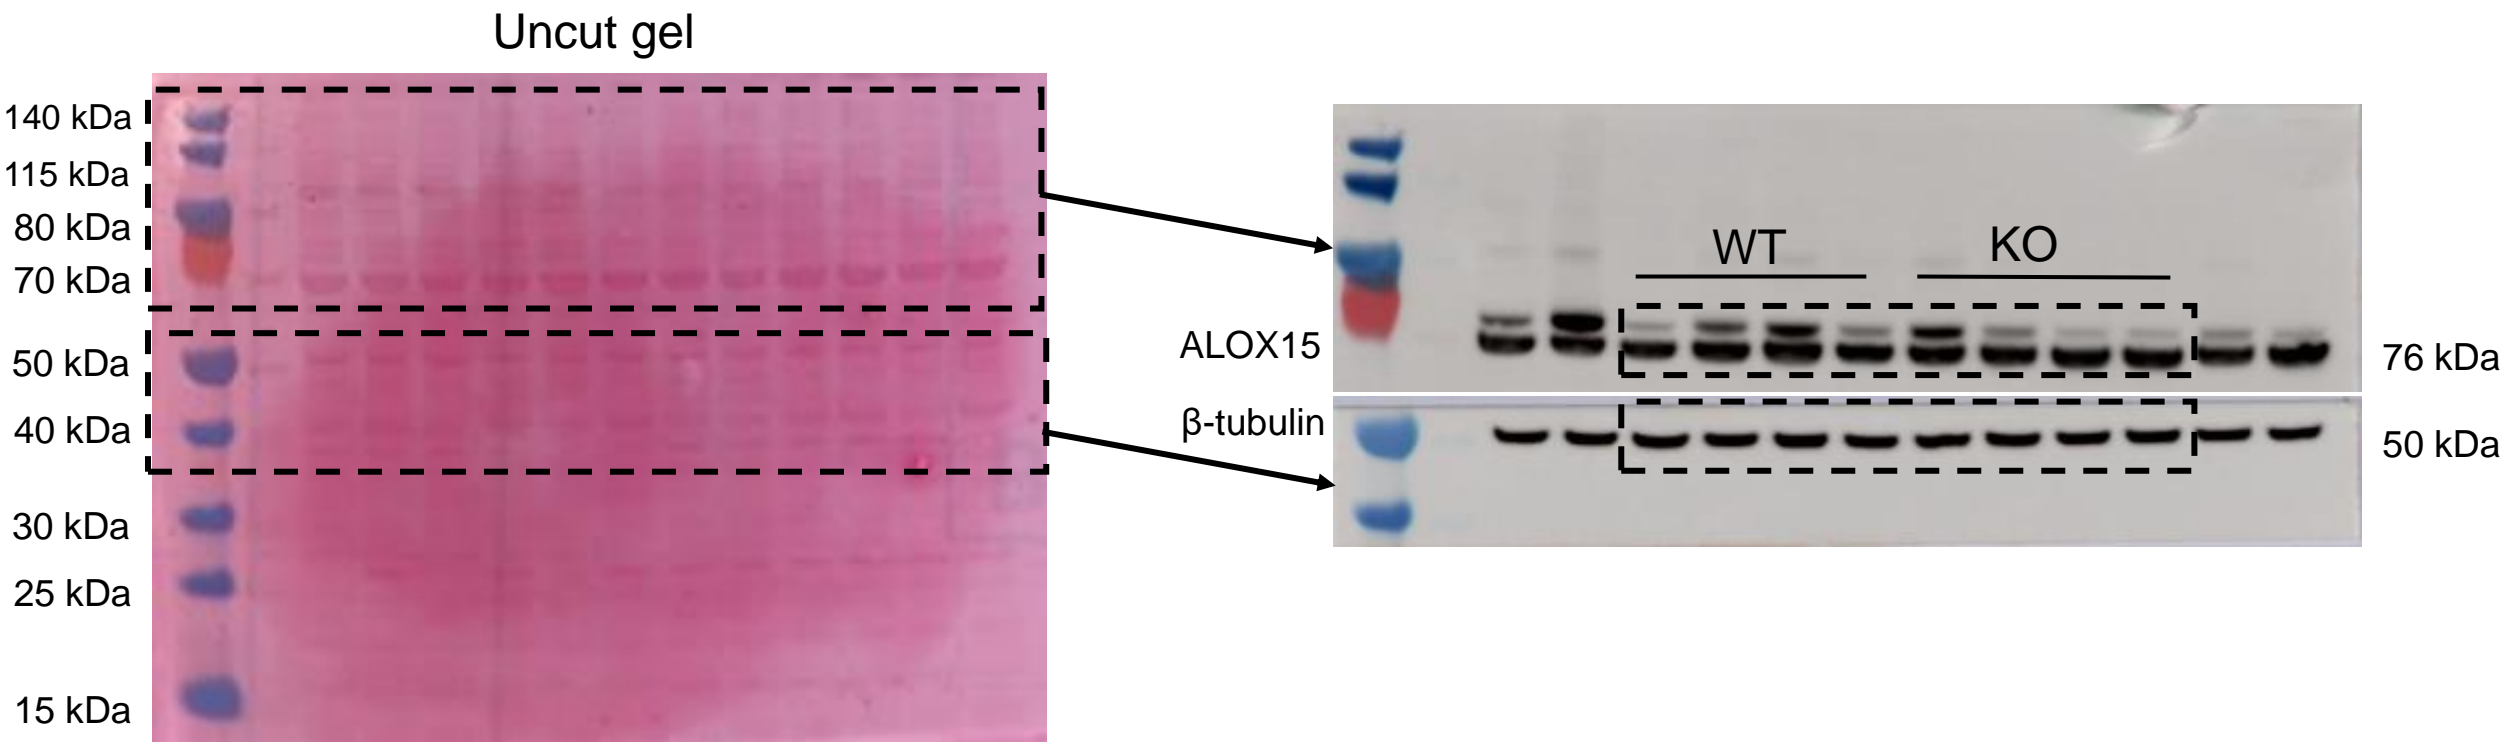

Figure 8C

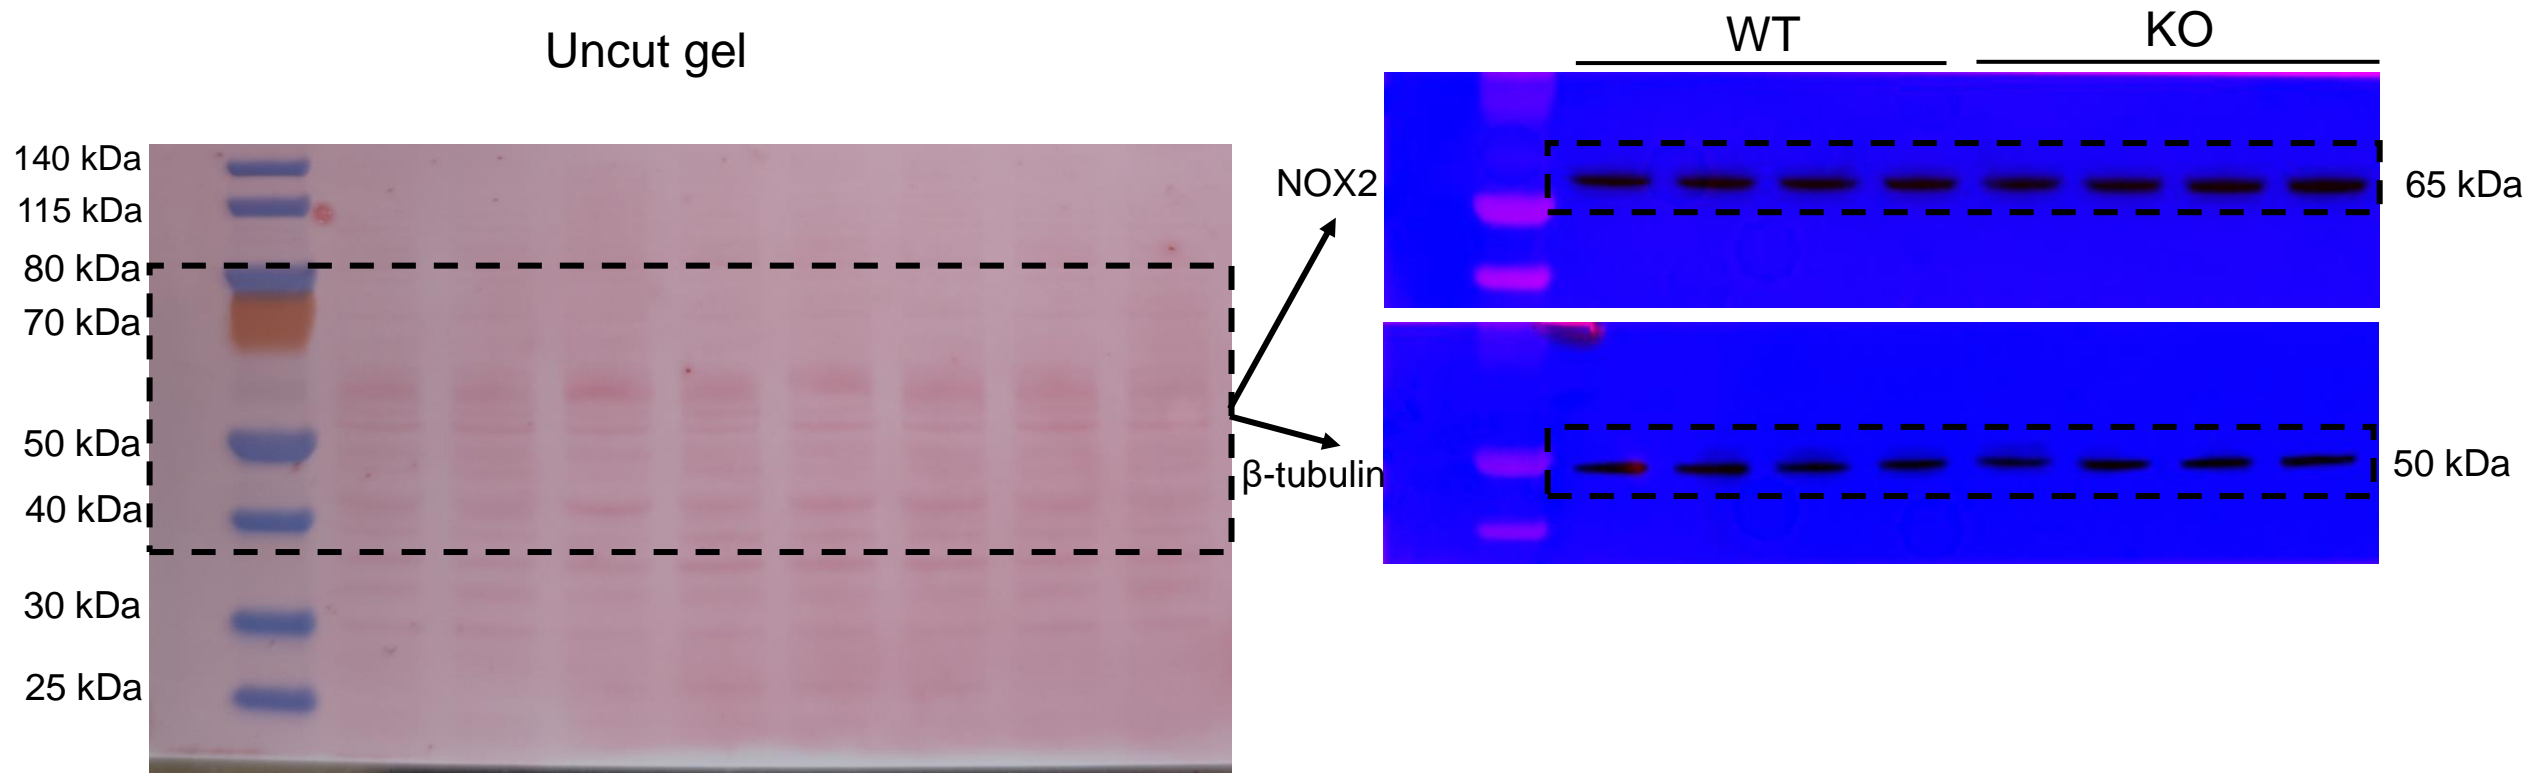

Figure 8C

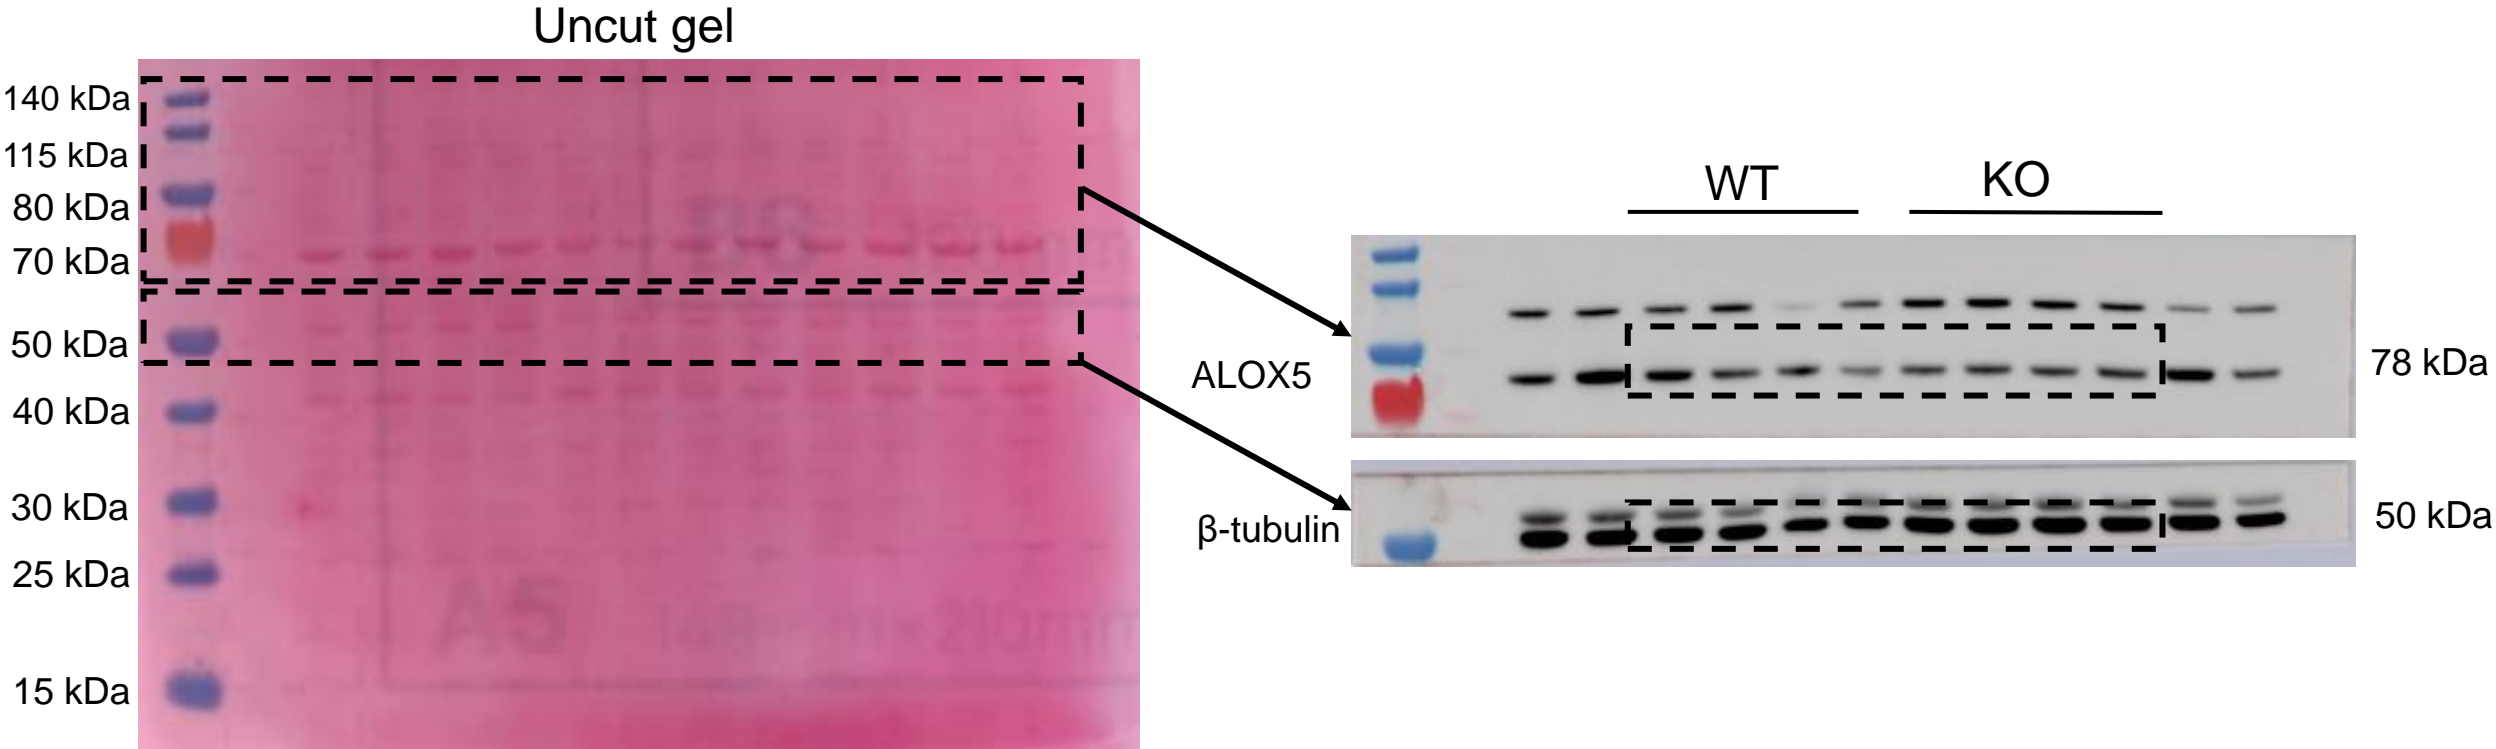

Figure 8F

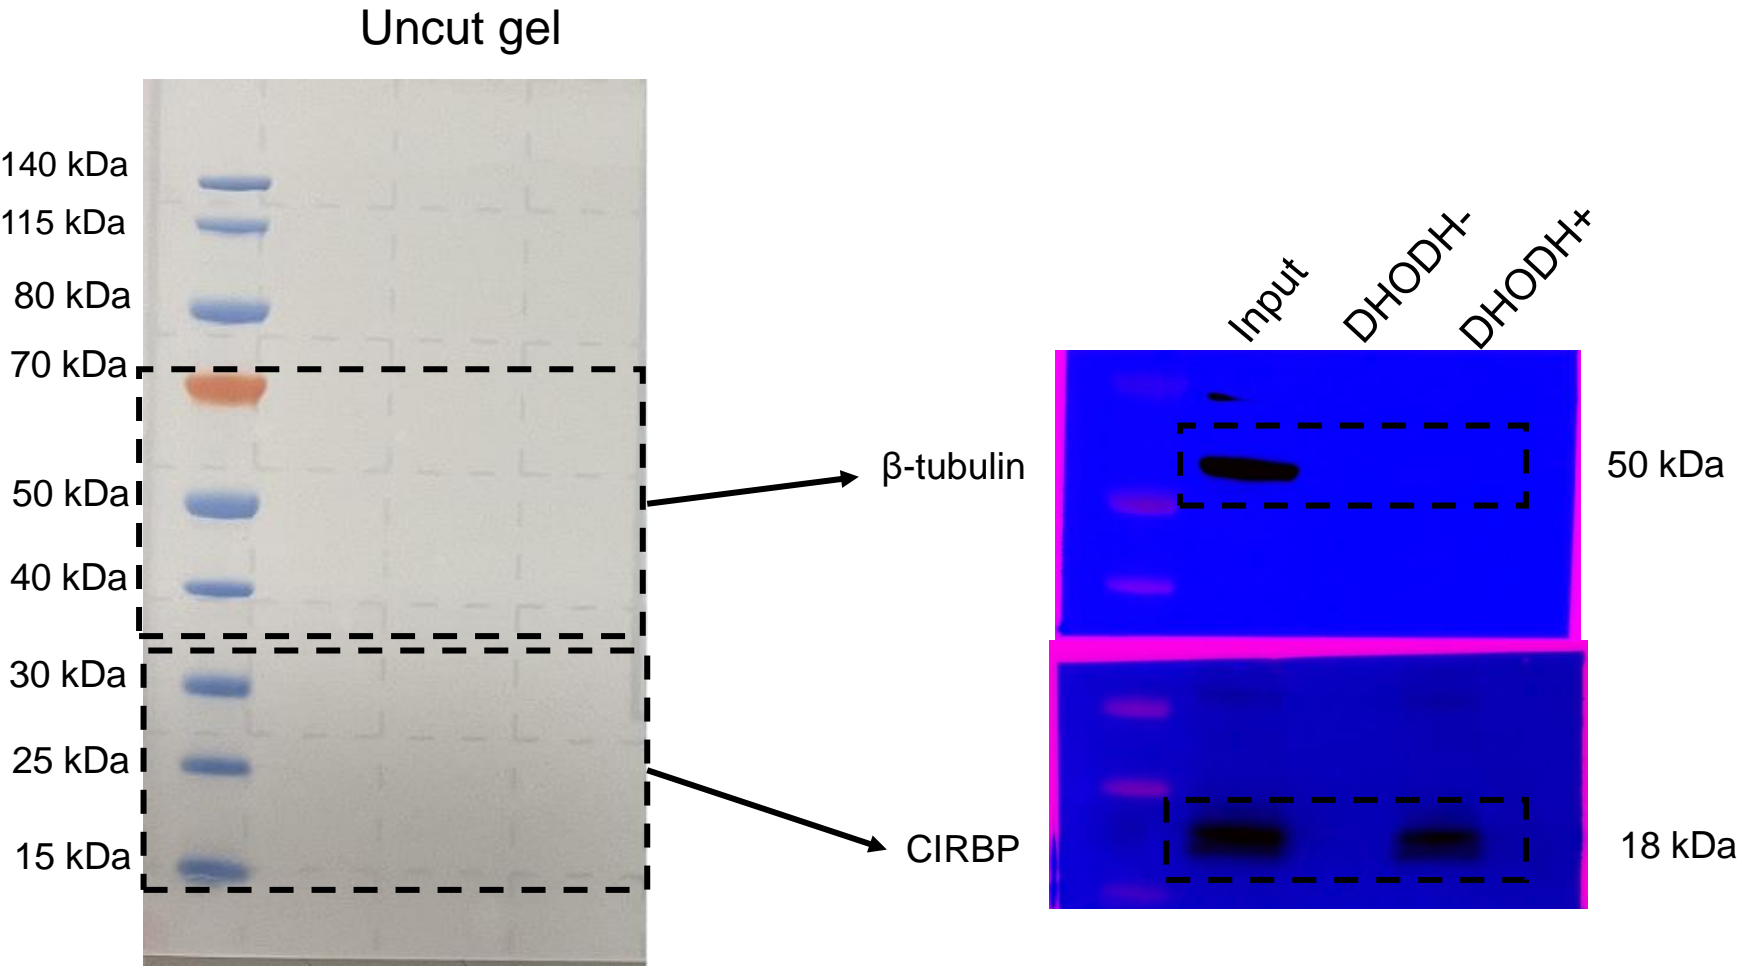

Figure 8I

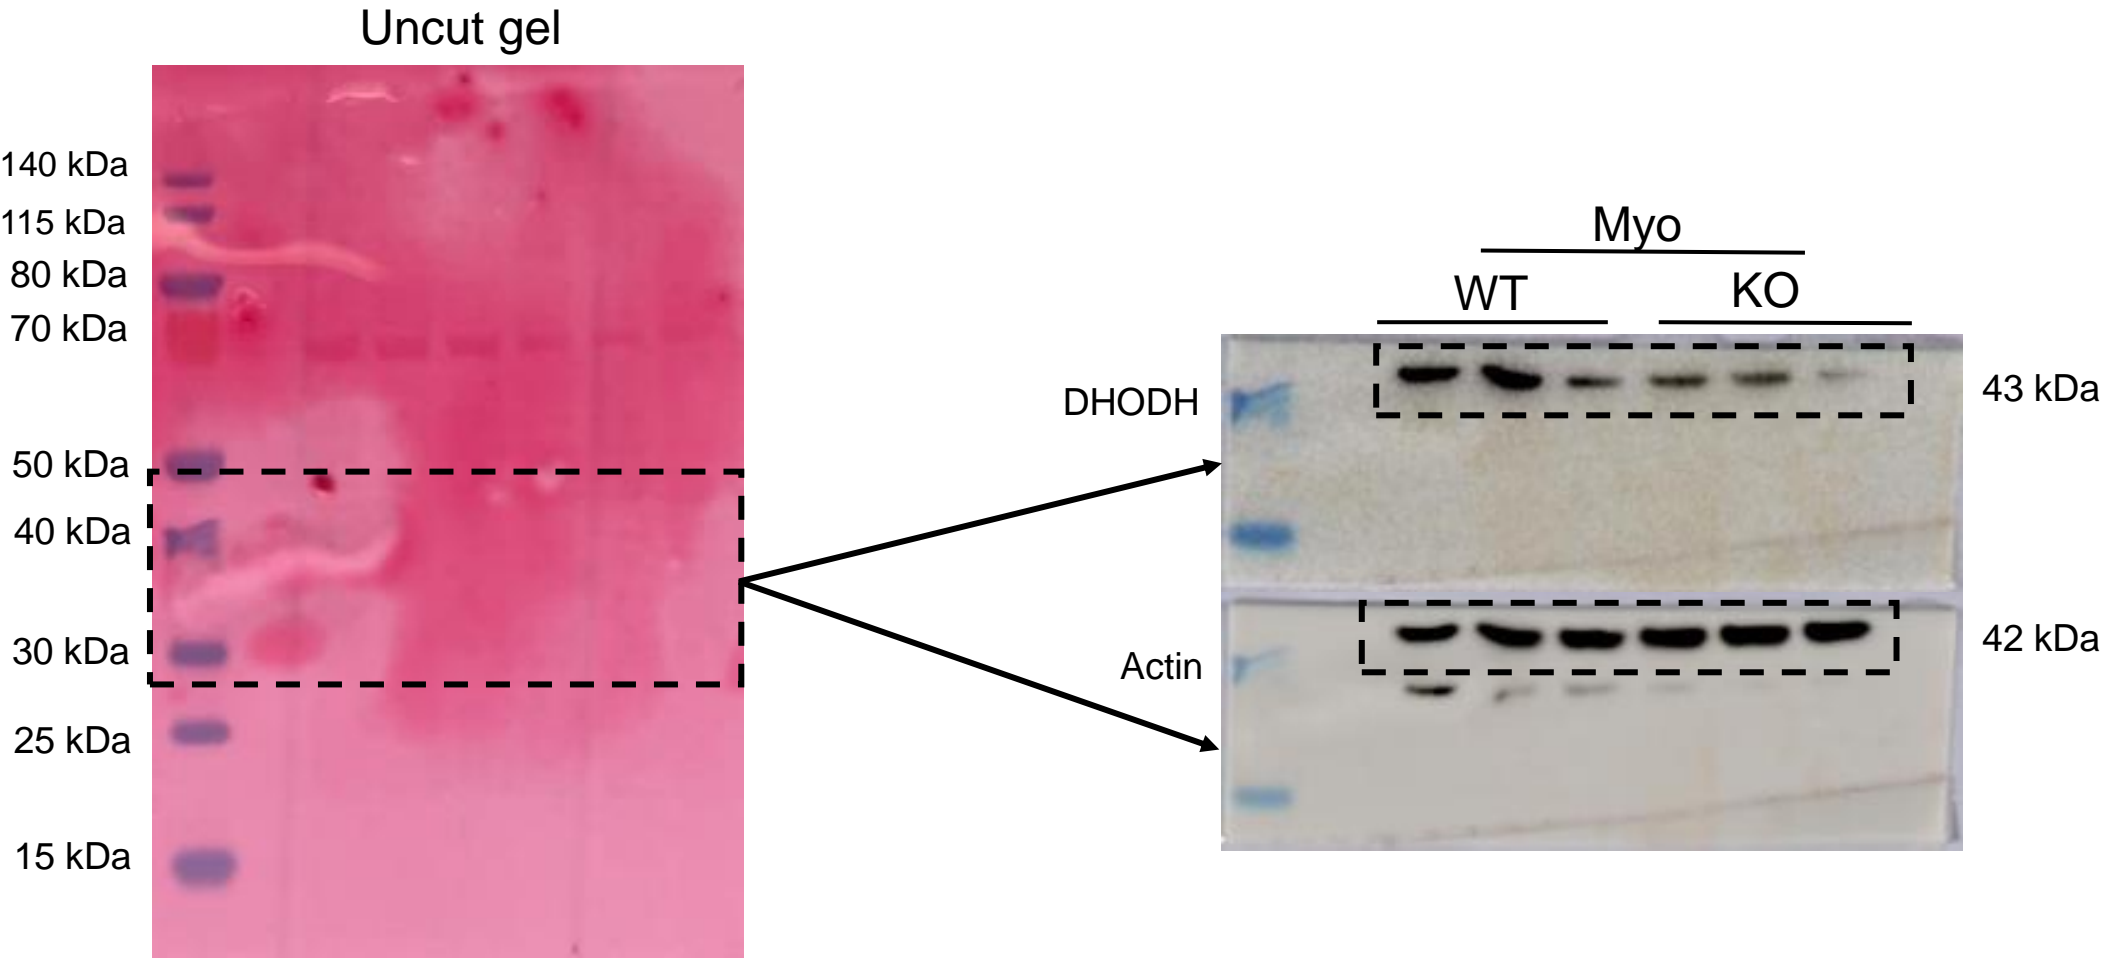

Figure 8K

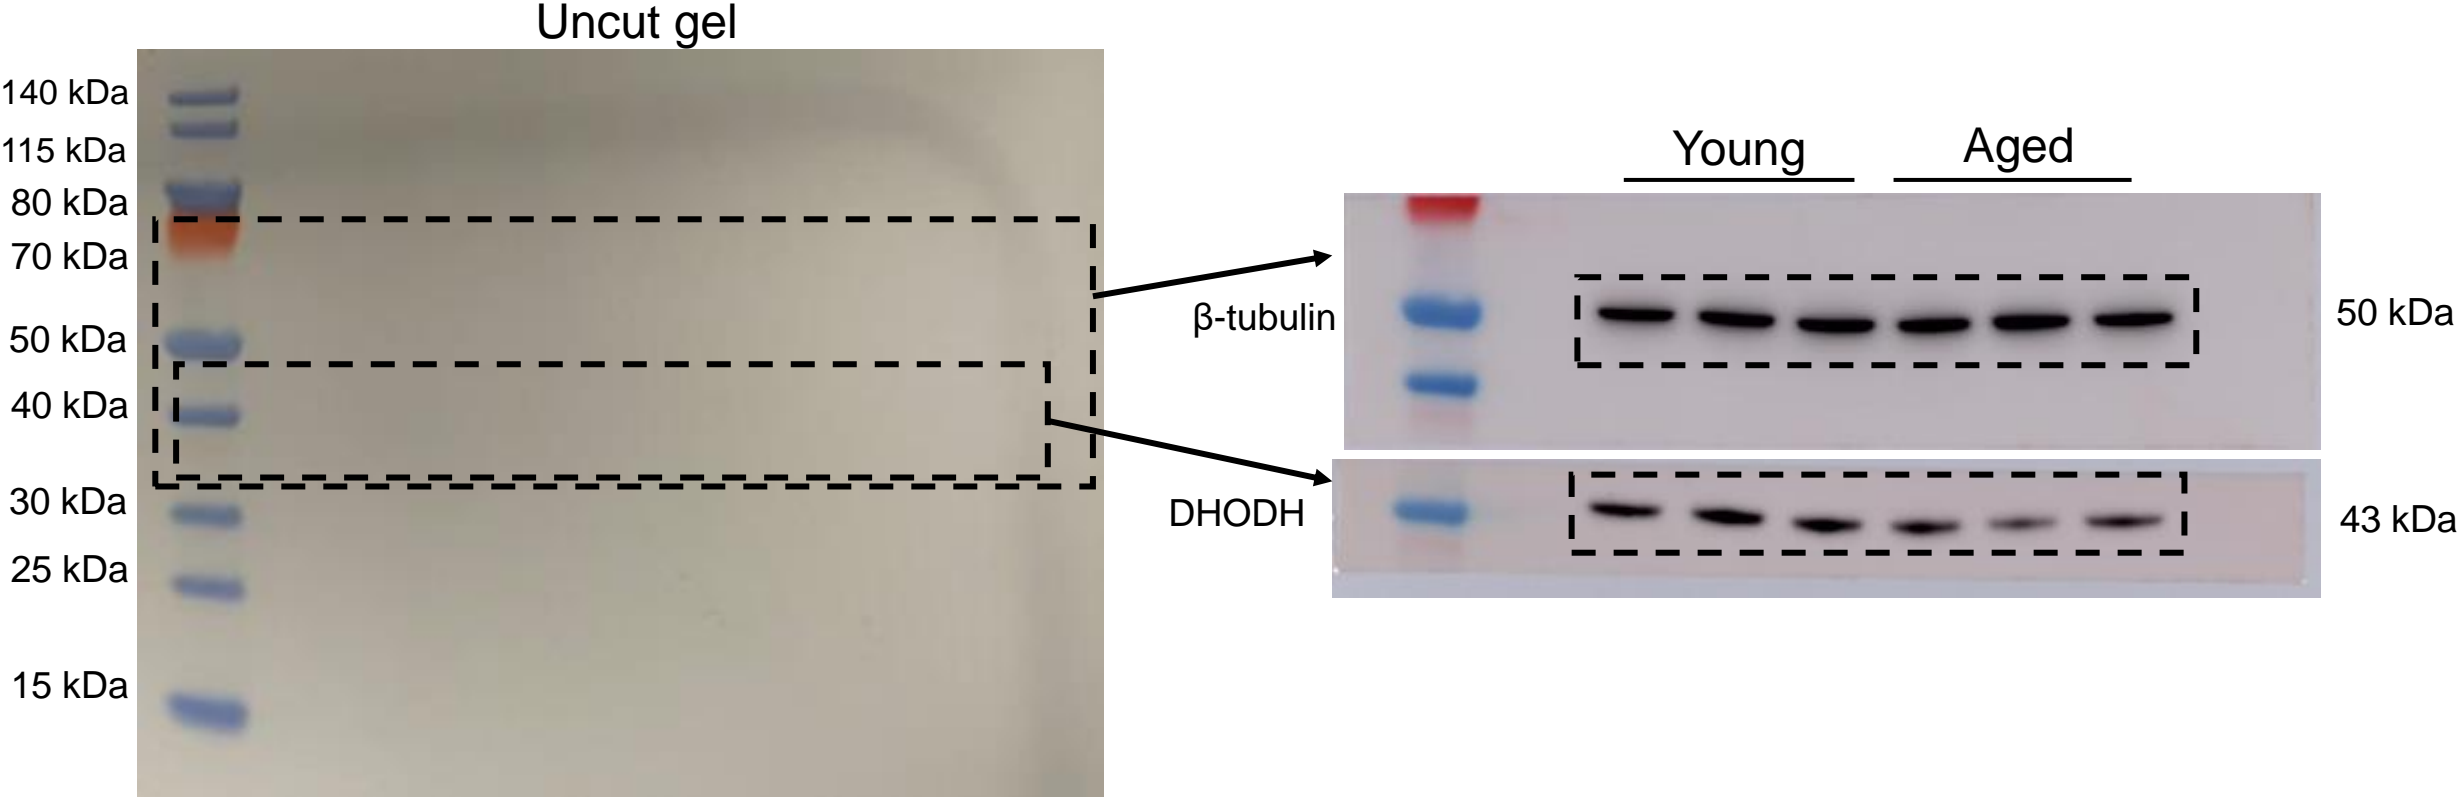

Figure 9B

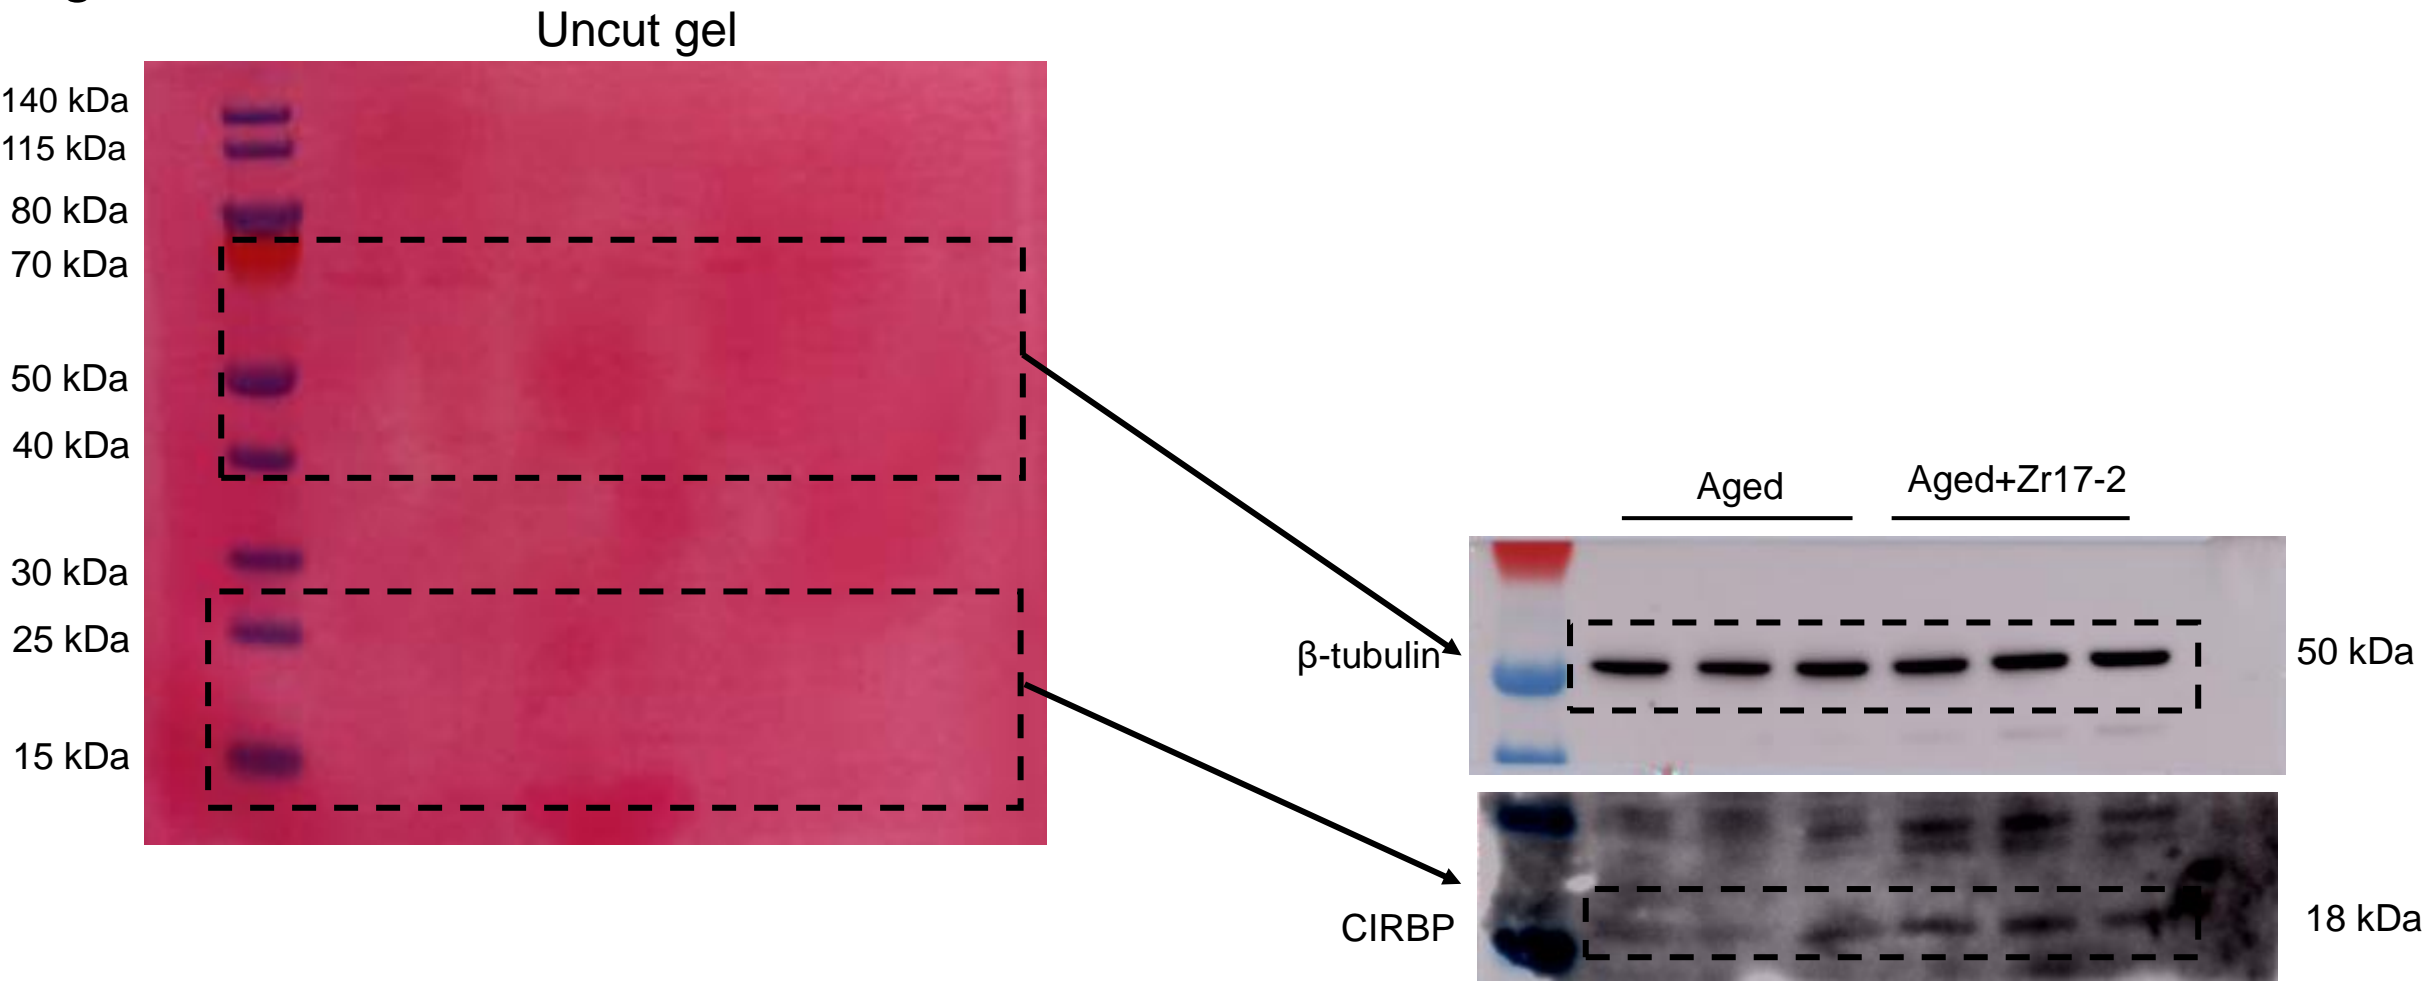

Figure 9I

Uncut gel

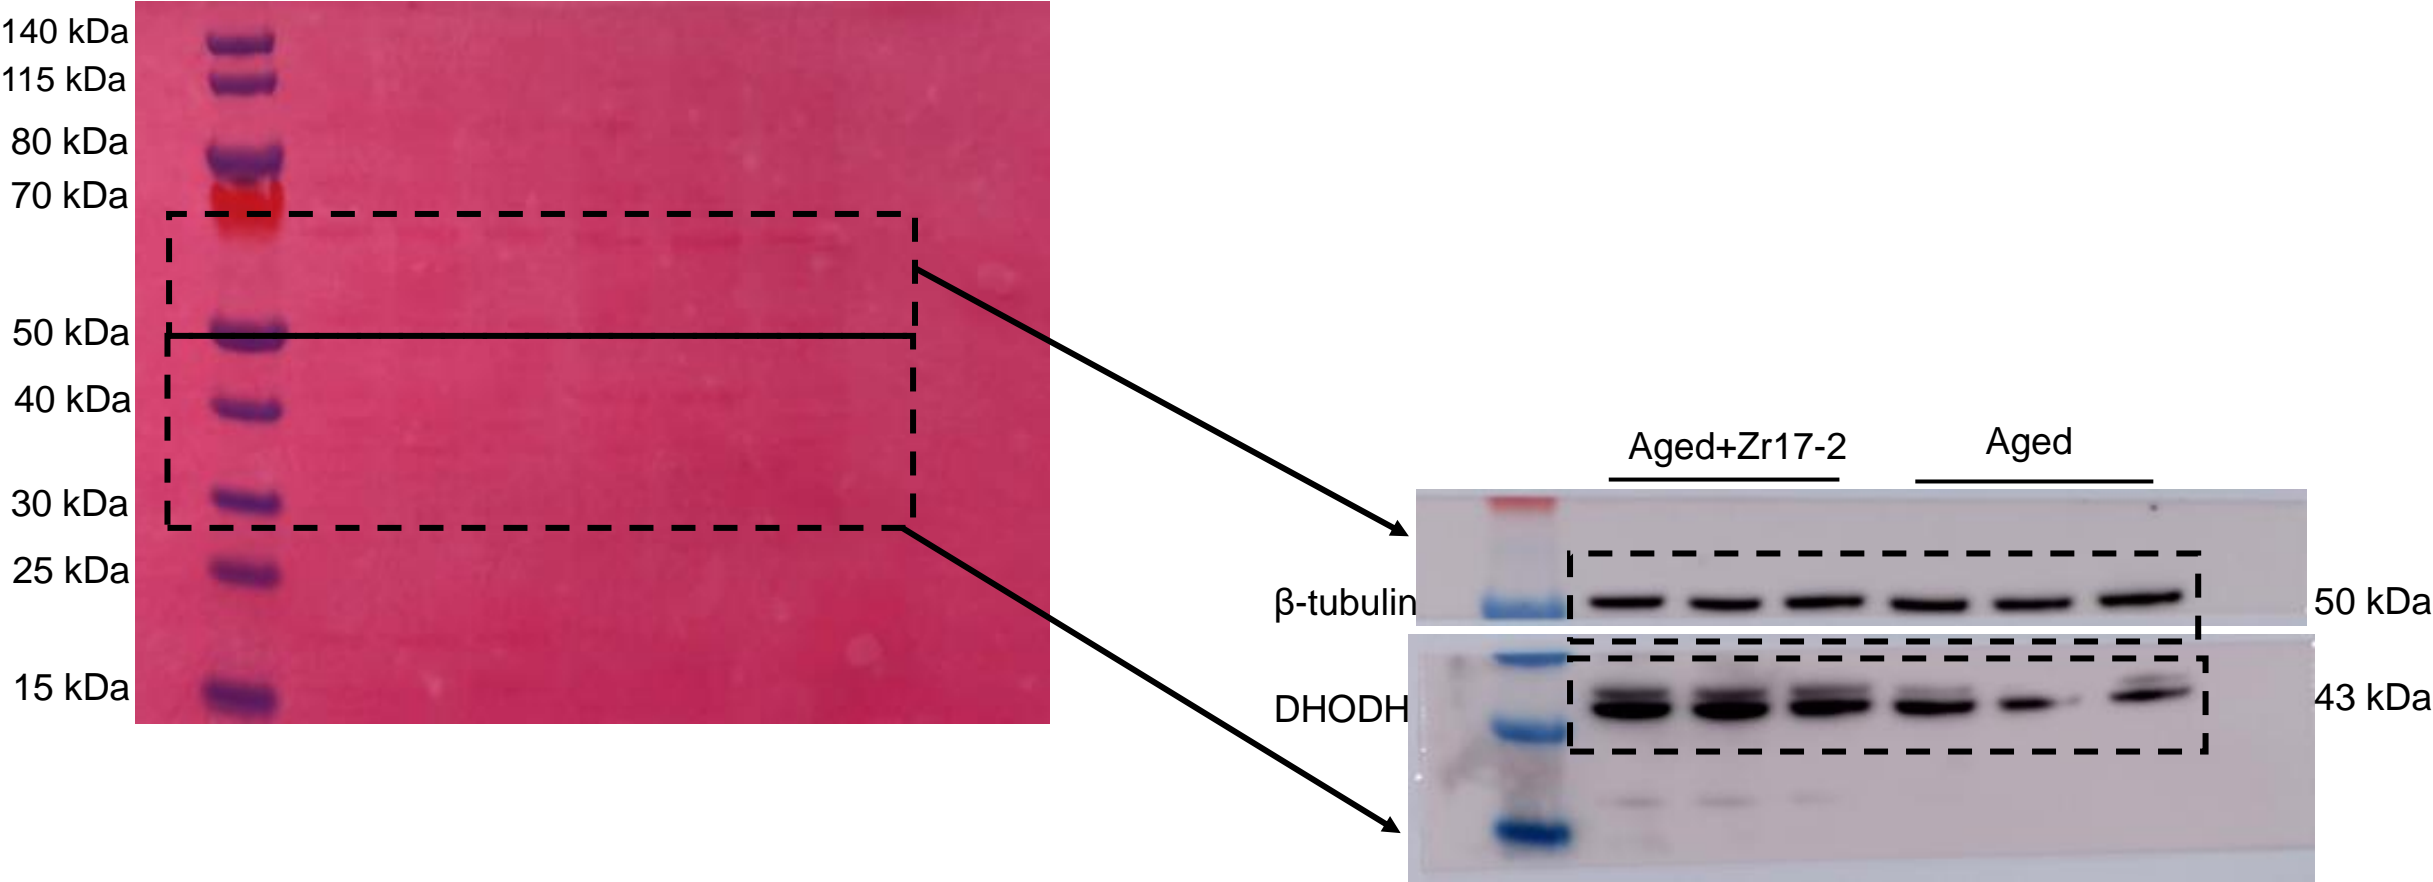

Figure 9N

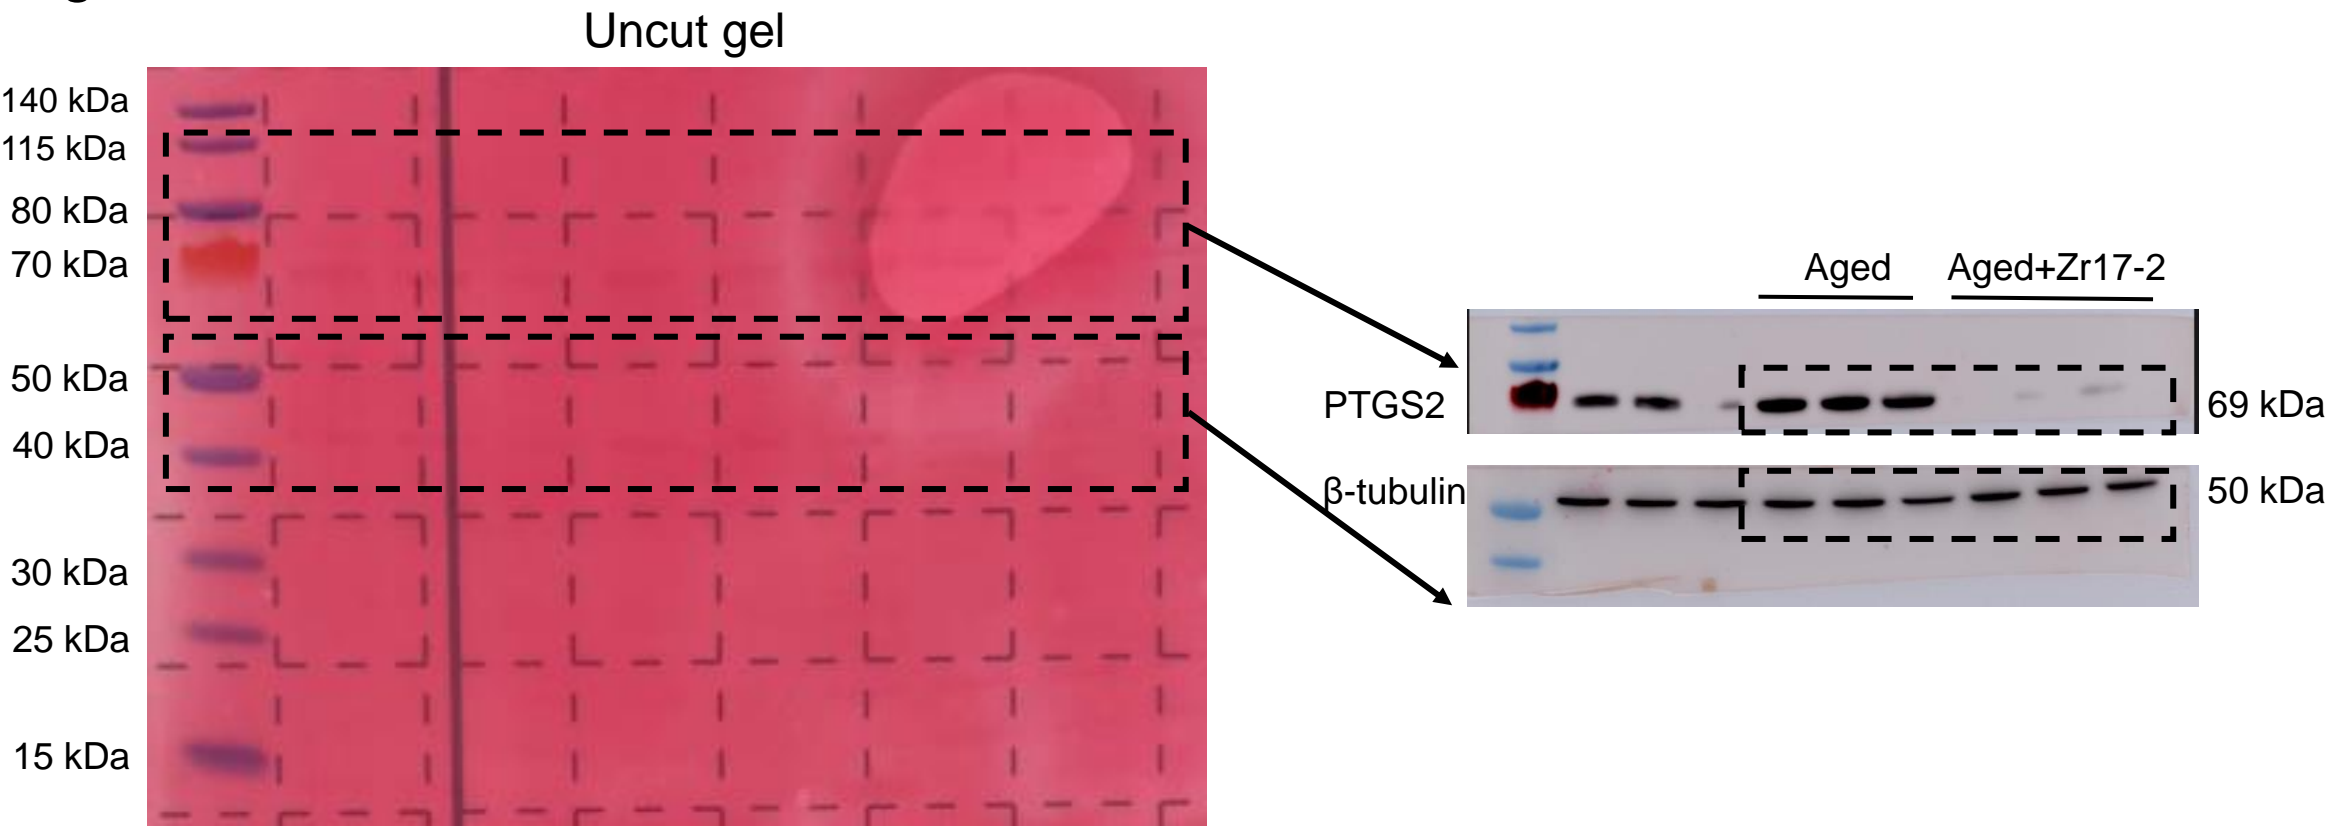

Figure S6B

Uncut gel

140 kDa  
115 kDa  
80 kDa  
70 kDa  
50 kDa  
40 kDa  
30 kDa  
25 kDa  
15 kDa

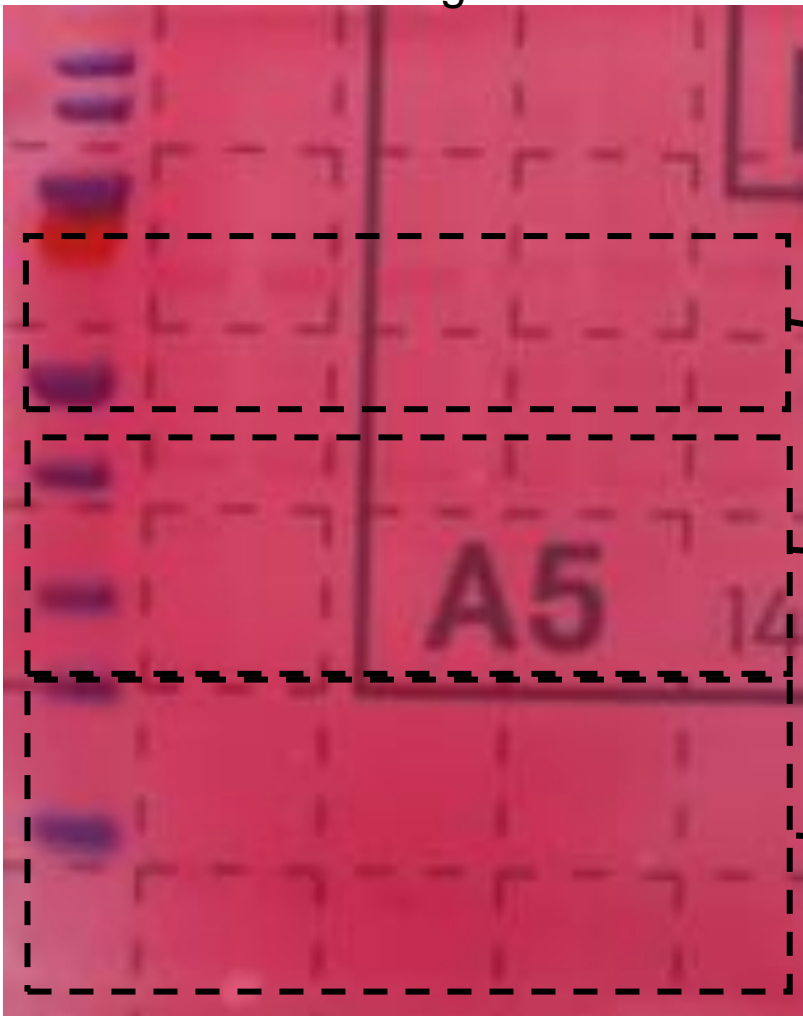

$\beta$ -tubulin

Caspase-3

Cleaved  
Caspase-3

Young      Aged

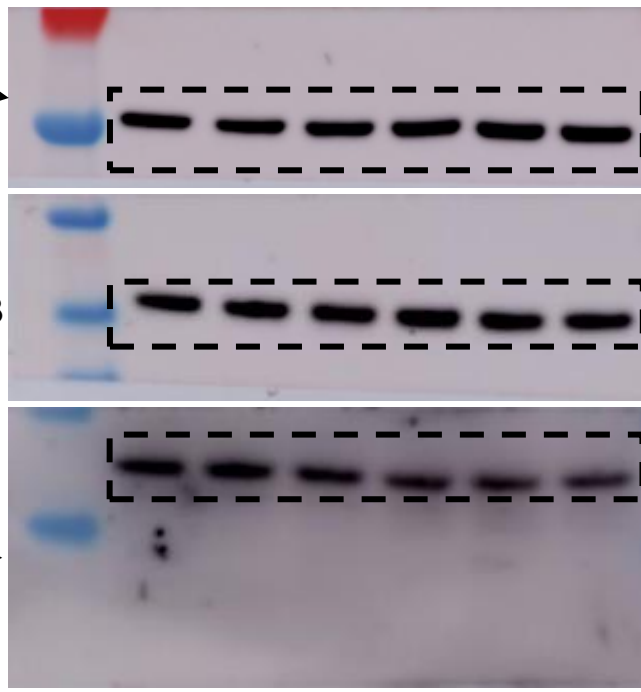

50 kDa

31 kDa

17 kDa

Figure S6D

Uncut gel

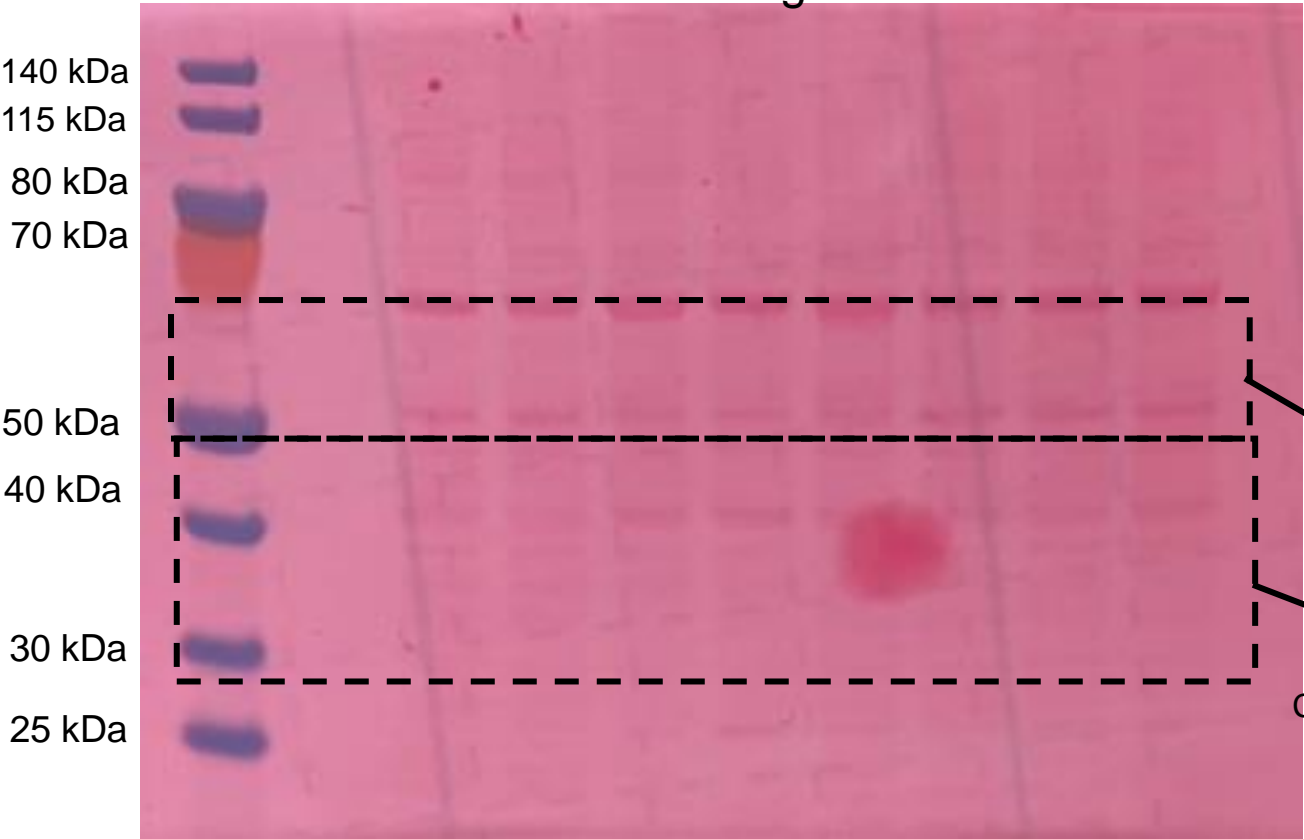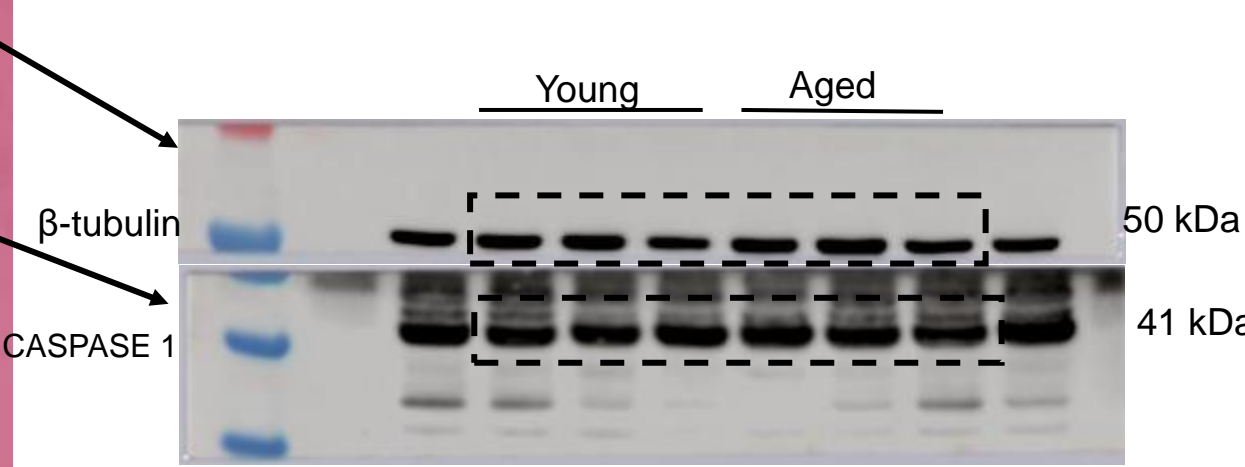

Figure S7J

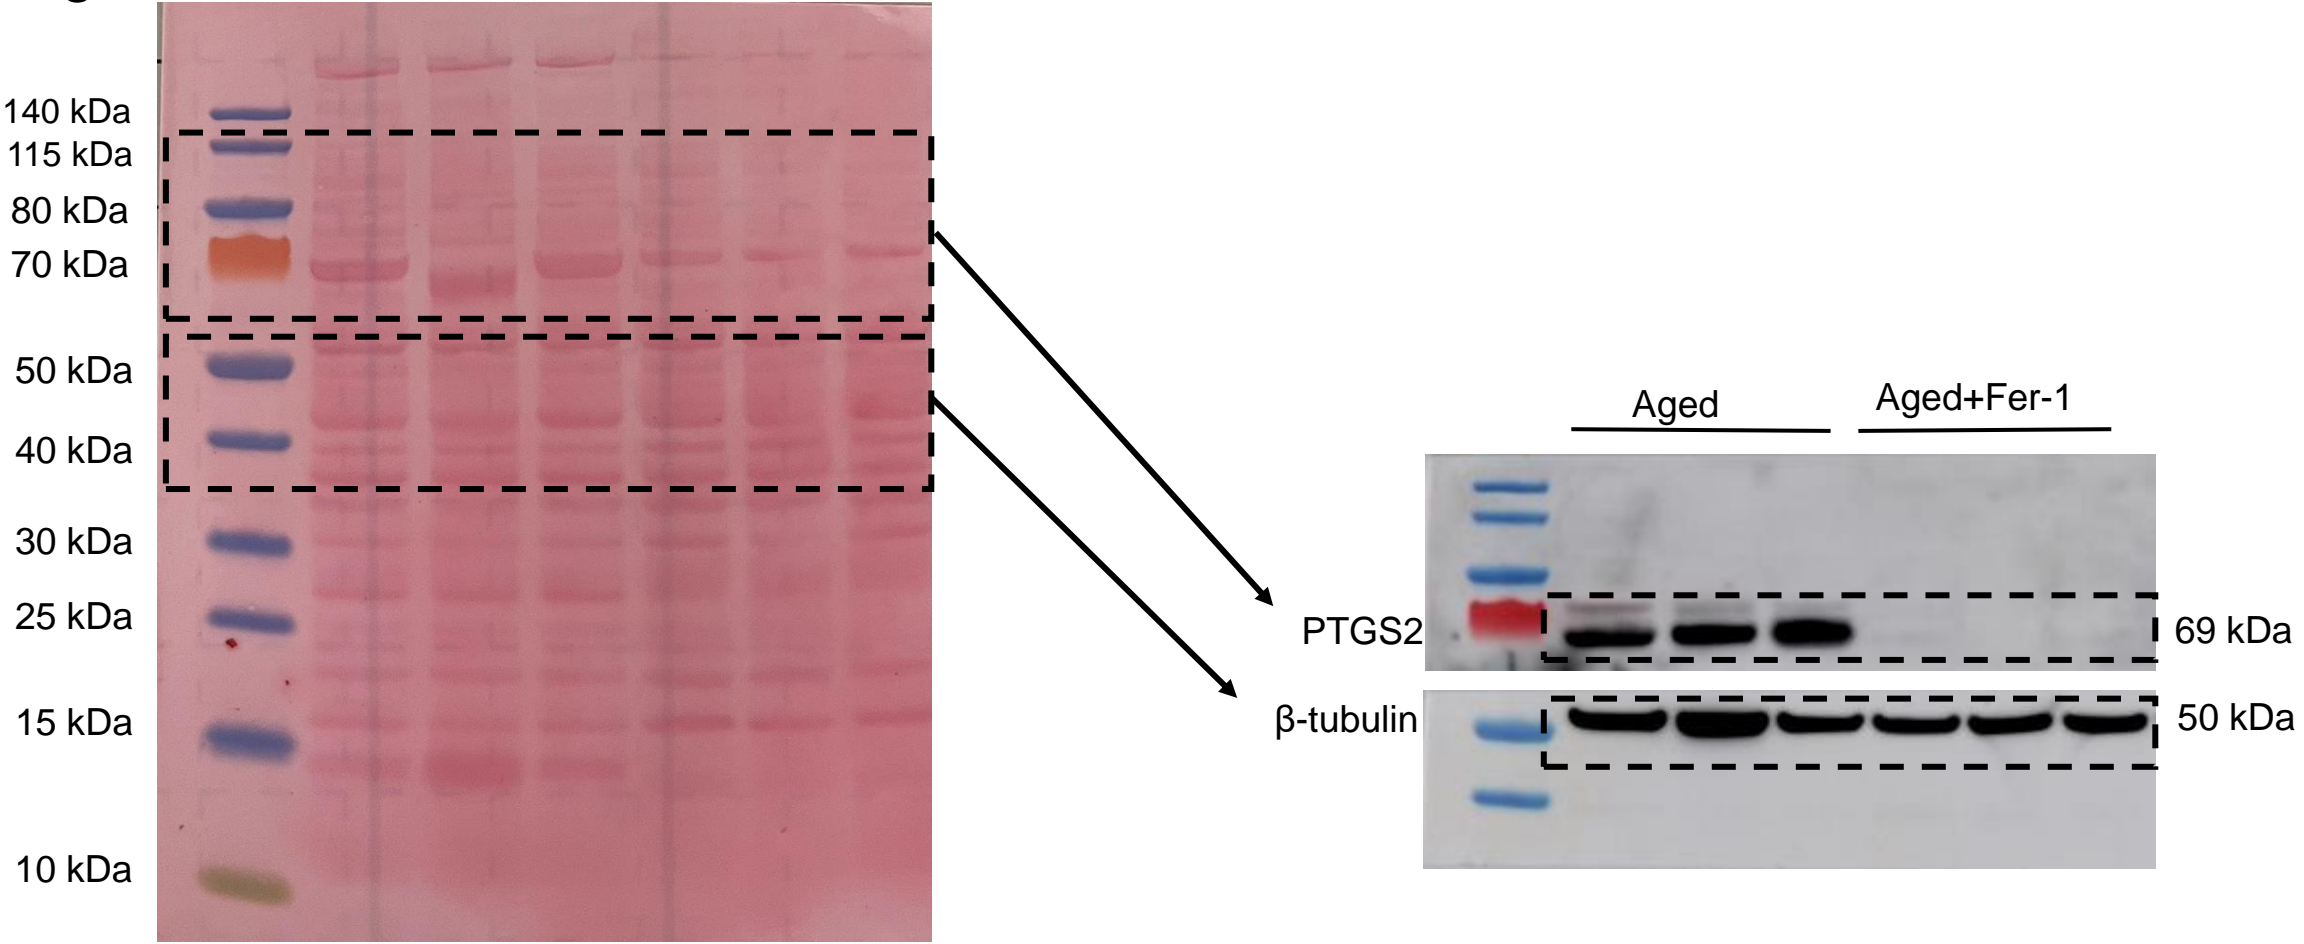

Figure S8B

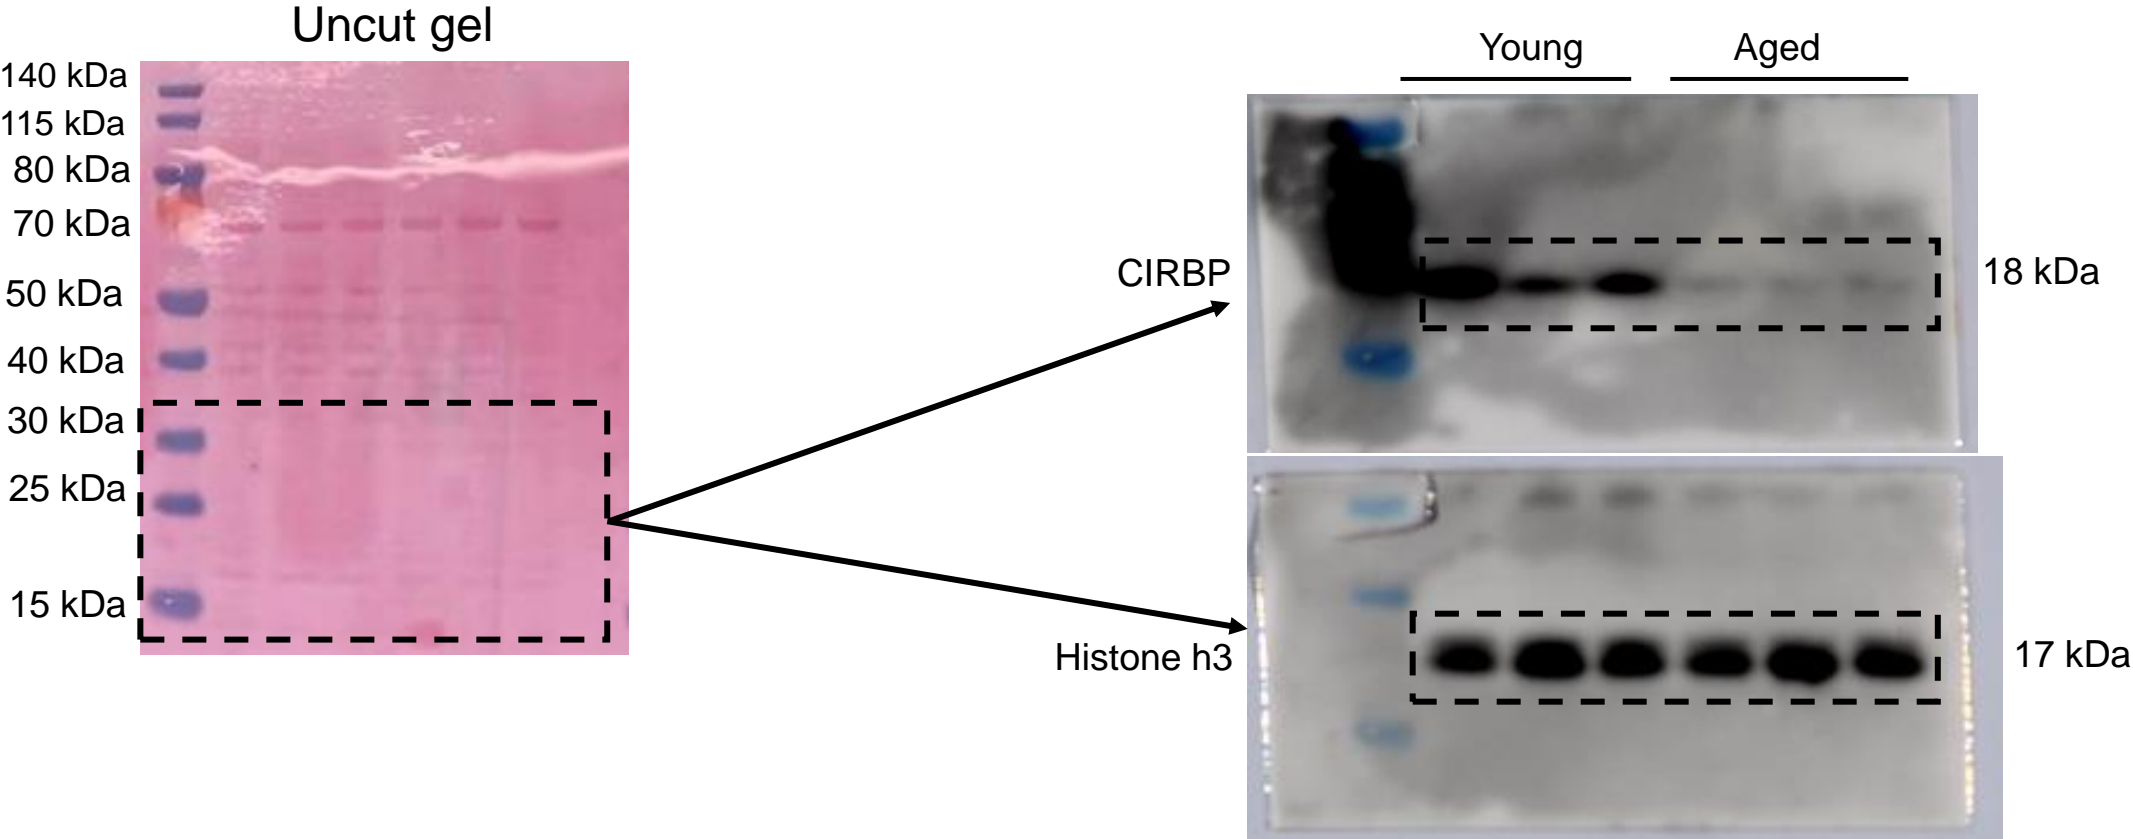

Figure S8D

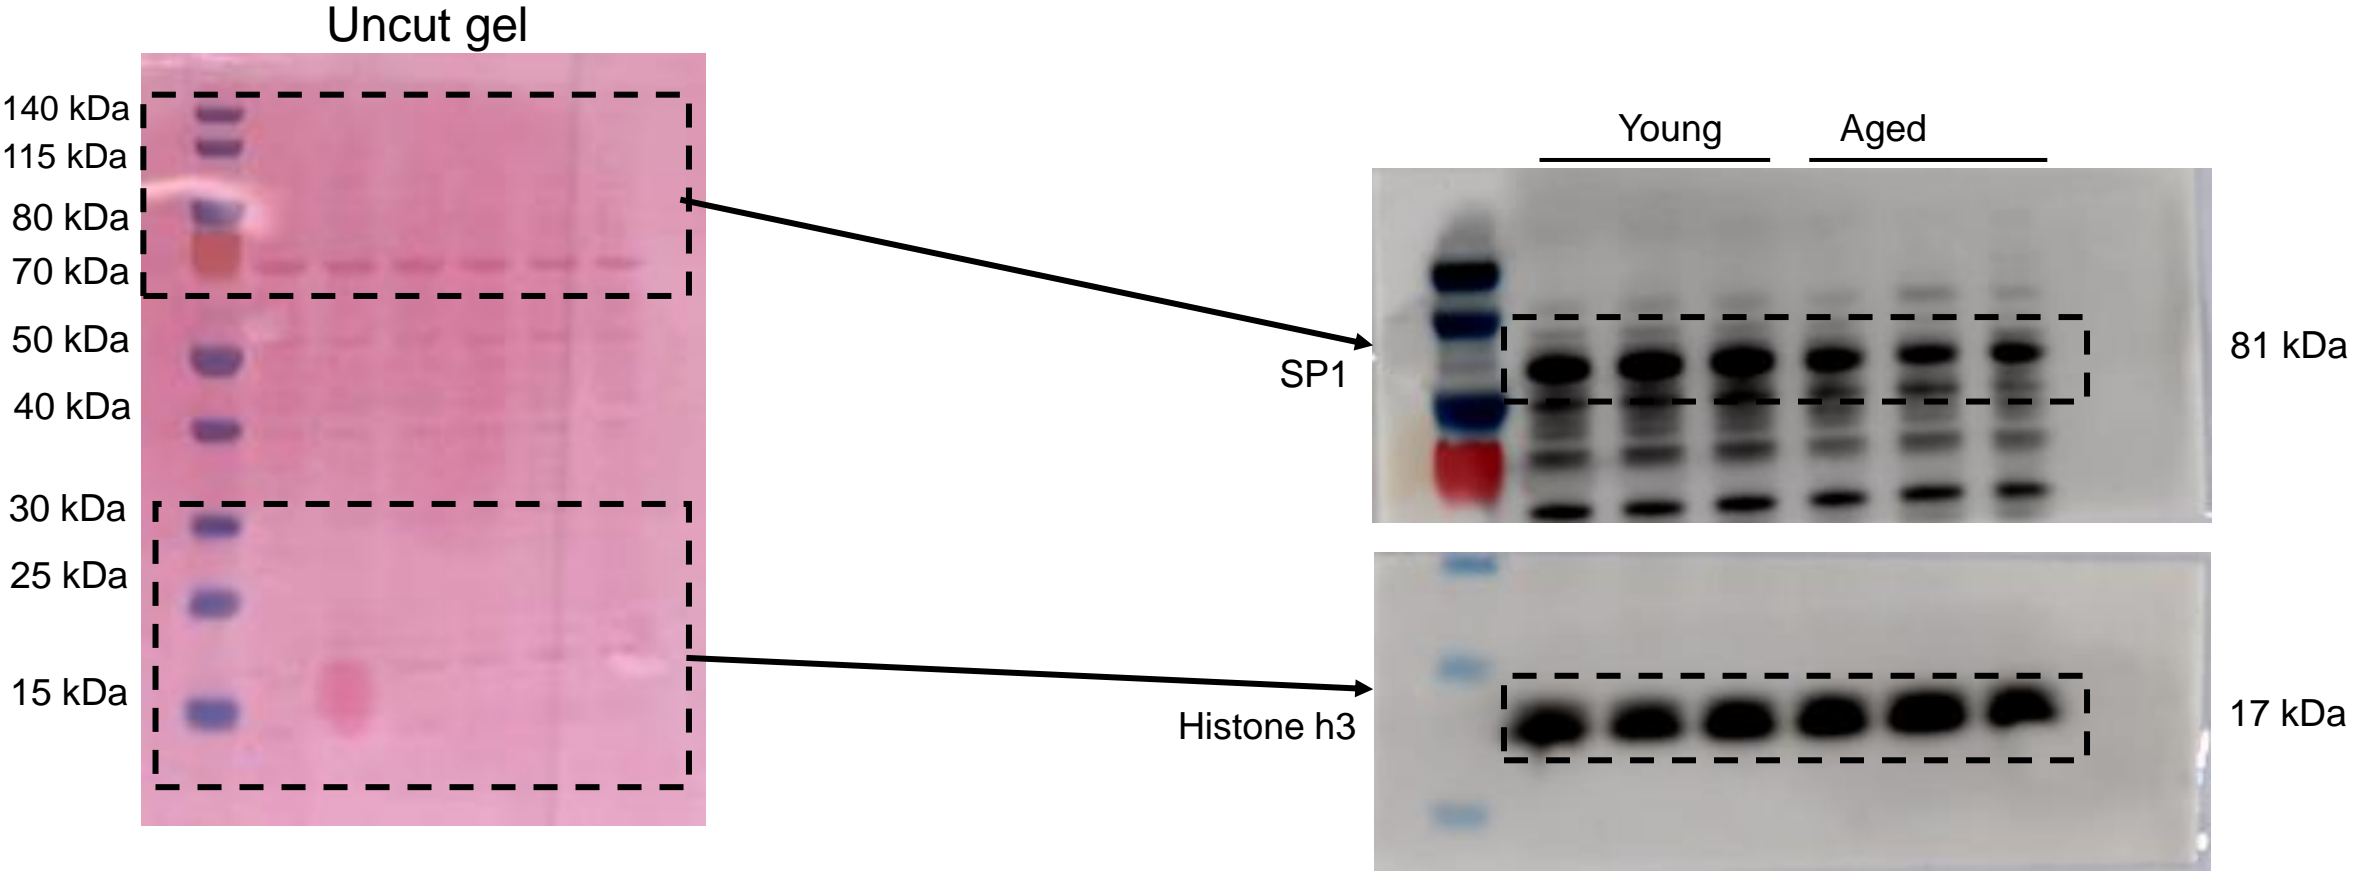

Figure S9B

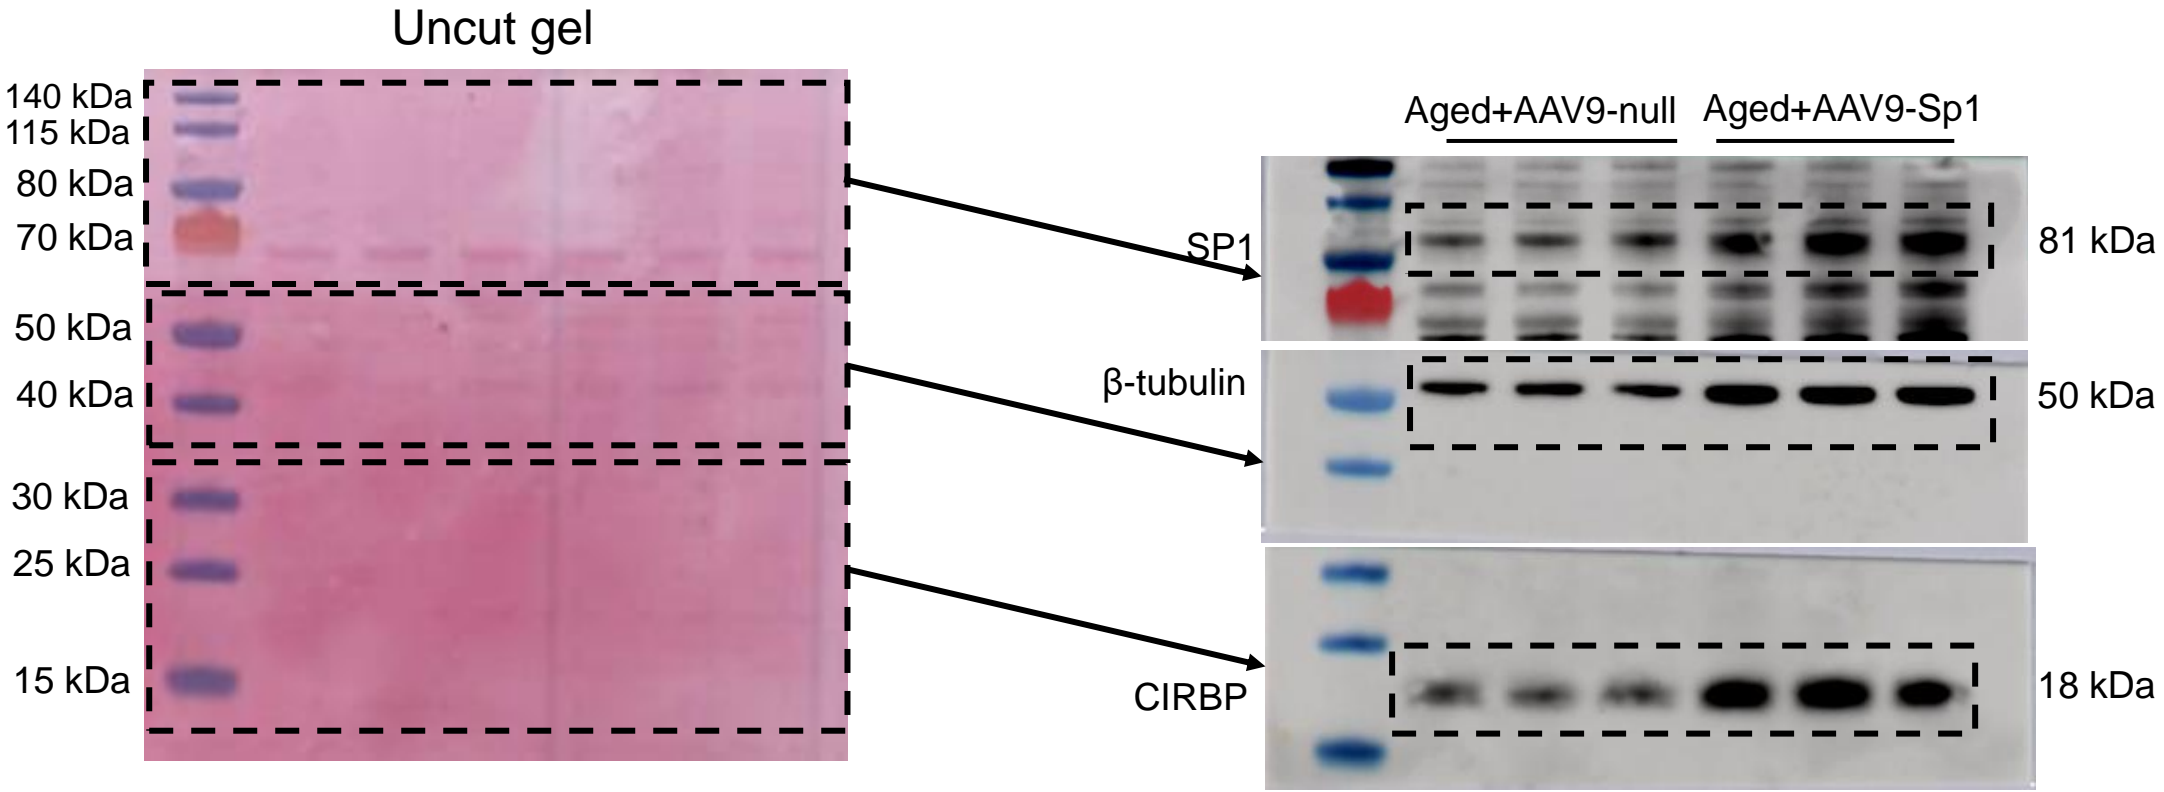

Figure S9K

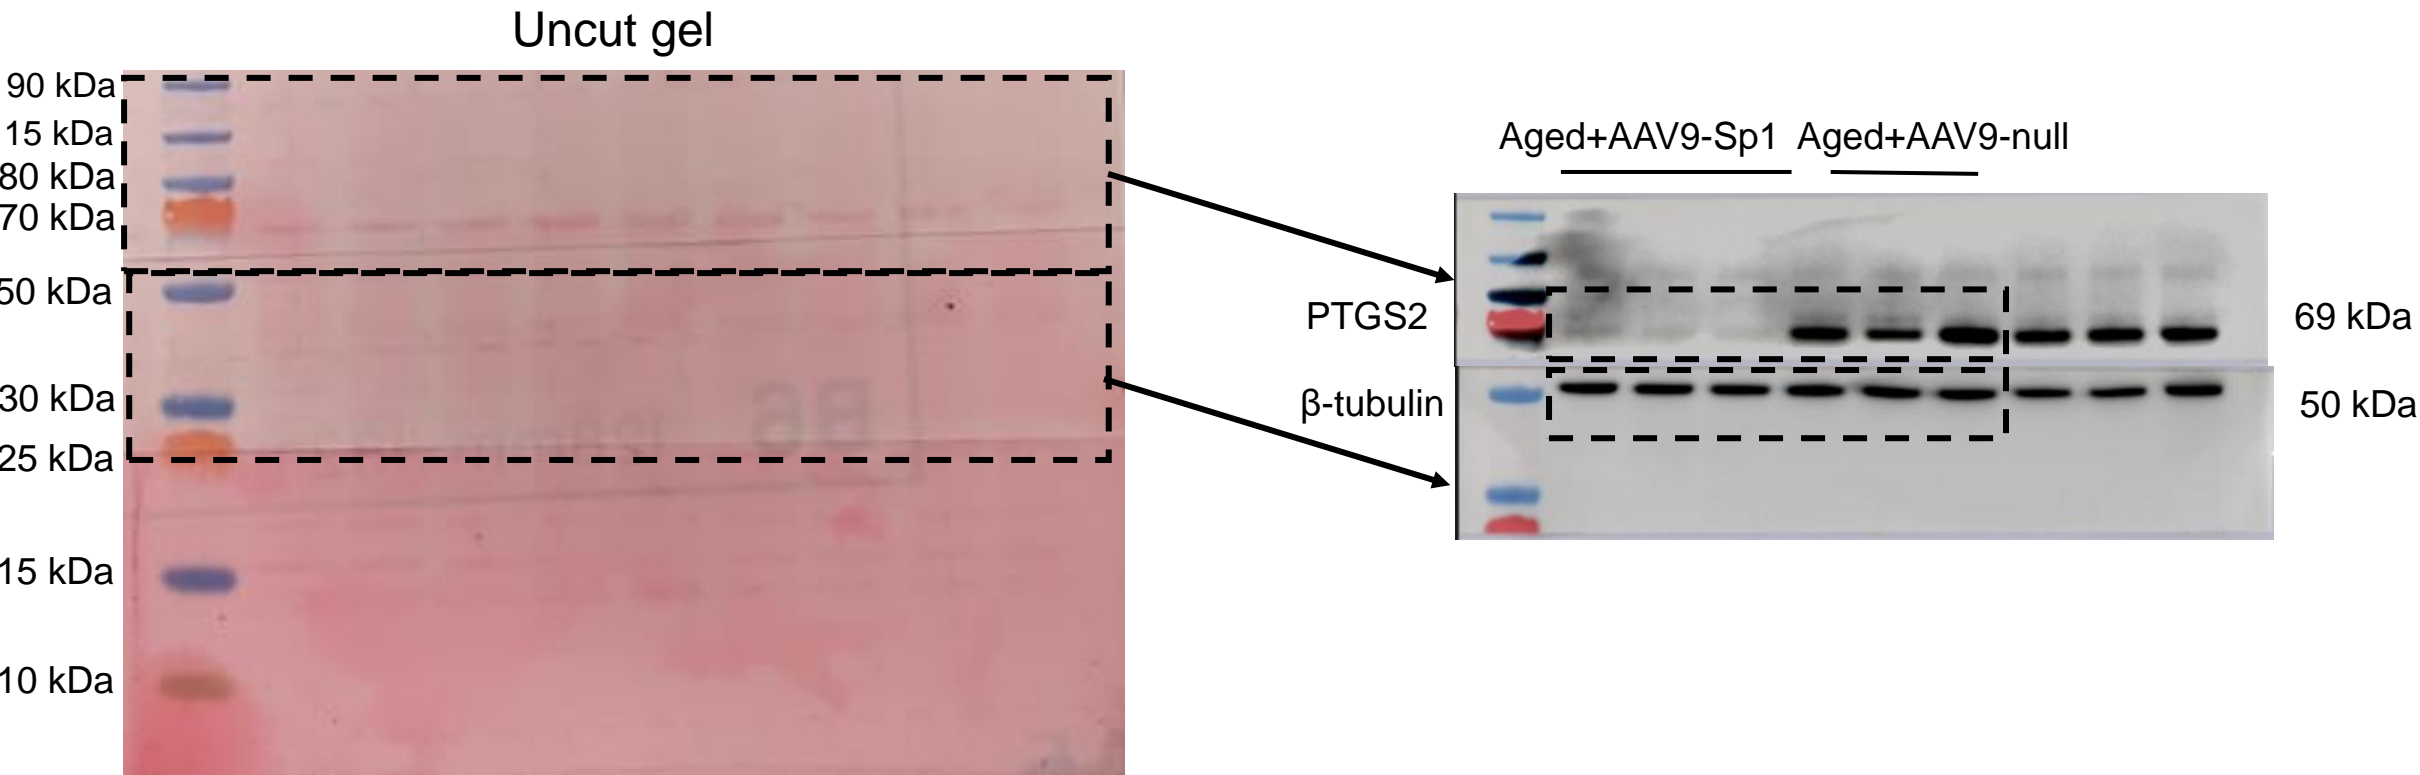

Figure S10

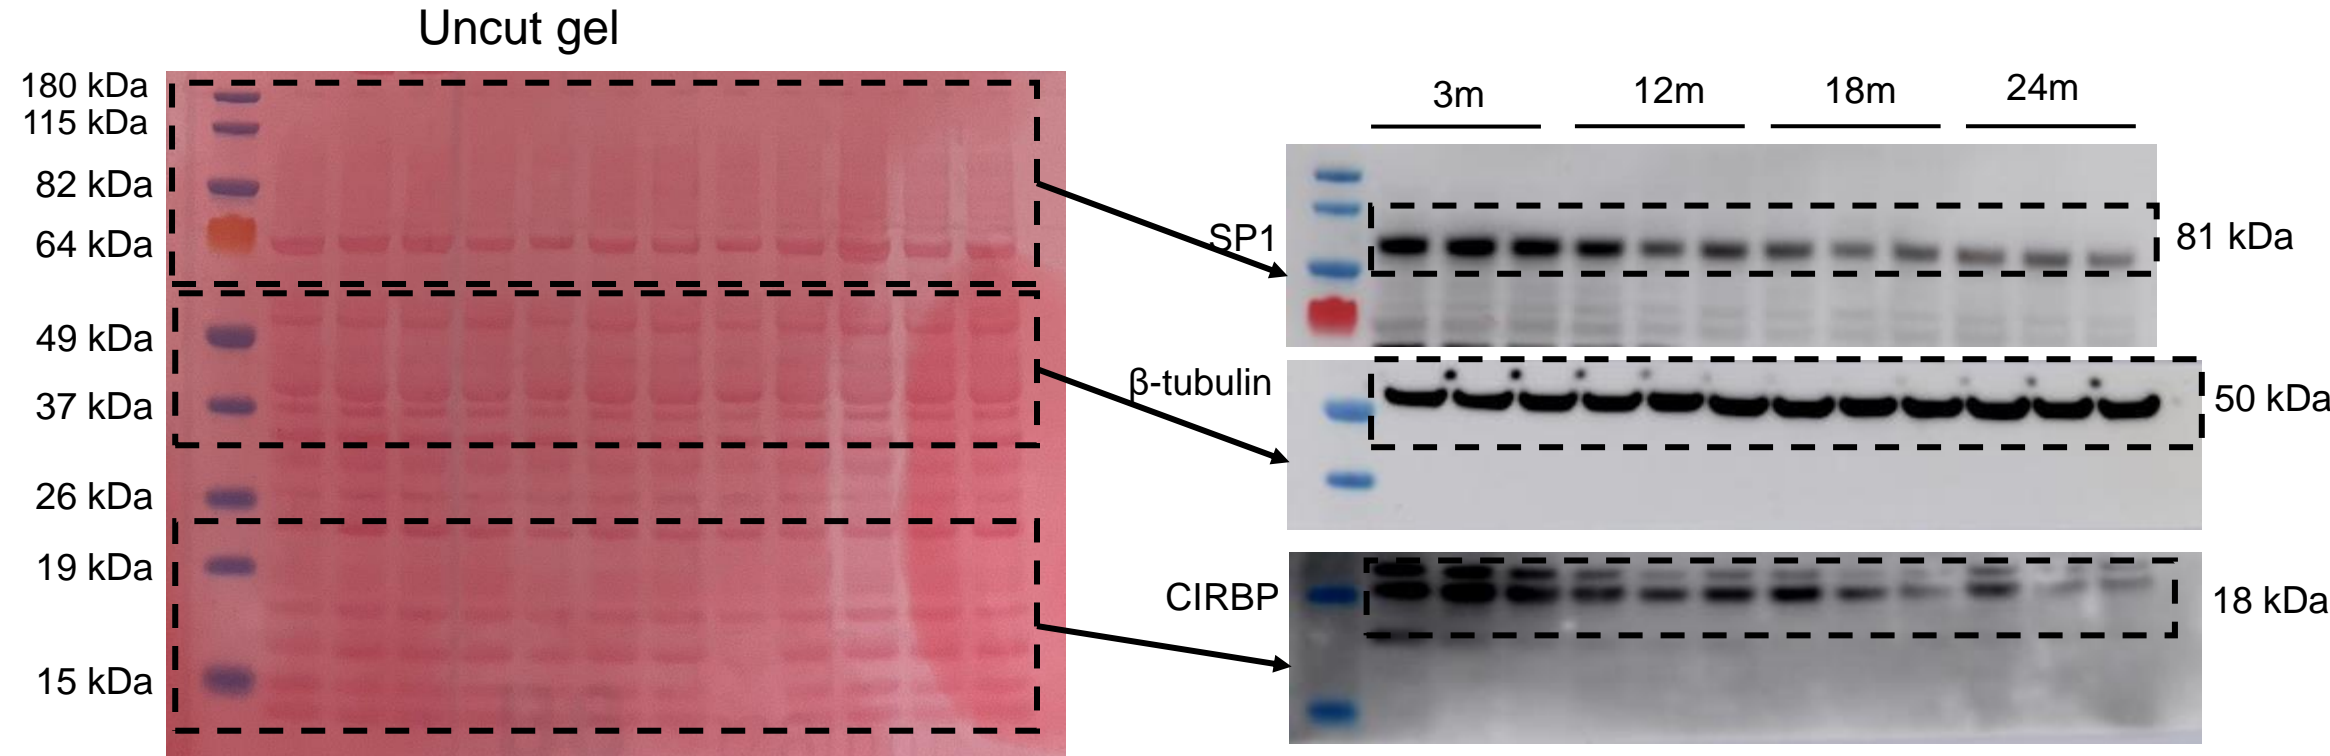

Figure S13B

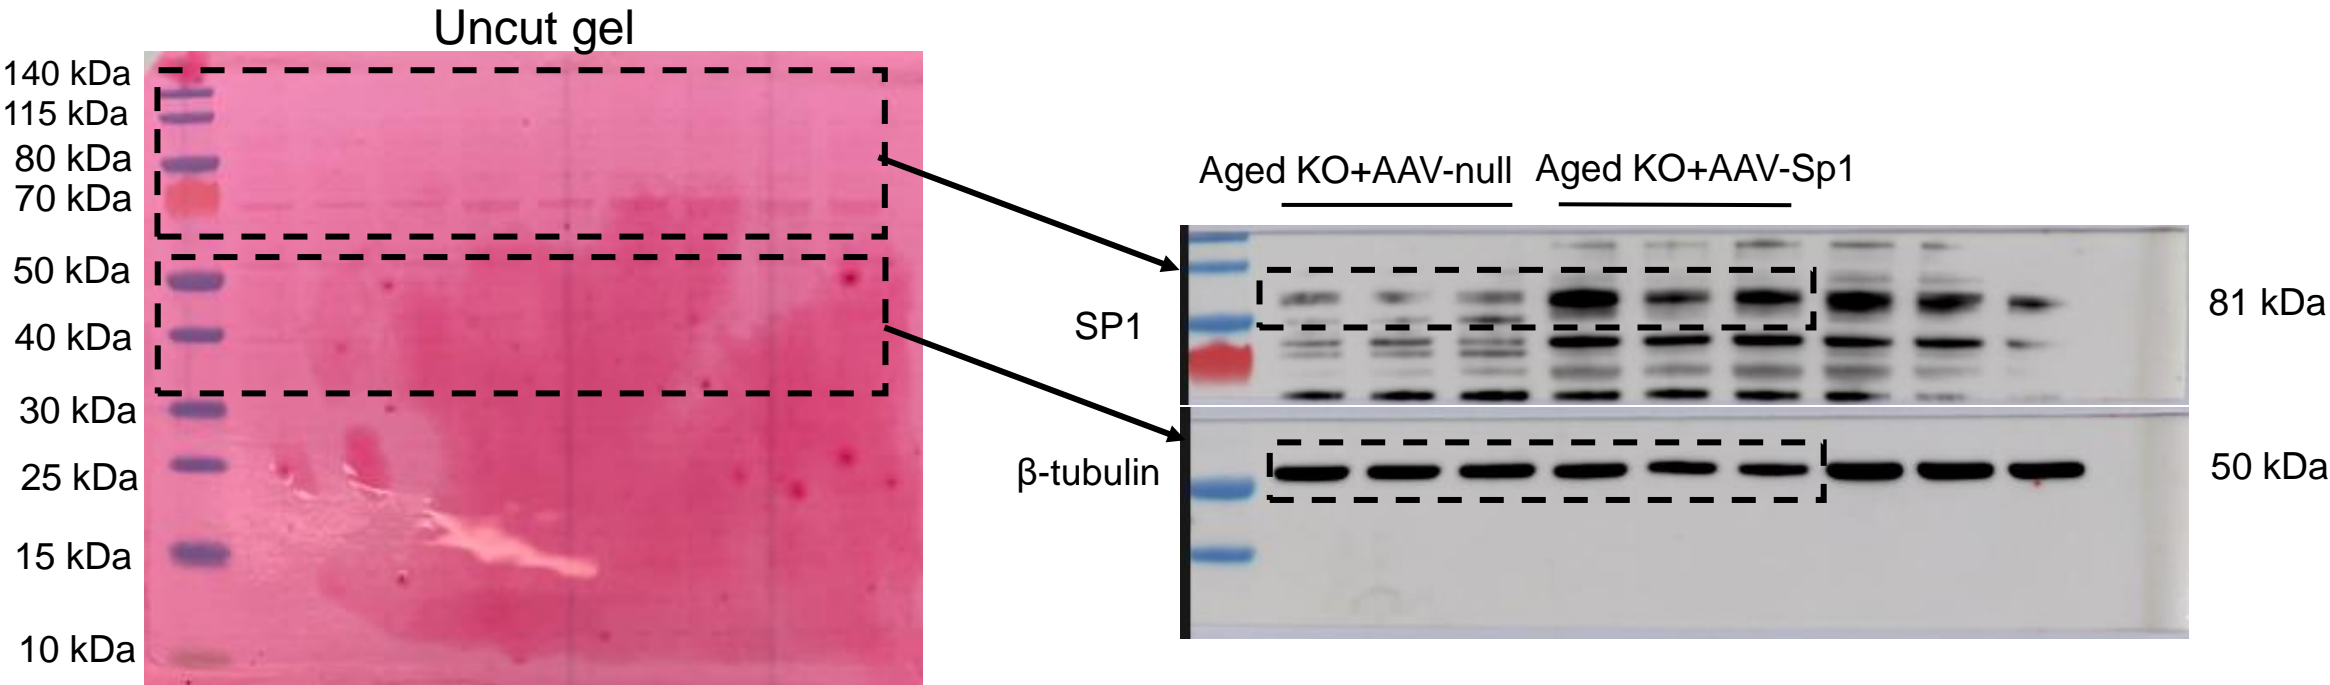

Figure S13K

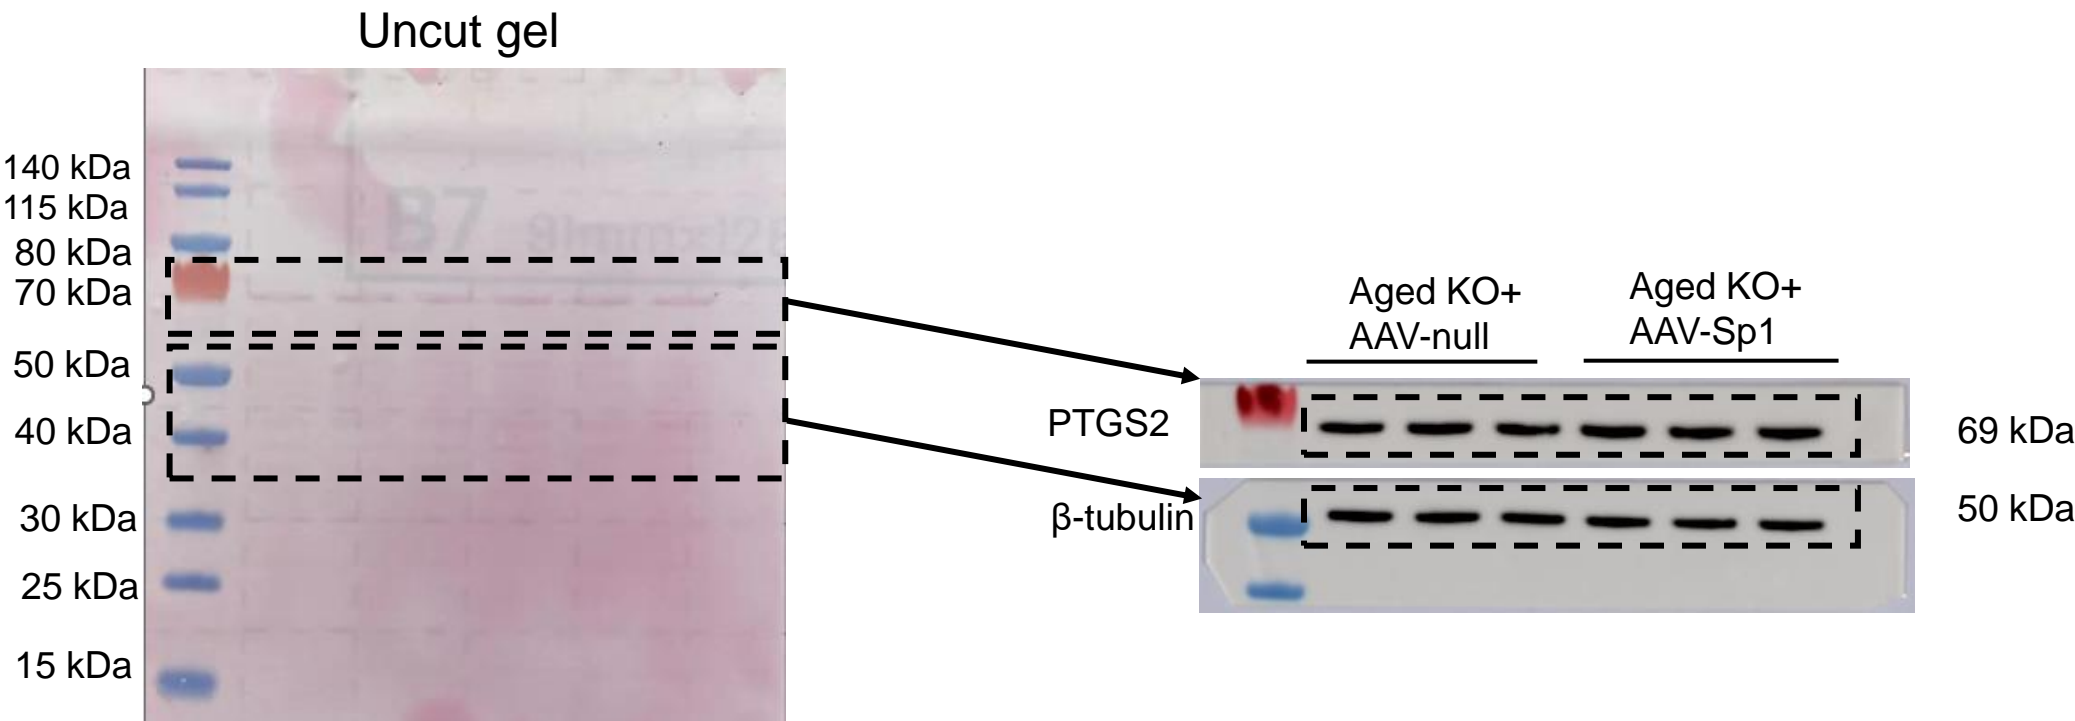

Figure S14E

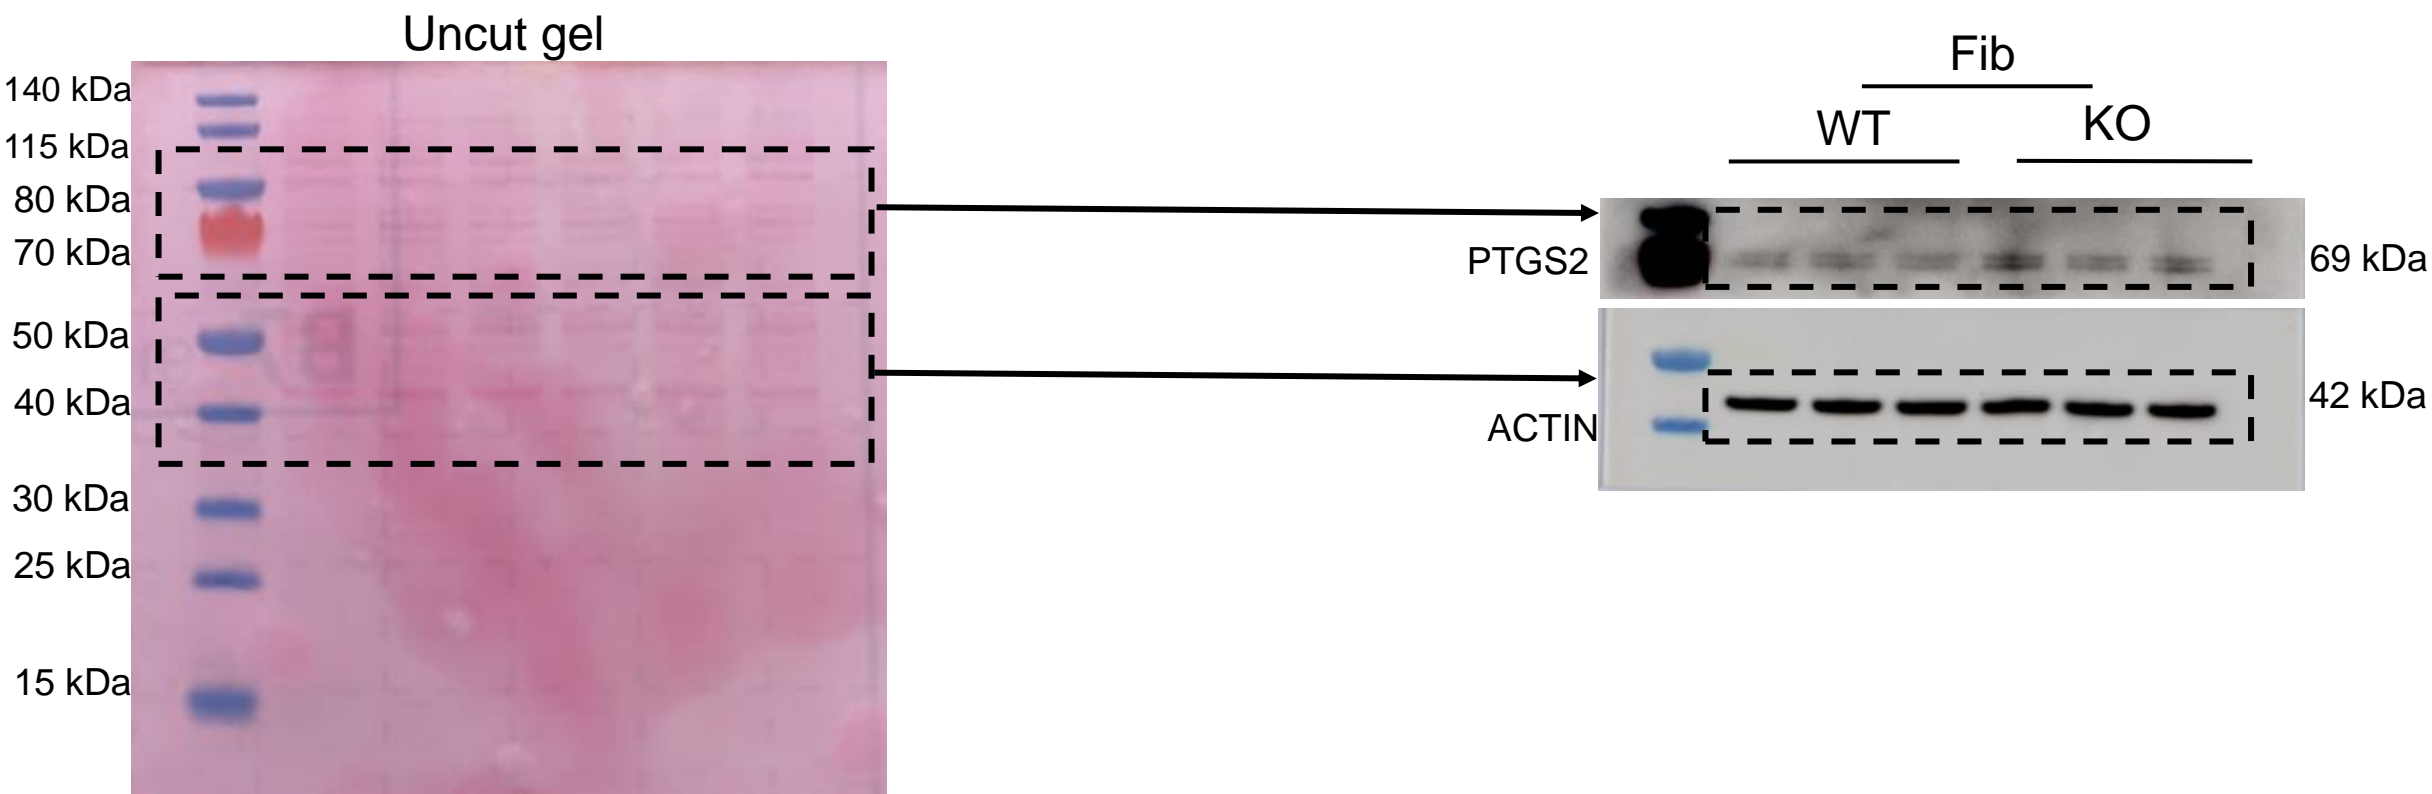

Figure S14E

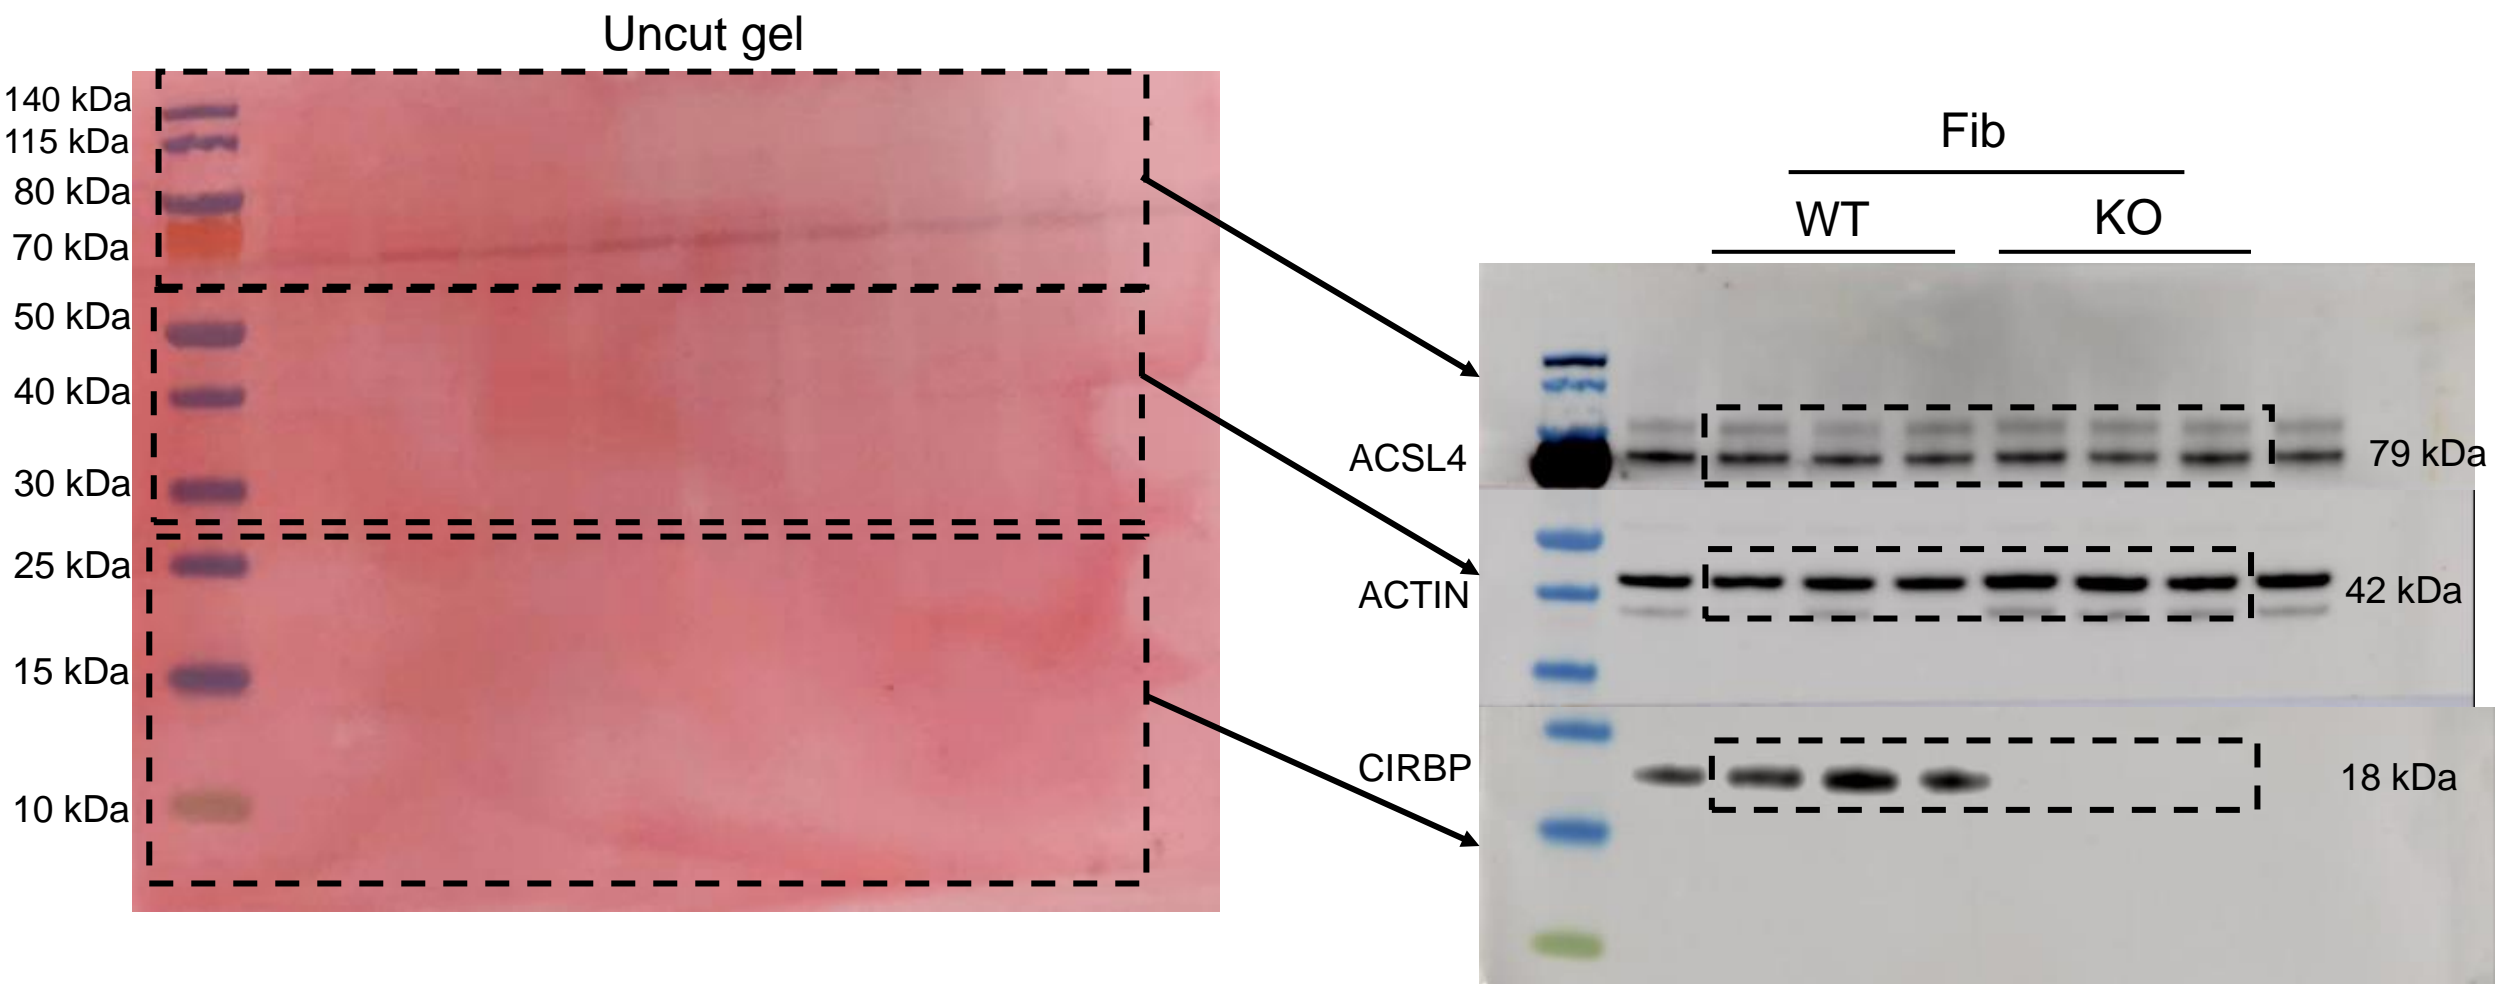

Figure S17B

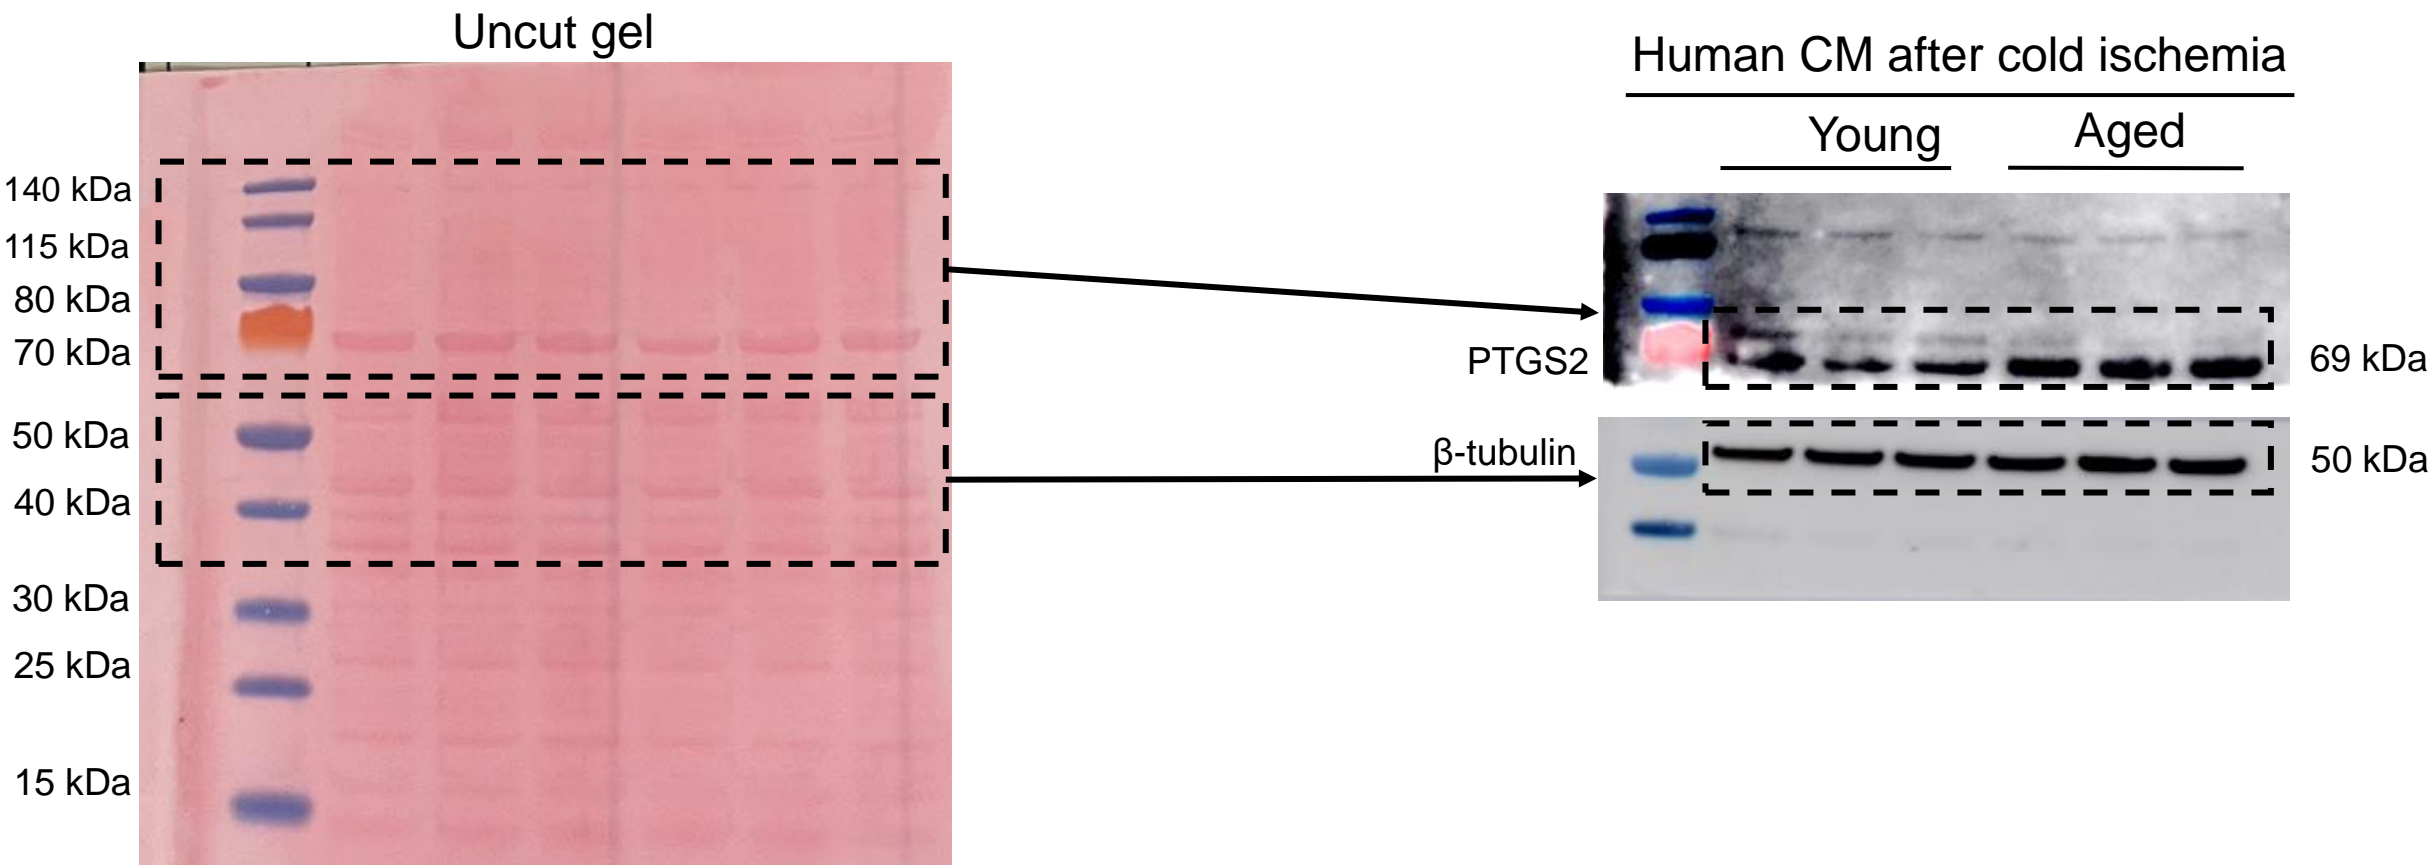

Figure S17C

Uncut gel

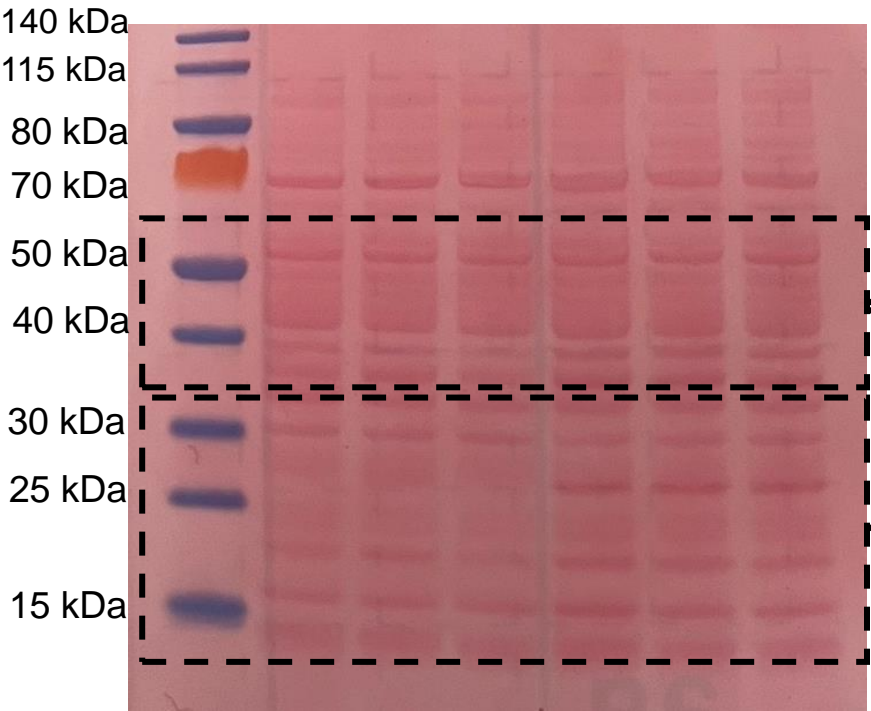

$\beta$ -tubulin

DHODH

GPX4

Human CM after cold ischemia

Young

Aged

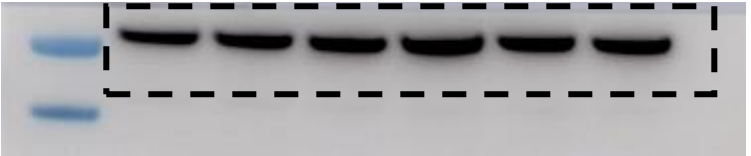

50 kDa

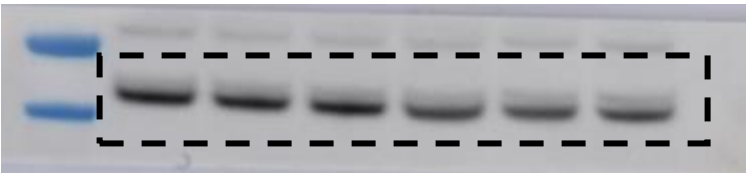

43 kDa

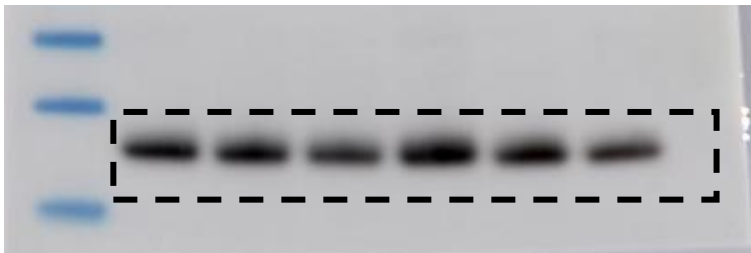

17 kDa

Figure S18A

Uncut gel

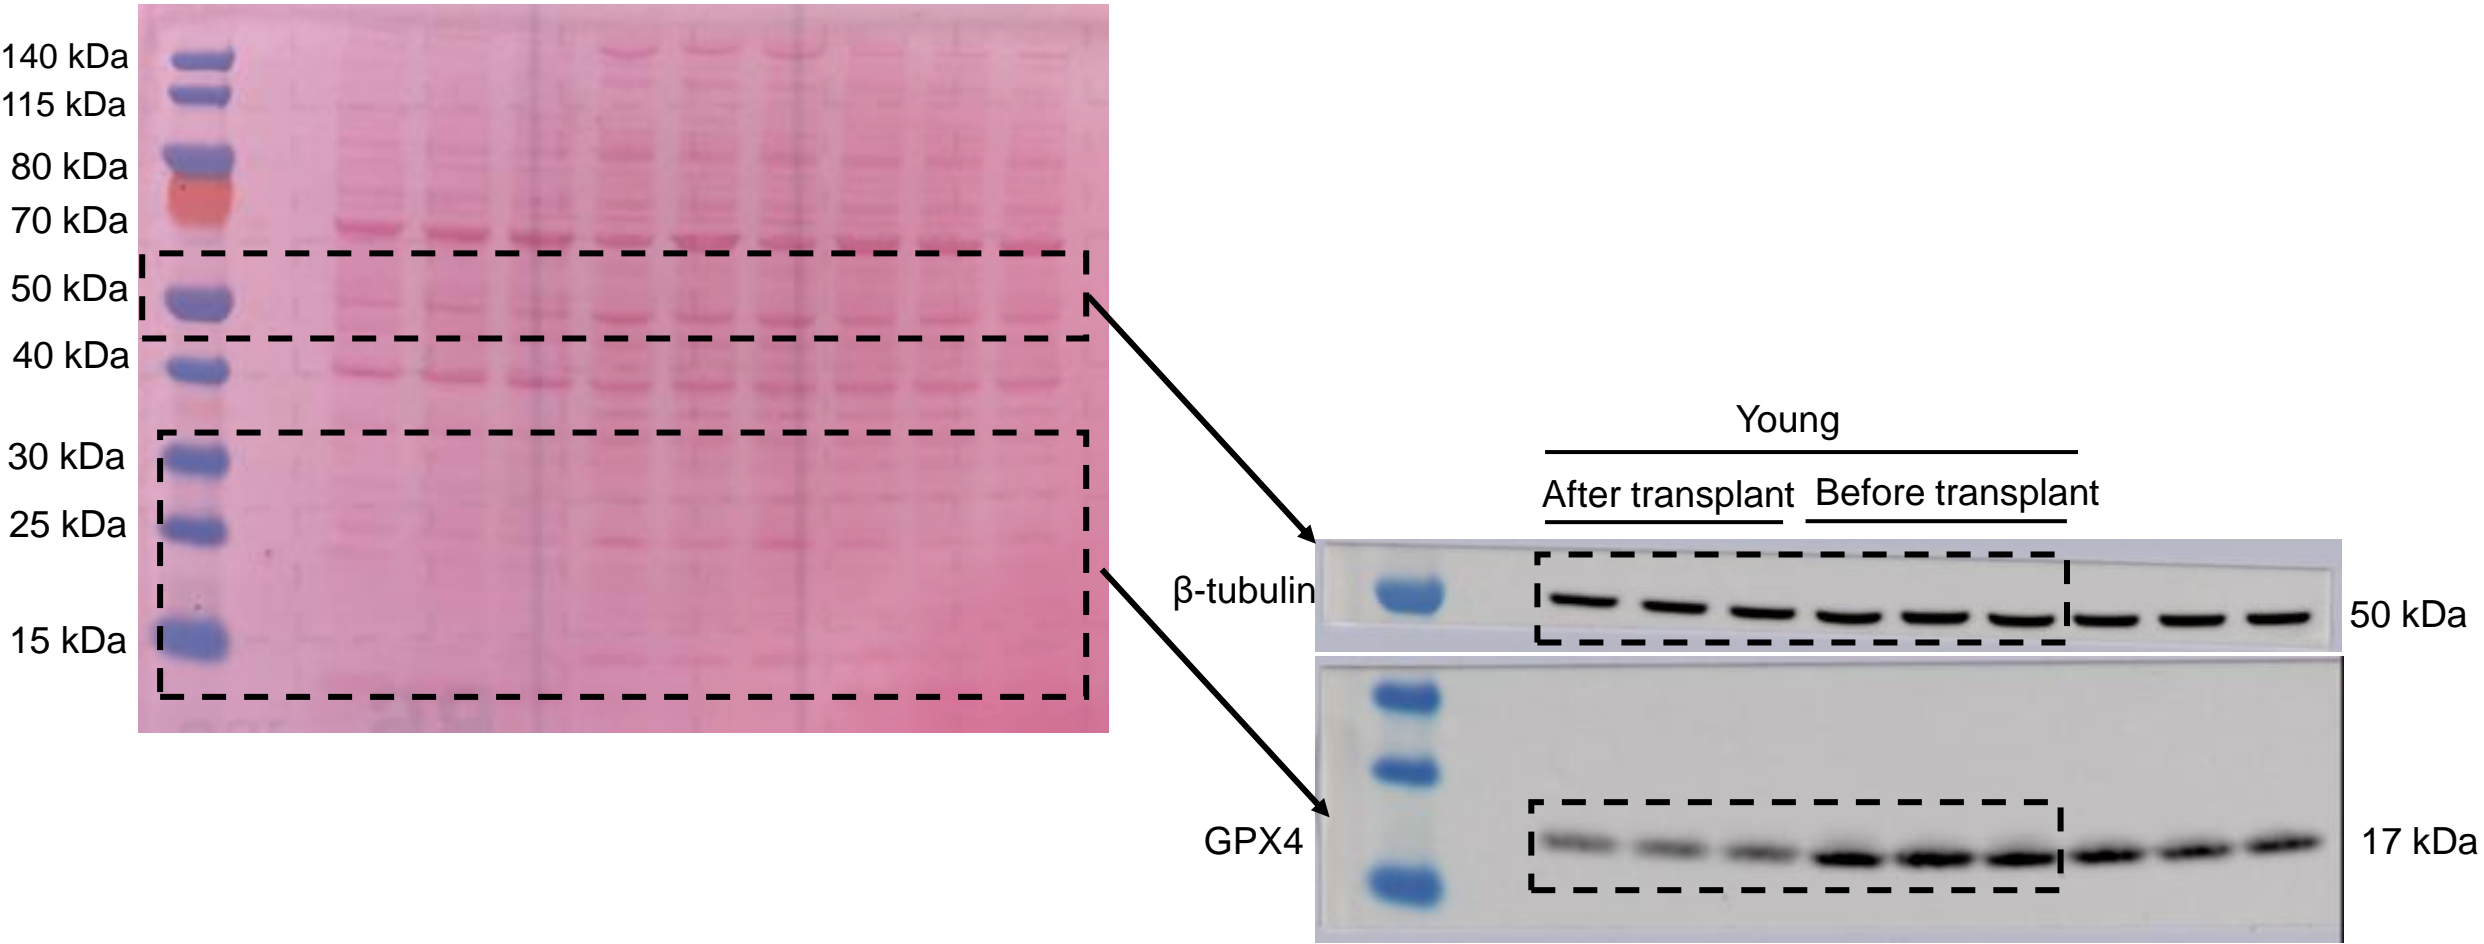

Figure S18B

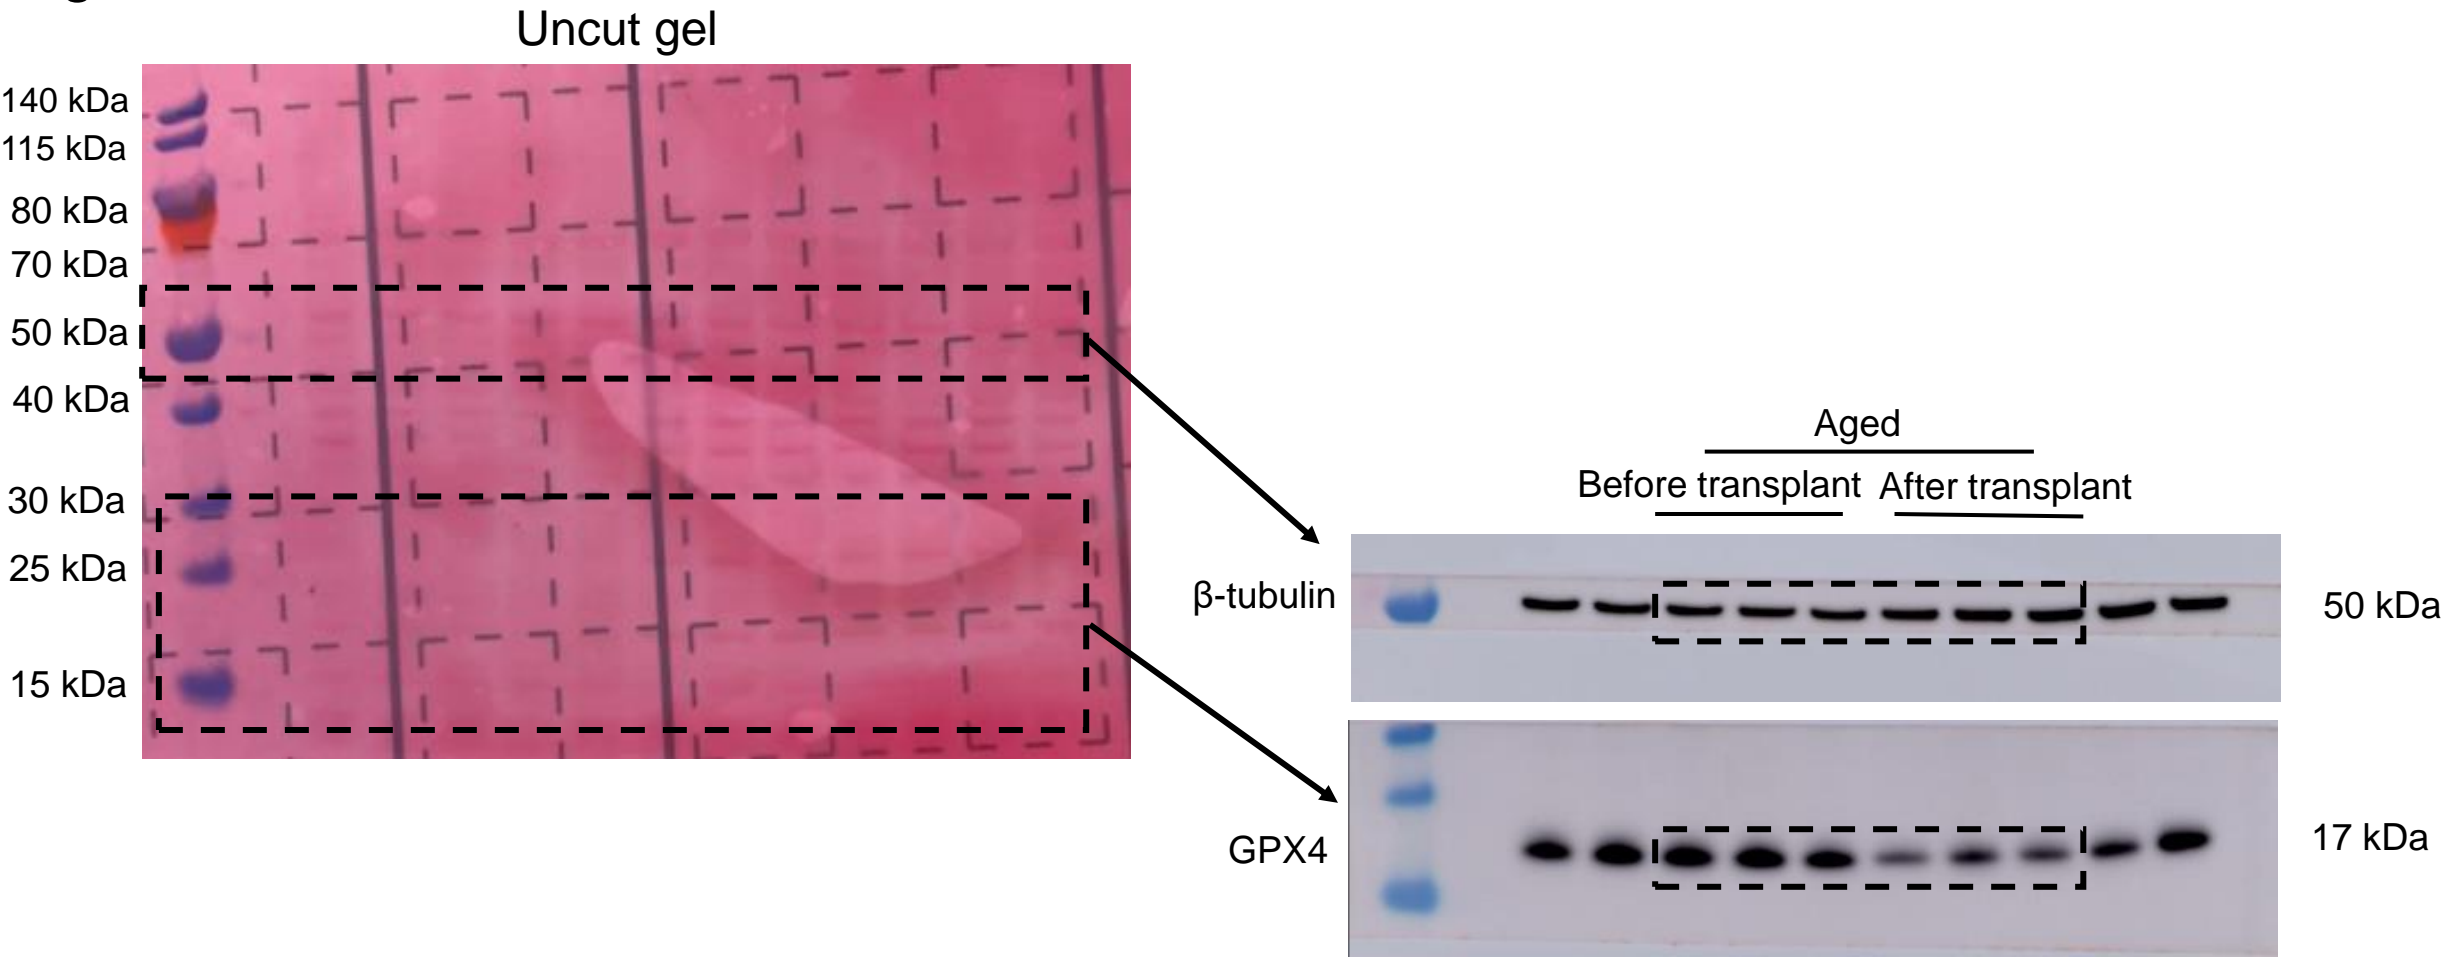

Figure S18C

Uncut gel

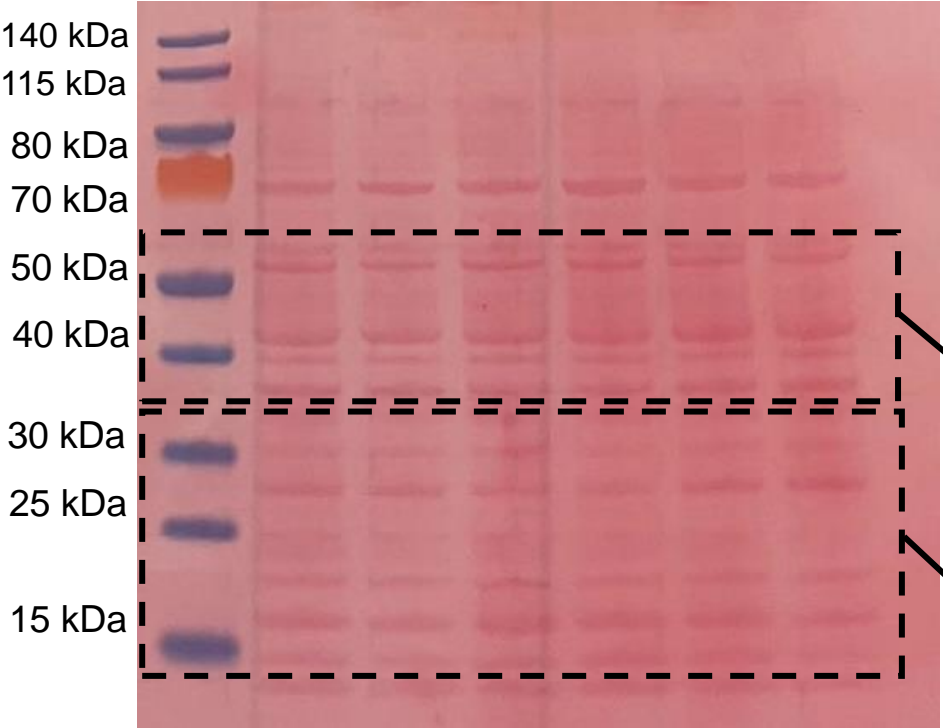

$\beta$ -tubulin

GPX4

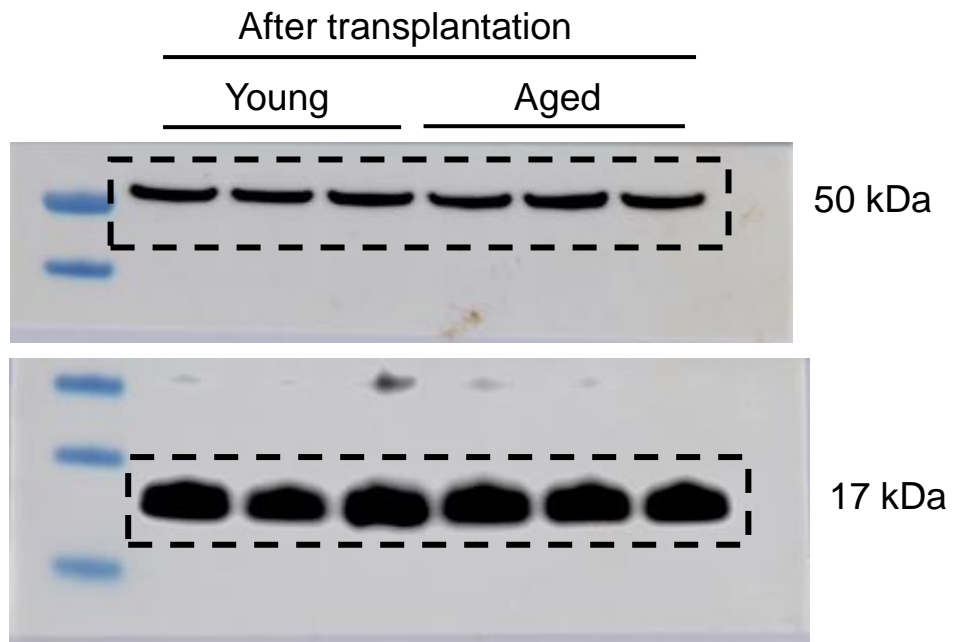

Figure S18D

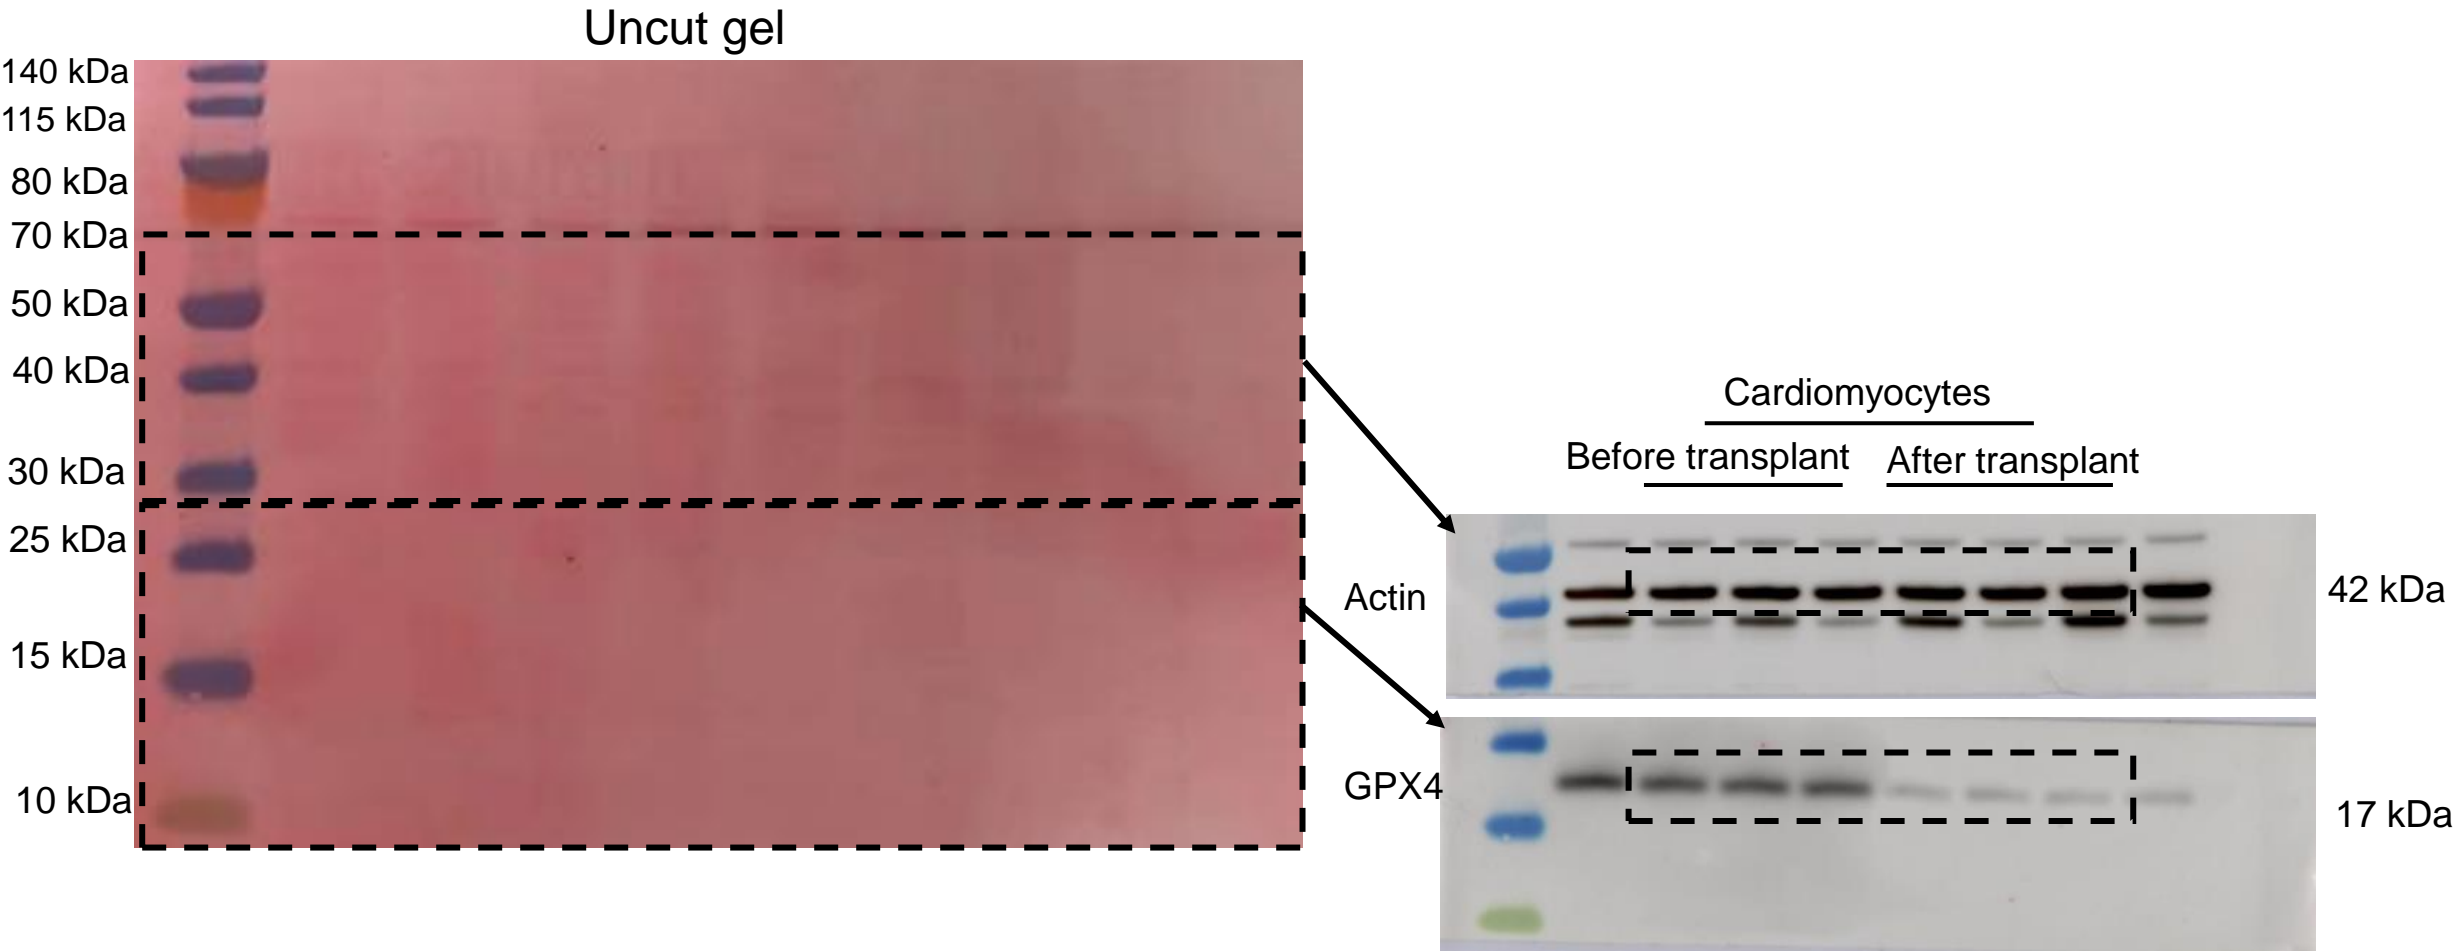

Figure S19C

Uncut gel

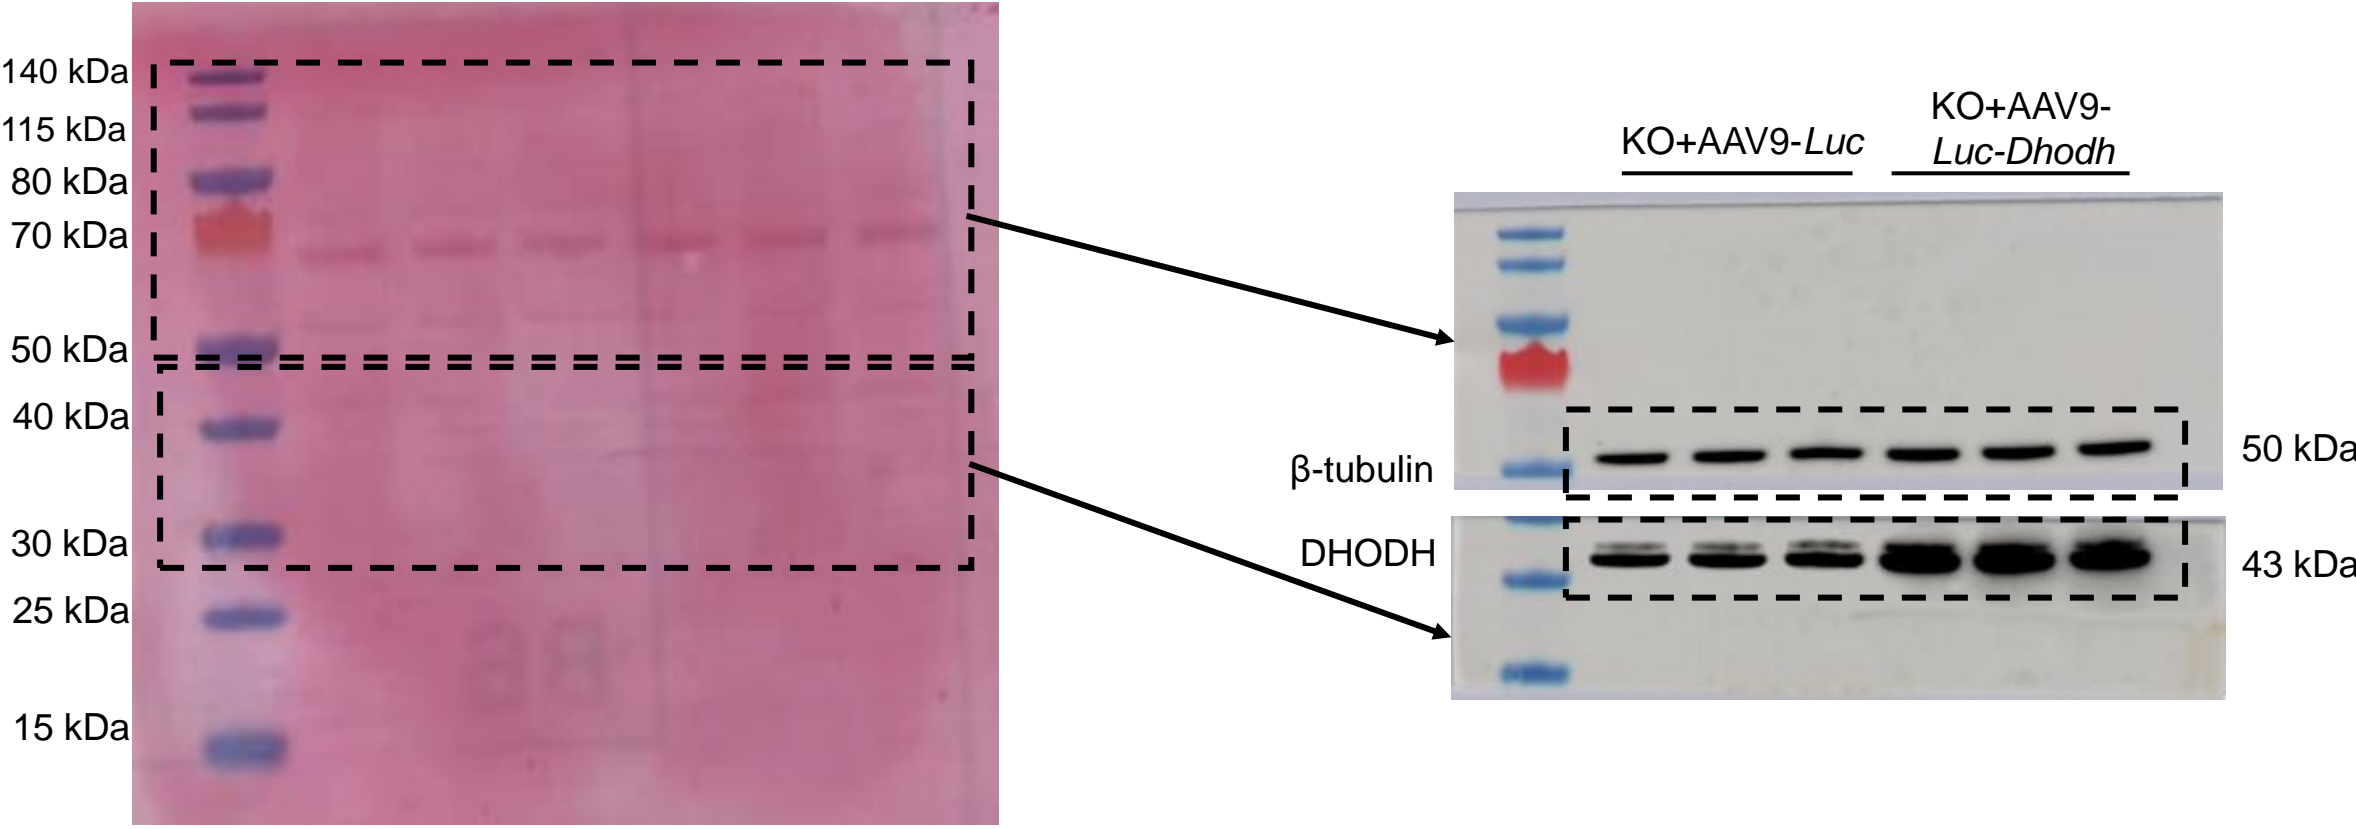

Figure S19L

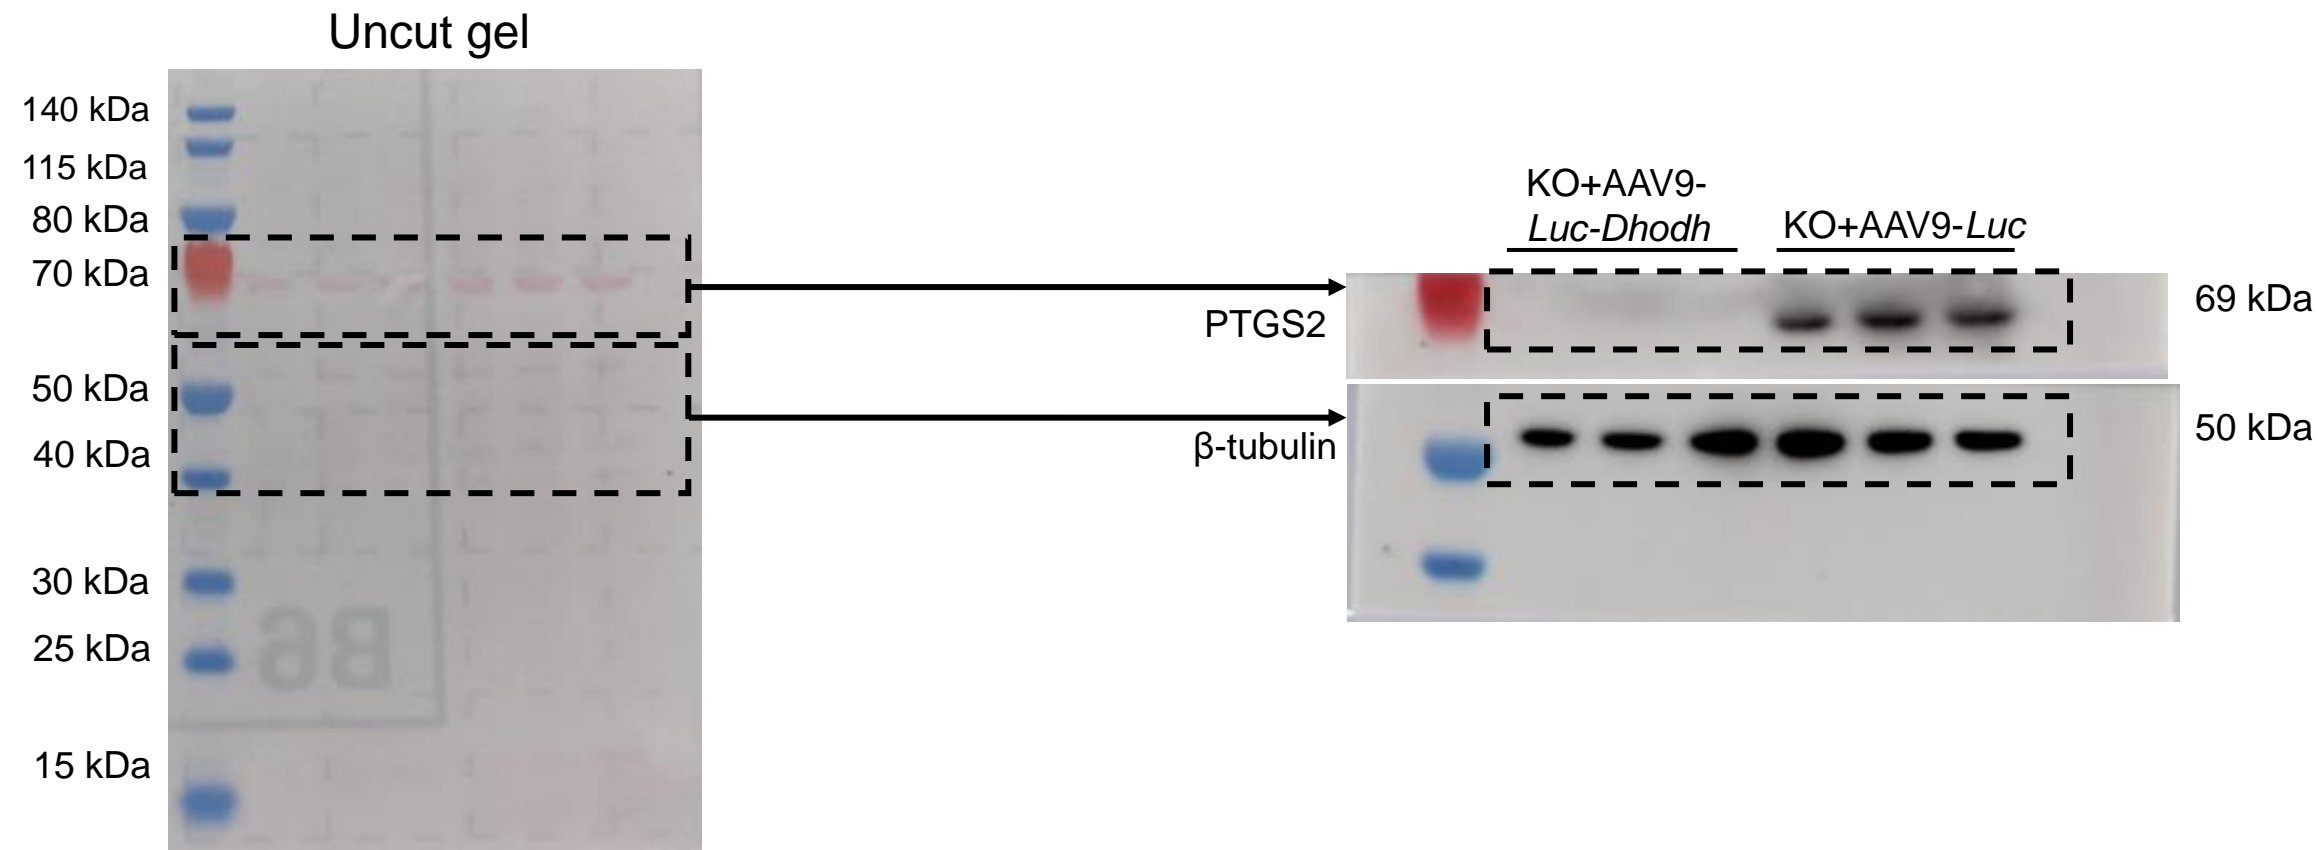

Figure S20A

Uncut gel

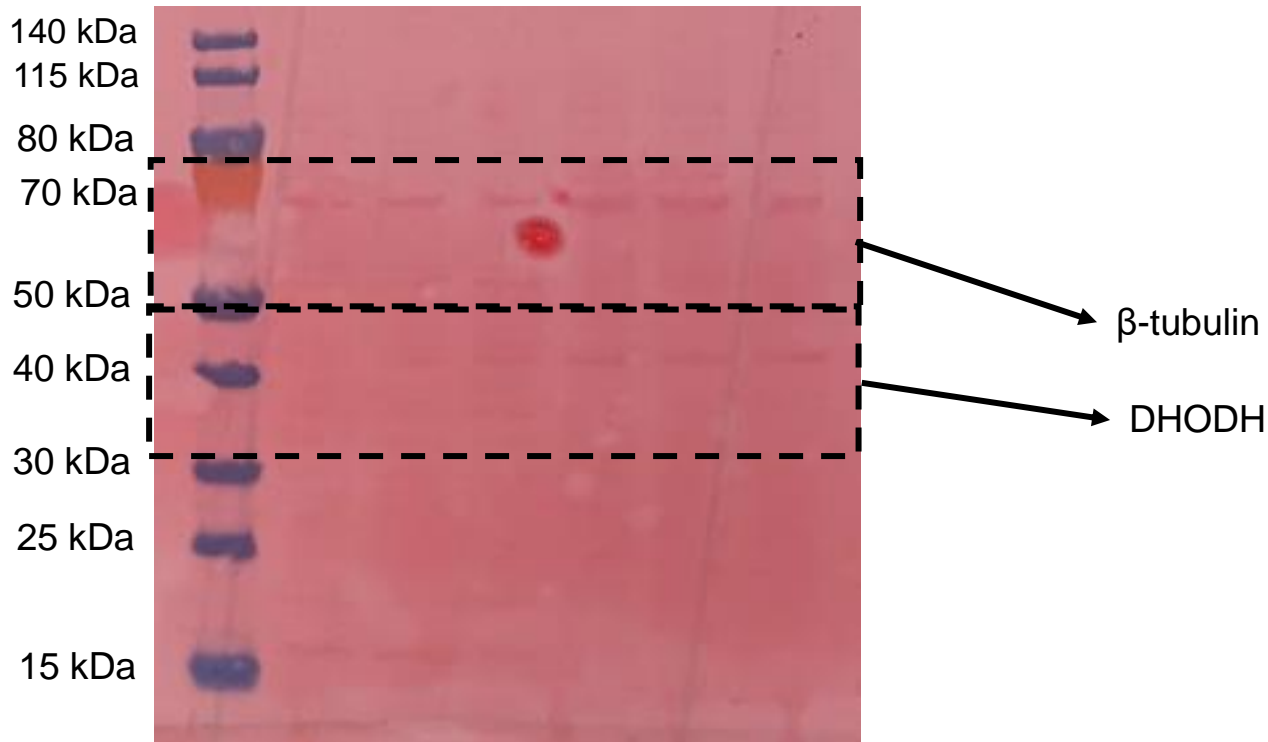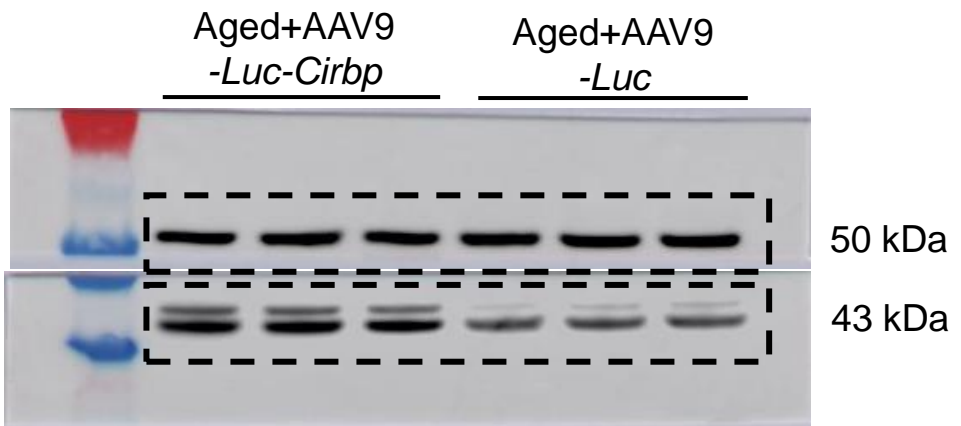

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

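Gene expression was measured by RNA-Seq in 3 young and 3 aged donor hearts on day 1 after transplantation, as polyadenylated RNA sequenced on an Illumina instrument in paired reads. The authors deposited a single table with, for each gene, the raw read count in each heart and the FPKM value in each heart. The deposited counts carry no normalization. The deposited FPKM values are the count divided by the gene length given in the table and by the library's total count, which was checked on all 133500 values and held for all but 1. The paper's text does not name the aligner, the counting method, its use of strand or the genome build, so reads shared between overlapping or near-identical genes are treated as uncertain. For comparisons of 2 groups in general, its Statistics section names Student's t test or the Mann-Whitney U test, and the legend of Figure 4 names the former for the figure as a whole, without saying how it was applied to counts. The Supplemental Methods were not used here. The table gives Ensembl rat gene identifiers, symbols, coordinates and KEGG pathway assignments, and these were used as given. All per-heart columns of the table belong to the 6 hearts.

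The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with scipy 1.17.1. Genes were kept by edgeR's filterByExpr with the donor groups, libraries were scaled by TMM, and aged donor hearts were compared with young donor hearts by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) without covariates. A standard error is the log2 fold change divided by the square root of the F statistic. The paper's limits were applied as written, a fold change above 1.5 or below 0.67 with an unadjusted p-value under 0.05. Adjusted p-values use the Benjamini-Hochberg method. Log2 CPM used a prior count of 2. Sets of genes were tested with limma's camera on those values, two-sided, with an inter-gene correlation of 0.01. Pathways with at least 10 tested genes were tested by Fisher's exact test, one-sided, against the tested genes with any pathway assignment. Separation in the first 2 principal components was measured as the mean distance between groups over the mean distance within them, with an exact permutation test over the 10 splits of the 6 hearts. Single genes were also compared by a two-sided exact permutation test of log2 CPM.

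The genes named were set before the data were examined: the genes the paper names, the ferroptosis pathway genes past the paper's limits, members of the marker lists, and the 5 largest rises and the 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between the groups. The last part of the rule named 0 genes, since 0 genes had an adjusted p-value under 0.05, against 4731 with an unadjusted p-value under 0.05. A gene that this rule would name is not reported here by name. Marker lists for cell types, the circadian clock, forms of cell death and ubiquinone synthesis were written by hand before the data were examined.

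The statistical steps were tested on simulated data, drawn from the means and library sizes of these hearts with 200 changed genes. Each gene was drawn on its own, so no simulated heart differed from its group in many genes at once. With a dispersion of 0.05, edgeR called 193 of the 200 among 13669 genes, and 6.76% of its calls were false. With the dispersions estimated from the 6 hearts, it called 49 of the 200 among 13604 genes, with 12.5% of its calls false, while DESeq2 called 140 with 38.1% false. Alternatives were DESeq2's size factors, other filters on low counts, DESeq2, limma-voom with quality weights, scaling by cardiomyocyte markers, other thresholds and pathway backgrounds, and leaving out each heart in turn. The depth was similar in the 6 hearts, and 3 counts, the smallest number taken as a signal, correspond to 0.122 to 0.14 CPM. The values cover these 6 hearts only. Sequences around genes were not used here, and GC content was not analysed here.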

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

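Of the tests in this part, the marker lists and the neutrophil, cardiomyocyte and circadian set tests were set before the data were examined, while the tests of the other lists, the counts of splits for single sets and the tests with the cardiomyocyte score as a covariate were chosen after the results were seen.

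Marker and pathway genes that the paper does not analyse in these libraries changed as sets. The tests below are limma's camera tests with Benjamini-Hochberg adjustment over 16 sets, and scores are mean log2 CPM in a heart. In each of the 7 sets, all 3 aged donor hearts lay on the same side of all 3 young donor hearts. On the log2 CPM scale of these tests, scaling by library totals, also chosen after the results were seen, moved the median of all genes to 0.48 and scaling by cardiomyocyte markers moved it to 4.62. Under the latter the means of all 7 sets were positive, as a shift of that size makes nearly any mean positive and the cardiomyocyte mean is held near 0 by construction. Relative to the median of all genes the directions were those of TMM scaling, but subtracting the median removes what a scaling adds to every gene, so this shows no stability. The 10 splits of the 6 hearts cannot give a share under 0.1, so no set can be told apart from a chance split of the hearts.

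Neutrophil markers were higher in aged donor hearts, with a mean log2 fold change of 4.02 over 10 genes (adjusted p = 1.05e-04) and scores from 3.89 to 5.66 against -0.54 to 2.97 in young donor hearts. With the cardiomyocyte score as a covariate the mean was 1.99. The split by donor age gave the smallest p, at 1 of 10 splits. A larger share of RNA from neutrophils is a candidate explanation for part of the genes higher in aged donor hearts (the camera p-value without adjustment was 6.54e-06). Macrophage markers rose by a mean log2 fold change of 2.00 (adjusted p = 9.89e-04). For these, 4 of the 10 splits gave as small a p. With the cardiomyocyte score as a covariate the macrophage mean was 0.90 and the p was 0.00826. The score and donor age overlap across the 6 hearts, so this p does not show a rise apart from the score. Lower cardiomyocyte RNA content alone would raise other cell types too. The mean was 1.39 for T cell markers, but -0.39 for endothelial, -0.76 for fibroblast and -1.81 for red blood cell markers. The groups overlapped in the endothelial, fibroblast and red blood cell sets. The negative means argue against lower cardiomyocyte RNA content as the whole source of the macrophage rise. More immune cells after injury and a difference in the tissue sampled were not told apart.

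Cardiomyocyte markers were lower in aged donor hearts, with a mean log2 fold change of -4.46 over 11 genes (adjusted p = 9.89e-04). Scores ran from 3.23 to 8.81 in aged and from 9.62 to 12.1 in young donor hearts, and aged animal 3 was the lowest. In all, 6 of the 10 splits gave as small a p. Loss of cardiomyocytes, lower expression per cell and a different piece of tissue would all lower the score, and these libraries do not separate them.

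Clock genes were lower as a set, with a mean log2 fold change of -0.98 over 17 genes (adjusted p = 0.00188), and 11 of the 17 were past the paper's limits and lower. Another 5 had positive log2 fold changes. Of these, Nfil3 (0.98) was past the limits, and Arntl, Clock, Cry1 and Bhlhe40, from 0.0066 to 0.19, differed by less than their standard errors. The split by donor age gave the smallest p, at 1 of 10 splits. With the cardiomyocyte score as a covariate the mean was -0.61 and the p was 0.00166, so part of the change went with that score, and the rest cannot be told apart from lower cardiomyocyte RNA content. The KEGG circadian rhythm pathway was not over-represented, with 7 of its 27 tested genes lower (odds ratio 1.48, Fisher's exact test, one-sided, p = 0.246) and 0 higher. The KEGG circadian entrainment pathway had 24 of its 71 tested genes lower. Among genes changed either way its odds ratio was 1.86 (Fisher's exact test, one-sided, p = 0.00671, Benjamini-Hochberg adjusted p = 0.0571). The time of day of sampling was not analysed here, and a difference in it between the groups could change clock genes, but a lower mean of the set is not a test of phase (the camera p-value without adjustment was 4.71e-04).

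Pyroptosis genes were higher, with a mean log2 fold change of 1.79 (adjusted p = 0.00945), as were the hand-listed apoptosis genes, with 0.61 (adjusted p = 0.0133). The KEGG apoptosis pathway was not over-represented among higher genes, with 22 of its 114 tested genes (odds ratio 1.33, Fisher's exact test, one-sided, p = 0.147). Ubiquinone synthesis and reduction genes were lower, with -1.03 (adjusted p = 0.0404). Past the paper's limits, 2 apoptosis genes were lower and 2 ubiquinone genes higher, against their sets. In each of these sets, 3 of the 10 splits gave as small a p. With the cardiomyocyte score as a covariate, the mean was 0.69 for pyroptosis, 0.23 for apoptosis and -0.23 for ubiquinone genes, and the p was 0.174, 0.220 and 0.380 in that order, so these changes cannot be told apart from lower cardiomyocyte RNA content. The score and donor age overlap across the 6 hearts, which leaves such a model little to separate them with. Fibroblast markers had a camera p-value of 0.0686 without the score and 5.58e-05 with it, and red blood cell markers 0.0730 and 0.00765, so a small p-value under this model does not show a change apart from the score.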

How the results depend on the processing

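Scaling by library totals, leaving out the mitochondrial genome, the cardiomyocyte covariate and the Cirbp count settings were chosen after the data were seen, and the other alternatives before. No paired analysis was possible because the groups share only 1 animal number, which names different animals.

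Neutrophil and cardiomyocyte marker sets kept their direction and p under 0.05 with DESeq2's size factors, with both other filters on low counts and in the 6 fits that each left out 1 heart. Under cardiomyocyte marker scaling the cardiomyocyte mean was 0.18, but that scaling holds these same genes near 0 by construction and moved the median of all genes to 4.62 on the log2 CPM scale of the set tests, so the value says nothing about their direction. The ferroptosis set test kept its direction and p above 0.05 in the same fits and with the hand-written list, with the correlation estimated from the data and with library totals. Leaving out 1 heart at a time, the neutrophil mean log2 fold change ran from 3.38 to 5.16, the cardiomyocyte mean from -5.47 to -2.68, the ferroptosis mean from 0.23 to 0.39 and the distance ratio from 1.49 to 3.28. The real split gave the largest ratio of the 10 splits without young animal 15 (exact permutation p = 0.1), but without each of the 5 other hearts another split gave a ratio as large (exact permutation p = 0.2). That p cannot fall under 0.05 in these designs. Rbm3 ran from 0.93 to 1.41 and lost p under 0.05 only with the cardiomyocyte score as a covariate (0.53).

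The number of genes past the paper's limits ran from 2432 to 7214 across the 6 fits that each left out 1 heart. It was 7504 with limma-voom and its quality weights, near the 7214 without young animal 15. It was 1933 with log2 fold change limits of 1.5 either way, 0 with adjusted p-values and 722 with the cardiomyocyte covariate. The 4436 genes had 1815 higher and 2621 lower, and scaling by library totals gave 3147 higher and 1441 lower, with the median of all genes at 0.46. The number with an adjusted p-value under 0.05 ran from 0 to 6815 across the 6 fits, the highest without young animal 15. DESeq2 gave 3588 and limma-voom 8416, against 0 in edgeR, where 4731 had an unadjusted p-value under 0.05. In the simulated data at the spread of these hearts, 38.1% of DESeq2's calls, 11.5% of limma-voom's and 12.5% of edgeR's were false. Each gene was drawn on its own there, without a heart that differs in many genes at once, as young animal 15 does. These shares therefore do not carry over to the calls in these hearts. In the simulated data edgeR called 49 of the 200 changed genes and limma-voom 46, so the number of hearts alone need not give 0. The 0 depends on young animal 15, since 6815 genes passed without that heart and 0 without each of the 5 others (2449 to 3673 genes at an unadjusted p-value under 0.05).

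Cirbp ran from -1.47 to -0.89 across the 6 fits, with p under 0.05 in 1 of them. It no longer passed with library totals (-0.60, or -1.06 relative to the median under that scaling). With the cardiomyocyte covariate (-0.47, standard error 0.631) or all the missing reads added to its count (-0.89) it also failed to pass. The deposited FPKM matches neither that raised count nor the deposited one, so the FPKM does not decide between them. Cardiomyocyte marker scaling gave 5.39 for Cirbp, 6.17 for Rtn3 and 6.20 for Srsf5, all reversed, with the median of all genes in edgeR's fit at 6.09. Relative to that median these are -0.69, 0.080 and 0.12. Library totals gave 0.41 for Rtn3 and 0.078 for Srsf5, or -0.043 and -0.38 relative to the median under that scaling. Rtn3 ran from -0.11 to 0.039 across the 6 fits, so its sign is not determined. Srsf5 ran from -0.61 to -0.27, and passed the unadjusted limit without young animal 15 and with limma-voom (-0.69).

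The odds ratio of ferroptosis genes ran from 1.82 to 4.34 across the 6 fits, with p under 0.05 in 3 of them, and was 1.63 (Fisher's exact test, p = 0.122) with library totals. It was 0 with the cardiomyocyte covariate, where 331 of all genes tested were higher and past the limits, against 1815 without it. With so few genes left, that 0 says little about enrichment. For the results that changed, the cause was not tested unless given here. Ferroptosis enrichment among genes with an adjusted p-value under 0.05 gave no value, since edgeR called 0 (4731 at an unadjusted p-value under 0.05), and the alternatives for a table of normalized values were not run because the table has counts.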

Differences from the paper's values

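For Cirbp, the log2 fold change was -1.15 (standard error 0.416), against the paper's value of about -1.9 in Figure 4A, read by eye. For Rbm3, it was 1.12 (standard error 0.302), against the paper's value of about 1.8 in Figure 4A, read by eye. Every alternative set before the data were examined left a gap for both genes. The smallest gaps were without young animal 15, at -1.47 for Cirbp and 1.41 for Rbm3. Points in that figure are partly hidden by their labels.

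The rich factor of ferroptosis among the higher genes was 0.316, against the paper's value of about 0.50 in Figure 2A, read by eye. Of the alternatives set before the data were examined, limma-voom (0.447), the fit without young animal 15 (0.447) and DESeq2 (0.368) came within 1.5 times the paper's value, and the others did not. Across the 6 fits that each left out 1 heart, it ran from 0.132 without young animal 3 to 0.447. For the phagosome pathway it was 0.164, against the paper's value of about 0.26 in Figure 2A, read by eye. Of those alternatives, DESeq2 (0.289) and leaving out the filter on low counts (0.204) came within 1.5 times the paper's value, and the others did not. Across the 6 fits that each left out 1 heart, the phagosome value ran from 0.046 without young animal 13 to 0.454 without young animal 15. Library totals, chosen after the values were seen, gave 0.230 for that pathway.

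The paper names Cirbp as the only cold shock gene that was significantly lower. Figure 4A, read by eye, draws its lines at a log2 fold change of 1.5 either way, which Cirbp, at -1.15, did not reach here. With the limits in the paper's text, Cirbp passed here and Srsf5, at -0.43, did not, but Srsf5 also passed, and was lower, without young animal 15 and with limma-voom. Cirbp did not pass the unadjusted limit in the 5 other fits that each left out 1 heart. Its p-value adjusted over all genes by Benjamini-Hochberg in edgeR was 0.117, and it was under 0.05 with limma-voom and in the edgeR fit without young animal 15. The limma-voom fit weights hearts by quality, so it may repeat in part the fit without young animal 15. The paper describes the groups as clearly apart in its principal component analysis. Here, young animal 15 lay 39.7 from aged animal 4 and 135.6 from young animal 3, though the groups did not overlap on the first component.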

Other observations

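Only the tests of the 6 hearts' splits for the number of genes, of cardiomyocyte marker scaling, of clock genes, of neutrophil markers and of Y chromosome genes were set before the results were seen, and the other tests in this part were chosen after.

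Young animal 15 is the only heart whose removal gave genes with an adjusted p-value under 0.05 (6815 of them by edgeR with Benjamini-Hochberg adjustment). It lies 39.7 from aged animal 4 in the principal component plane but 135.6 from young animal 3, its neutrophil score of 2.97 and cardiomyocyte score of 9.62 lie between those of the other young and the aged hearts, and its Cirbp level is that of aged hearts. If all young hearts resembled young animals 3 and 13, a swap of labels would leave an aged heart nearest to them, and 0 aged hearts are. Young hearts may not all be alike. A swap of young animal 15 with aged animal 4, which lies near it, would not show in this way, so a swap is not excluded. A young heart with more injury, or a sampling difference, may also explain the position of young animal 15, but no test here reaches that.

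Of the 10 splits of the 6 hearts, 1 gave as many genes past the paper's limits as the real one, which is itself. All 10 gave 0 genes with an adjusted p-value under 0.05, against 4731 genes with an unadjusted p-value under 0.05 in the real split. The ferroptosis odds ratio test (in either direction) and the ferroptosis set test each had the smallest p in 1 of the 10 splits, the real one. With 10 splits the share cannot be under 0.1, so these results cannot be told apart from a chance split. Leaving out the 13 mitochondrial genes gave 4424 genes past the limits against 4436. TMM already trims such genes, so this does not show whether a few genes taking many counts affect the number, and scaling by library totals alone gave 3147 higher and 1441 lower in place of 1815 and 2621. Log2 fold change and gene length were nearly unrelated across 13784 genes (Spearman rho -0.044), although genes are not independent. All 6 hearts carried at least 10 counts on Y chromosome genes, which speaks against a female heart among them.

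The cardiomyocyte score as a covariate left 722 genes past the limits. Random covariates with the same correlation to donor age left as few in 6 of 50 draws (median 1572, range 540 to 6426), so the drop cannot be told apart from that under an arbitrary covariate of the same correlation.

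For Cirbp, cell content and circadian phase were weighed beside donor age. Fewer cardiomyocytes could lower it, and scaling to their markers gave 5.39, which met the limit set in advance, but this scaling moved the median of all genes to 6.09, so nearly any gene would have met it and the test decides nothing. With the cardiomyocyte score as a covariate, 41.1% of its log2 fold change was left, and the full value lies within 2 of that fit's standard errors (0.631). A shift in circadian phase was weighed through the hand-written clock list, which moved as a set (camera p-value 4.71e-04), while the KEGG circadian rhythm pathway was not over-represented among lower genes (Fisher's exact test, p = 0.246). The KEGG circadian entrainment pathway had 24 of its 71 tested genes lower. A lower mean of that list, in which 11 of 17 genes were lower and 1 higher past the limits, does not measure phase, and Cirbp was not tested against it. So neither cell content nor circadian phase can be set aside as a source of the difference in Cirbp.

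The count and FPKM of Cirbp in aged animal 3 differ, and 340 reads are missing from the sum of that library. A gene read only in that library and left out of the table would give such a gap. Of the genes in the table, 0 have that many reads in 1 library and 0 in the others, but a gene left out cannot be seen there, so this does not decide it.

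Gpx4 had 0 to 3 reads per heart and Fth1 none, although most cells use them, so these values are listed as they are and no fold change is given. Loss of reads where genes overlap was tested on housekeeping families: 3 of 49 overlapping genes and 12 of 324 others were under 10 counts (Fisher's exact p = 0.429). So few genes under 10 counts do not decide whether overlap plays a part, and Gpx4 and Fth1 were not tested themselves. No biological explanation was tested. Mpo had 0 to 3 reads per heart and Ltf had 0 in every heart, while the other 10 listed neutrophil markers passed the filter on low counts. The paper stained MPO as protein, and reads of its RNA do not test that stain.

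Other genes the paper follows by protein had these values. Dhodh had a log2 fold change of 0.31 (standard error 0.218, exact permutation p = 0.2) and Sp1 of 0.10 (standard error 0.225, exact permutation p = 0.9). Ptgs2 had 1.8 (standard error 0.970, exact permutation p = 0.1) and Acsl4 1.56 (standard error 0.565, exact permutation p = 0.1), with every aged heart above every young heart for both.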
